# Multi-site Neurogenin3 Phosphorylation Controls Pancreatic Endocrine Differentiation

**DOI:** 10.1016/j.devcel.2017.04.004

**Published:** 2017-05-08

**Authors:** Roberta Azzarelli, Christopher Hurley, Magdalena K. Sznurkowska, Steffen Rulands, Laura Hardwick, Ivonne Gamper, Fahad Ali, Laura McCracken, Christopher Hindley, Fiona McDuff, Sonia Nestorowa, Richard Kemp, Kenneth Jones, Berthold Göttgens, Meritxell Huch, Gerard Evan, Benjamin D. Simons, Douglas Winton, Anna Philpott

**Keywords:** proneural bHLH transcription factors, endocrine differentiation, pancreatic development, β cells, neurogenin3, pancreatic organoids, insulinoma, diabetes

## Abstract

The proneural transcription factor Neurogenin3 (Ngn3) plays a critical role in pancreatic endocrine cell differentiation, although regulation of Ngn3 protein is largely unexplored. Here we demonstrate that Ngn3 protein undergoes cyclin-dependent kinase (Cdk)-mediated phosphorylation on multiple serine-proline sites. Replacing wild-type protein with a phosphomutant form of Ngn3 increases α cell generation, the earliest endocrine cell type to be formed in the developing pancreas. Moreover, un(der)phosphorylated Ngn3 maintains insulin expression in adult β cells in the presence of elevated c-Myc and enhances endocrine specification during ductal reprogramming. Mechanistically, preventing multi-site phosphorylation enhances both Ngn3 stability and DNA binding, promoting the increased expression of target genes that drive differentiation. Therefore, multi-site phosphorylation of Ngn3 controls its ability to promote pancreatic endocrine differentiation and to maintain β cell function in the presence of pro-proliferation cues and could be manipulated to promote and maintain endocrine differentiation in vitro and in vivo.

## Highlights

• Ngn3 can be phosphorylated on multiple serine-proline sites
• Un(der)phosphorylated Ngn3 is more stable and active than wild-type Ngn3
• Ngn3 phosphorylation regulates pancreatic endocrine cell generation in vivo
• Un(der)phosphorylated Ngn3 promotes endocrine cell reprogramming in organoids

## Introduction

While endocrine cells represent only 1%–5% of the entire pancreas, they play a crucial role in physiological processes including glucose homeostasis; loss or dysfunction of β cells can lead to diabetes. In vitro differentiation and transplantation of bona-fide functional β cells can regulate blood sugar in diabetic mouse models (Pagliuca et al., 2014, Rezania et al., 2014), while β cell protection or replacement in diabetic patients may improve long-term glycemic control. Moreover, a fasting and refeeding regime may lead to β cell regeneration, with improvement of blood sugar regulation (Cheng et al., 2017). However, further improvements in β cell replacement or regeneration require a comprehensive understanding of the generation and maintenance of pancreatic endocrine cells in development and adulthood.

During pancreatic development, endocrine cells originate from bipotent ductal-endocrine progenitors in the embryonic ductal epithelium that become specified to the endocrine lineage upon expression of the pro-endocrine basic-helix-loop-helix (bHLH) transcription factor Neurogenin3 (Ngn3 or Neurog3). Overexpression of Ngn3 from the early pancreatic Pdx1 promoter induces early and ectopic differentiation of islet cells (Schwitzgebel et al., 2000), while controlled Ngn3 overexpression at defined developmental stages results in sequential formation of the different endocrine cell types (Johansson et al., 2007, Schwitzgebel et al., 2000). Furthermore, Ngn3 is a central component of transcription factor reprogramming cocktails that can *trans*-differentiate adult exocrine acinar cells into functional β cells (Zhou et al., 2008), while cytokine-induced in vivo reprogramming of acinar cells into β cells also requires the transition through a Ngn3-positive stage, indicative of reversion back to a progenitor-like phase that re-instates developmental programs of endocrine differentiation (Baeyens et al., 2014). Ngn3 is also required for adult β cell function (Wang et al., 2009).

While in adult pancreatic homeostasis new β cells are generated by proliferation of pre-existing β cells (Dor et al., 2004), β cell regeneration upon specific types of injury and genetic manipulation may require the reactivation of a population of facultative stem cells expressing elevated functional Ngn3 (Al-Hasani et al., 2013, Van de Casteele et al., 2013, Xu et al., 2008). Ductal cells retain the capacity to differentiate to endocrine islet cells in vitro after ectopic expression of Ngn3 (Heremans et al., 2002), in particular when co-expressed with other transcription factors (Lee et al., 2013). Moreover, pancreatic ductal cells can be expanded in vitro as 3D organoids for an extensive period of time, yet maintain the capacity to differentiate toward the endocrine lineage; a process that requires the passage through an Ngn3-positive phase (Huch et al., 2013). Overall, Ngn3 clearly plays a crucial role in endocrine cell generation, regeneration, and reprogramming, yet its regulation at the level of Ngn3 protein has barely been investigated (Roark et al., 2012, Sancho et al., 2014).

Focusing here on its post-translational modification, we show that Ngn3 is phosphorylated on multiple serine-proline (SP) sites by cyclin-dependent kinases (Cdks). A phosphomutant form of Ngn3 expressed in place of the wild-type (WT) protein results in perturbed regulation of endocrine cells in vivo. Mechanistically, we see that this phosphomutant Ngn3 is more stable than the WT protein and also shows increased binding at key downstream target genes. Compared with the WT protein, phosphomutant Ngn3 enhances expression of endocrine target genes in reprogramed ductal cells, while also maintaining insulin expression and blood glucose homeostasis in the presence of a c-Myc driven pro-proliferative stimulus in vivo. We conclude that multi-site phosphorylation of Ngn3 controls its ability to promote and maintain endocrine differentiation in the embryonic and adult pancreas.

## Results

### Ngn3 Is Phosphorylated on Multiple Sites by Cdks

Ngn3 is closely related to other bHLH transcription factors, whose activity is regulated by phosphorylation on SP sites, e.g., Ngn2, Ascl1, Atoh1, and Olig2 (Ali et al., 2011, Ali et al., 2014, Forget et al., 2014). Ngn3 contains six SP sites that can potentially be targeted by proline-directed kinases such as Cdks, MAPKs, and ERKs, and five of these sites are conserved across species (Figure 1A). To investigate phosphorylation on SP sites, we expressed WT Ngn3 or 6S-A Ngn3 (where all six SP sites had been mutated to alanine-proline) (Figure 1B) in HEK cells, then compared migration on SDS-PAGE. Ngn3 phosphorylation is demonstrated by slower migration of WT compared with 6S-A Ngn3, which is enhanced by phosphatase λ (λ-PP) treatment (Figure 1C). WT Ngn3 also migrates more slowly than 6S-A Ngn3 in MIN6 cells, derived from the islet cancer insulinoma (Ishihara et al., 1993), as well as in mPAC cells derived from pancreatic ductal adenocarcinoma (Yoshida and Hanahan, 1994) (Figure 1D). As reported previously (De Vas et al., 2015, Gradwohl et al., 2000, Smith et al., 2010, Zhou et al., 2007), Ngn3 is highly expressed in the developing embryonic pancreas in scattered endocrine precursor cells (Figures 1E, E’, and S1A). Co-staining with an epithelial marker at embryonic day 16 (E16) shows that Ngn3 is expressed in cells of the ductal epithelium prior to delamination (Figures S1B and S1B’) (Rukstalis and Habener, 2007). Endogenous Ngn3 from E14 embryonic pancreas also shows SDS-PAGE retardation compared with samples treated with phosphatase (Figures 1F and S1C), demonstrating phosphorylation of endogenously expressed Ngn3 protein.

Phosphorylation of Ngn3 on two C-terminal serines, one of which is an SP site, has previously been reported to regulate Ngn3 protein stability (Sancho et al., 2014). To determine whether the phosphorylation of Ngn3 we observe is solely due to phosphorylation on these two sites (mutated in 2S-A Ngn3, Figures 1B and 1D), we compared SDS-PAGE migration of WT Ngn3, 6S-A Ngn3, and a 2S-A Ngn3. 2S-A Ngn3 migrates faster than WT Ngn3 (Figure 1D, open arrowhead), but more slowly than 6S-A Ngn3 (Figure 1D, black arrowhead), indicating phosphorylation on more than two serines.

Ngn2 and Ascl1, homologs of Ngn3, are phosphorylated by Cdks in a cell-cycle-dependent manner on multiple sites in the N and C termini (Ali et al., 2011, Ali et al., 2014, Forget et al., 2014) (Figure 2D). To investigate whether Ngn3 phosphorylation is affected by changing levels of Cdks, we turned to *Xenopus* egg extracts that recapitulate an interphase (I) or mitotic (M) environment (Figure 2A) and have long been used to investigate Cdk-dependent phosphorylation (Philpott and Yew, 2008). Compared with phosphomutant 6S-A Ngn3, WT Ngn3 migration on SDS-PAGE is slowed in I and even more so in M extract, a retardation reversed by phosphatase treatment (Figure 2A). Addition of non-degradable cyclin B to I extract directly activates Cdk1 and induces its entry into M phase after 30–40 min. This is paralleled by progressive retardation of WT Ngn3 migration (Figure 2B).

*Xenopus* I egg extracts have active cyclin E/Cdk2, while addition of non-degradable cyclin B will activate Cdk1 as extracts enter mitosis. However, cyclin D/Cdk4 is not present in eggs (Philpott and Yew, 2008). To determine which Cdks are capable of phosphorylating Ngn3, we undertook in vitro kinase assays using human recombinant Cdk/cyclin pairs. Slowed migration on SDS-PAGE reveals that Ngn3 can be phosphorylated by all the Cdks tested, but to differing extents. Retardation of SDS-PAGE migration indicates that Cdk1 is the most potent kinase for Ngn3, supporting our findings in *Xenopus* egg extracts (Figure 2C), while Cdk4 phosphorylation results in the smallest migration change (Figure 2C). 6S-A Ngn3 migration is unaffected by incubation with Cdk2 or Cdk4, indicating that these kinases phosphorylate on SP sites (Figure 2C). A small retardation of 6S-A Ngn3 is observed with Cdk1, as well as after incubation in M extract (Figures 2B and 2C); we note that 6S-A Ngn3 has one threonine-proline site that remains a potential target site for Cdk1.

To further explore the identity of Cdks phosphorylating Ngn3 in mammalian cells, we treated Ngn3-expressing cells with Roscovitine, an inhibitor with selectivity for Cdk1/2 (and 5), alongside Palbociclib, an inhibitor of Cdk4/6 (Asghar et al., 2015, Meijer and Kim, 1997). Only the faster migrating form of Ngn3 remained after Roscovitine treatment, while the Ngn3 doublet was clearly still visible in Palbociclib (Figure 2E). We noted that Roscovtitine and Palbociclib suppressed overall Ngn3 levels, consistent with off-target effects suppressing the transcriptional Cdks, Cdk7, and Cdk9 (Asghar et al., 2015). Therefore, to mitigate against any effects of loss of overall Ngn3 protein, we quantitatively compared the amount of the slower-migrating form of Ngn3 with total Ngn3 protein in three independent experiments, with and without kinase inhibitors (Figures 2E and 2F). Roscovitine treatment resulted in a relative accumulation of faster-migrating un(der)phosphorylated Ngn3 forms, while Palbociclib has no detectable effect on Ngn3 phosphorylation (Figures 2E and 2F).

Thus, we see that Ngn3 is directly phosphorylated by Cdks, and in particular Cdk1 and Cdk2. Ngn3 can be phosphorylated by high levels of Cdk4 in vitro, but failure to observe Ngn3 dephosphorylation in response to Palbociclib indicates that Cdk4 is not a major kinase for Ngn3 in mPAC cells. Instead, our evidence is consistent with a more prominent role for Cdk1 and Cdk2 compared with Cdk4 in the phosphoregulation of Ngn3 in pancreatic cells. We next investigated the functional consequences of preventing Cdk-dependent Ngn3 phosphorylation during pancreas formation.

### Ngn3 Phosphorylation Controls the Number of Endocrine Cells in the Embryonic Pancreas

Ngn3 plays a major role in endocrine specification and differentiation during development (Gradwohl et al., 2000, Rukstalis and Habener, 2009). To determine whether phosphorylation status of Ngn3, expressed at the normal time and at endogenous levels, can influence endocrine cell fate, we generated a knockin mouse that carries 6S-A Ngn3 separated from eYFP by 2A peptide, and transcribed homozygously from the Ngn3 locus, with a matched control WT Ngn3 eYFP mouse line (Figures 3A and S2A). As expected, in the embryonic pancreas, 6SA Ngn3 is dephosphorylated, running as a single, faster-migrating form compared with the WT protein (Figure S2B). To determine the developmental effects of preventing phosphorylation of Ngn3, we then quantified the relative amount of the distinct endocrine cell types in WT Ngn3 and 6S-A Ngn3 mice (percentage of hormone-positive area normalized to total DAPI area) at embryonic stage E16 (Johansson et al., 2007, Rukstalis and Habener, 2009), when endocrine cells will be largely specified (Figures 3B–3E, S3A, and S3B). Glucagon-positive cells are the first cell type to arise during pancreatic endocrine differentiation and numbers approximately double in 6S-A Ngn3 animals compared with controls (3.3% ± 0.5% versus 1.8% ± 0.2%, n = 4) (Figure 3D). Insulin or Ppy-positive cells are very similar in WT and 6S-A Ngn3 animals. Somatostatin (Sst)-positive cells also significantly increase (0.1% ± 0.01% in 6S-A Ngn3 compared with 0.04% ± 0.006% in Ngn3 WT, n = 3) (Figure 3E). We also observed a trend toward more eYFP+ cells (marking Ngn3 expression) in 6S-A embryonic pancreata (Figures 3B–3D), which did not reach statistical significance and this result was consistent with our quantification of Ngn3 protein staining (Figures S3C–S3E).

We then investigated the composition of the adult endocrine compartment in 6S-A Ngn3 mice, when Ngn3 levels have substantially dropped (Rukstalis and Habener, 2009). Firstly, we quantified the total number of islets and the islet size distribution in WT and 6S-A mouse adult pancreata and we found no major differences (Figures S4A and S4B). We then measured the insulin- and glucagon-positive regions of the pancreas (as a percentage of total pancreas) and also found no significant differences (Figure S4C). We note that qPCR to detect hormone transcripts in isolated adult islets demonstrates a trend toward higher glucagon and Sst in the 6S-A Ngn3-expressing pancreata, yet neither reach statistical significance (p > 0.05) (Figure 3F). Thus, perturbation of the balance of endocrine subtypes brought about by preventing phosphorylation of Ngn3 can be at least partially compensated in the normal adult pancreas, which may reflect the previously described post-natal compensatory mechanisms that rebalance α and β cells (Collombat et al., 2009, Thorel et al., 2010).

### Ngn3 Phosphorylation Regulates Transcription of Endocrine Genes in Pancreatic Organoids

Cell proliferation, and the Cdk activity that drives it, is generally associated with maintenance of progenitors, while cell-cycle lengthening and exit with a corresponding reduction of Cdk activity, accompanies differentiation (Hardwick et al., 2015, Hardwick and Philpott, 2014). We see that 6S-A Ngn3 causes an increase in glucagon-expressing α cells when expressed from the endogenous locus (Figures 3B–3D). As α cells are the first endocrine cell type to be generated during pancreatic development, the increase in α cells would be consistent with an accelerated differentiation activity of 6S-A Ngn3. We therefore wanted to investigate whether preventing Cdk-dependent phosphorylation of Ngn3 might enhance expression of downstream targets of Ngn3 that potentiate the differentiation program. To this end, we tested the relative ability of WT and 6S-A Ngn3 to activate endocrine differentiation targets in 3D pancreatic ductal organoids, which exhibit characteristics typical of in vivo pancreatic progenitors such as extensive growth and endocrine differentiation potential (Huch et al., 2013). Induction of lentivirally transduced Ngn3 results in similar expression of WT Ngn3 and 6S-A Ngn3 mRNAs (Figures 4A and 4B). However, expression of *NeuroD1* and *Insm1*, downstream targets of Ngn3 that are key regulators of endocrine differentiation (Huang et al., 2000, Mellitzer et al., 2006), is 2- to 3-fold higher in 6S-A Ngn3-transduced organoids (Figure 4B).

To further characterize the Ngn3-driven transcriptional program that can be upregulated in ductal organoids, we sorted pools of 50 Ngn3-expressing cells and undertook genome-wide transcriptional profiling, determining gene expression at 2 and 8 days after upregulation of WT or 6S-A Ngn3. 

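Each pool of 50 sorted cells was sequenced as a Smart-seq2 library, a method that copies full-length transcripts and carries no molecular identifiers. At 2 days after induction, cells expressing GFP only, WT Ngn3 or 6S-A Ngn3 were each sampled in 3 biological replicates, with 18 libraries per group. At 8 days, the deposited labels list no GFP-only sample, and the controls are cells without the fluorescent reporter (no-color control) sorted from WT or from 6S-A Ngn3 organoids. The 8-day groups held 5 libraries of WT Ngn3, 6 of 6S-A Ngn3 and 6 of each no-color control, again from 3 biological replicates. The authors deposited the number of reads that HTSeq assigned to each of 46078 genes, without normalization. At 2 days, between 1822044 and 5632412 reads per library were assigned to genes for GFP only (median 4363666), between 1501002 and 5283008 for WT Ngn3 (median 3460207) and between 1707561 and 5424097 for 6S-A Ngn3 (median 2949341.5). The range at 8 days was 849278 to 4966281 reads for WT Ngn3 (median 4796280) and 3945880 to 6827457 for 6S-A Ngn3 (median 4828898.5). The no-color controls had 2397470 to 6343207 reads for WT (median 4950449.5) and 4709556 to 9202142 for 6S-A (median 6398260). Because reads without molecular identifiers are not independent molecules, detection limits computed from counts cover the counting error of reads only. Standard errors and SDs given here rest on biological replicates and include the spread between them.

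Technical repeats that passed the paper's library limits were summed, so that each biological replicate counted once (n = 3 per group). Among 149 pairs of technical repeats, 6 pairs at 2 days lay much closer than the rest, with a chi-square per gene of 1.61 to 2.44 against 5.41 to 60.8 for the other 143 pairs. They were always technical repeats 2 and 3 of biological replicates 2 and 3, and summing leaves n unchanged. Genes detected in at least 5 libraries of a time point were tested with edgeR's quasi-likelihood test after TMM normalization, 23844 genes at 2 days and 19696 at 8 days. The 2-day groups were compared with GFP only, and the 8-day groups with the mean of both no-color controls. At an adjusted p of 0.05 (Benjamini-Hochberg), 2810 genes differed between WT Ngn3 and GFP only at 2 days (1563 higher, 1247 lower), and 4305 between 6S-A Ngn3 and GFP only (2249 higher, 2056 lower). The alternative that moved these counts most used only the first technical repeat of each replicate, which gave 1201 and 1658 genes. With the replicate number as a block, 4291 genes differed for WT Ngn3.

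At 8 days, the values in Table S1 could be recomputed only without 6 libraries, as described where the paper reports its library filter. Over the libraries behind Table S1, 12 genes differed between WT Ngn3 and no-color control (11 higher) and 28 between 6S-A Ngn3 and no-color control (25 higher). Over all retained libraries, the counts were 180 for WT Ngn3 (146 higher, 34 lower) and 337 for 6S-A Ngn3 (270 higher, 67 lower). With the replicate number as a block, they were 472 and 704 genes. Leaving out WT Ngn3 replicate 1 lowered the count for WT Ngn3 to 63 genes.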

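Table S1 lists 200 genes per time point, and in both sheets the genes follow the sum of the log2 fold changes of WT and 6S-A Ngn3 (199 of 199 steps down the list). The 2 lists share 82 genes. At 2 days, all 200 listed genes were among the genes higher than in GFP only in both WT and 6S-A Ngn3 cells (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). At 8 days, 106 listed genes passed this threshold for WT Ngn3, 147 for 6S-A Ngn3 and 103 for both, over all retained libraries. The paper's own adjusted p-values in Table S1 are under 0.05 for 95 of the 8-day genes with WT Ngn3 and 140 with 6S-A Ngn3. Since the lists were chosen on the same libraries, these counts are not independent evidence. Ranking all tested genes by the mean of both fold changes recovered 102 of the 200 listed genes at 2 days and 54 at 8 days. Among the 1483 genes higher and past the threshold in both comparisons at 2 days, the same ranking recovered 105. The mean log2 fold change of the 2-day list was 6.13 for WT Ngn3 and 6.68 for 6S-A Ngn3, and that of the 8-day list was 3.80 and 4.37. Many listed genes have almost no reads in the control cells, where the size of a fitted fold change depends on the prior count and on shrinkage.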

Ngn3 is a transcriptional activator, so we focused our analysis on the top 200 upregulated genes as potential Ngn3 targets. 

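Neurog3 itself lies on chromosome 10 of GRCm38 from 62133090 to 62134763, and the counts do not separate the transgene from the endogenous gene. Its expression at 2 days was 143 ± 67.5 CPM (reads scaled to library size with TMM factors, SD, n = 3) with WT Ngn3 and 147 ± 56.3 CPM (SD, n = 3) with 6S-A Ngn3, against 0.0559 CPM with GFP only. Because no GFP-only replicate held more than 2 reads, only lower bounds can be given, at least 951-fold higher for WT Ngn3 and at least 982-fold higher for 6S-A Ngn3. Neurod1 (chromosome 2, 79452521 to 79456751) rose to 73 ± 65 CPM (SD, n = 3) with WT Ngn3, at least 486-fold higher than GFP only, and to 77.9 ± 24.7 CPM (SD, n = 3) with 6S-A Ngn3, at least 519-fold higher. Neurog3 and Neurod1 overlap other genes in the annotation, and the paper does not state whether the counting was strand-specific. Whether those genes affect their reads cannot be told. Insm1 (chromosome 2, 146221921 to 146225020) had a log2 fold change of 9.16 (standard error 0.76, adjusted p = 0.000143) for WT Ngn3 and 9.49 (standard error 0.76, adjusted p = 6.5e-05) for 6S-A Ngn3 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Atoh8 (chromosome 6, 72206177 to 72235577) was at least 78.5-fold and 83-fold higher, and Rfx6 (chromosome 10, 51677756 to 51730432) at least 367-fold and 525-fold higher, with WT and 6S-A Ngn3. The largest changes past the threshold with groups that did not overlap also included Gng4 and Kcnip3, which had almost no reads in GFP-only cells.

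At 8 days, over the libraries behind Table S1 and with DESeq2's prior on fold changes, the log2 fold changes of Neurod1 were 3.11 for WT and 4.08 for 6S-A Ngn3, those of Insm1 4.11 and 5.48, those of Atoh8 1.86 and 2.48 and those of Rfx6 3.20 and 5.28. Over all retained libraries, edgeR gave Neurod1 6.54 (standard error 0.91, adjusted p = 0.00175) and 7.22 (standard error 0.93, adjusted p = 0.00052). Insm1 was 6.61 (standard error 0.63) and 7.39 (standard error 0.64), and Rfx6 was 7.21 (standard error 0.93) and 8.96 (standard error 0.95). Atoh8, with no more than 1 read in any no-color replicate, was at least 1.76-fold and 2.81-fold higher. Among the genes past the threshold whose groups did not overlap at 8 days, Tff3 and Vwa5b2 had the largest changes for both proteins. Ins1, Ins2, Gcg and Ppy were almost absent from all 77 libraries, with 0 reads for Ins2, 1 for Ins1, 47 for Gcg (43 of them in 1 library) and 92 for Ppy (71 in 1 library), while Sst reached 3100 CPM in 1 library. A count of 0 allows up to 2 CPM in the retained library with the fewest reads and 0.326 CPM in the one with the most.

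**Figure D1:**
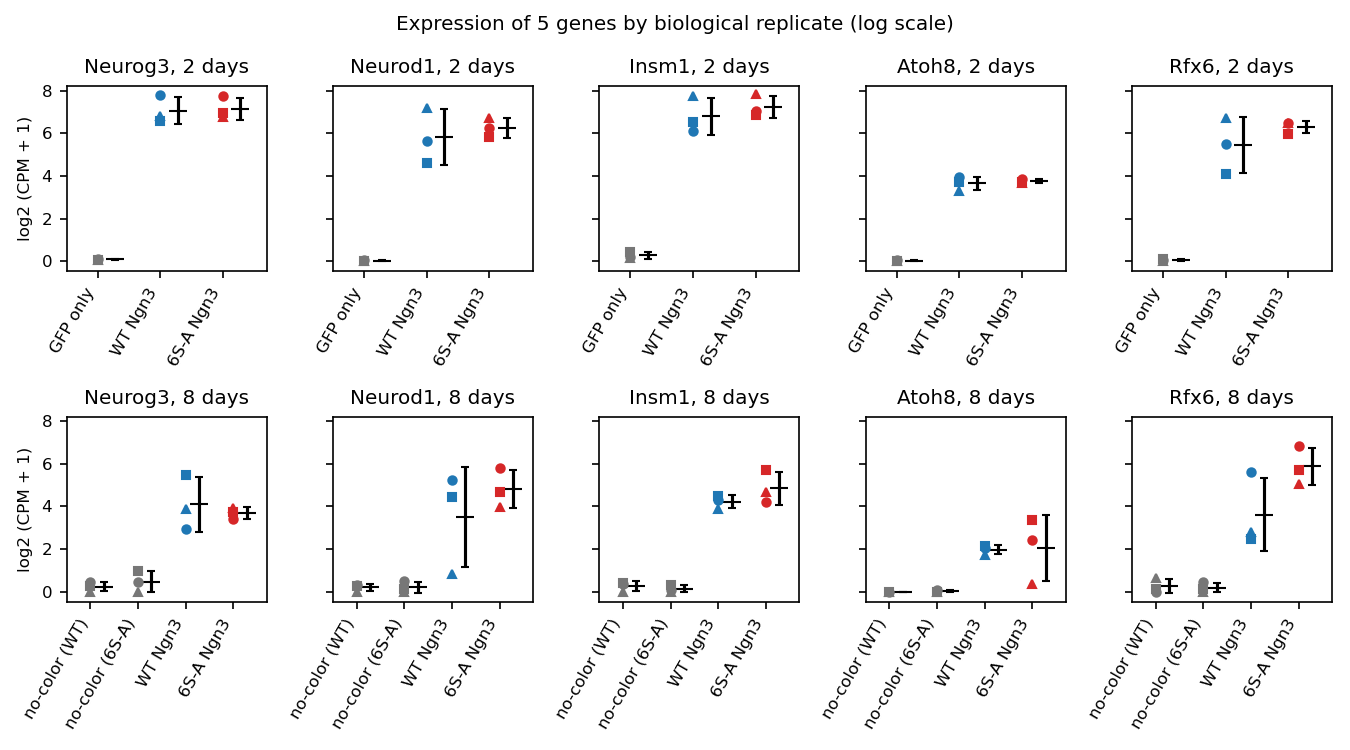
Expression of Neurog3, Neurod1, Insm1, Atoh8 and Rfx6 as log2 (CPM + 1) in the 3 biological replicates of each group at 2 days (top) and 8 days (bottom), with the mean and SD as black bars beside the points. Each replicate of WT and 6S-A Ngn3 lies above every control replicate at 2 and 8 days, and the replicates of WT and 6S-A Ngn3 overlap for each of the 5 genes.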

We found many genes that were previously described to play important roles in endocrine differentiation such as *Neurod1*, *Insm1*, *Atoh8*, and *Rfx6* (Figures 4C and S5; Table S1) (Smith et al., 2010). 

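Table S1 holds the paper's gene ontology terms, and no term analysis was repeated here. Instead, 8 lists of marker genes were fixed before the counts were examined and tested as sets with camera, using a correlation between genes estimated from the data. At 2 days, 17 endocrine transcription factors were higher than with GFP only by a mean log2 fold change of 6.76 for WT Ngn3 (adjusted p = 0.0407 over the 8 lists) and 7.01 for 6S-A Ngn3 (adjusted p = 0.043), with 15 of the 17 genes past the threshold and higher in each. Of 20 genes for hormones and secretory granules, 15 were tested, and these rose by 5.83 (adjusted p = 0.0407) and 6.93 (adjusted p = 0.043). Ins1, Ins2, Gcg and Ppy had reads in too few libraries to be tested at either time point, so the rise does not cover them. For 19 pan-neuronal genes, the mean was 3.10 for WT Ngn3 (adjusted p = 0.0442, 16 genes higher) and 3.58 for 6S-A Ngn3 (adjusted p = 0.043, 17 genes higher). Notch ligands and targets also rose, by 2.04 (adjusted p = 0.0442) and 2.22 (adjusted p = 0.043). The 16 ductal genes fell, with mean log2 fold changes of -0.71 (adjusted p = 0.0407) and -1.17 (adjusted p = 0.0343). With the replicate number as a block, the adjusted p of these 5 lists rose to 0.0685 for WT Ngn3 and 0.0705 for 6S-A Ngn3, above the threshold, while all 5 passed it in the fry set test. Cell cycle genes were lower by a mean of -1.12 and -1.44, which passed under fry only, and the acinar and interferon lists did not pass in either test. Of the endocrine transcription factors, 11 are also in the 2-day list of Table S1, which was chosen on these libraries.

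At 8 days and over all retained libraries, endocrine transcription factors (mean 6.36, adjusted p = 0.0229), hormones and secretory granules (mean 7.26, adjusted p = 0.0307) and pan-neuronal genes (mean 3.18, adjusted p = 0.0307) rose with 6S-A Ngn3. With WT Ngn3 the same lists had means of 5.56 (adjusted p = 0.0545), 6.62 (adjusted p = 0.103) and 2.31 (adjusted p = 0.103). Those 3 lists passed for both proteins under fry, with 16 of the 20 genes for hormones and secretory granules tested. Ductal genes fell by a mean of -0.94 with WT and -1.16 with 6S-A Ngn3, which passed under fry (adjusted p = 0.018 and 0.00382) and not under camera (0.117 and 0.0737), and cell cycle genes with 6S-A Ngn3, at a mean of -1.69, also passed under fry only (adjusted p = 0.0341, camera 0.0921).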

Activation of a pro-endocrine differentiation program is also confirmed by gene ontology analysis (Table S1), while other terms indicate upregulation of genes involved in neuronal differentiation, reflecting the close parallels between Neurogenin-driven differentiation in the two tissues (Otter and Lammert, 2016, van Arensbergen et al., 2010). 

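At 2 days, 6S-A and WT Ngn3 moved the same genes. Across 23844 genes, their log2 fold changes against GFP only had a Pearson correlation of 0.81 and a Spearman correlation of 0.74, where simulated unchanged groups set against the same controls gave medians of 0.48 and 0.44. Genes are not independent replicates, so no p is attached. Of the genes past the threshold, 2646 were shared, 1483 higher and 1163 lower with both proteins, and none moved in opposite directions. The simulated groups shared at most 2. The correlation at 8 days over all retained libraries was 0.66 (Spearman 0.62, simulated medians 0.36 and 0.35), with 160 shared genes and none in opposite directions.

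Compared directly at 2 days, 6S-A and WT Ngn3 differed in 3 of the 23844 genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. These were Sorcs2 (log2 fold change 1.29, standard error 0.16, adjusted p = 0.0164), Zfp185 (0.92, standard error 0.12, adjusted p = 0.0164) and Pik3ap1 (-1.23, standard error 0.16, adjusted p = 0.0164). An unadjusted p under 0.05 was reached by 1380 genes, where chance gives 1192. The blocked fit gave 147 genes (50 higher, 97 lower). Neurog3 differed by 0.05 (standard error 0.33), Neurod1 by 0.10 (standard error 0.60), Insm1 by 0.33 (standard error 0.45), Atoh8 by 0.08 (standard error 0.26) and Rfx6 by 0.52 (standard error 0.56), each with an adjusted p of 1. At 8 days, no gene differed between 6S-A and WT Ngn3, whether over the libraries behind Table S1 or over all retained libraries. In the latter, 415 genes had an unadjusted p under 0.05, fewer than the 985 expected by chance. Same-numbered replicates varied together (median correlation 0.354 at 8 days, against -0.262 for different numbers), which this test without the block does not use. A count below chance therefore does not show that the proteins act alike. The blocked fit called 0 genes as well.

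As a set, the 200 potential targets of 2 days were shifted upwards in 6S-A against WT Ngn3 by a log2 difference of 0.55 relative to all other genes, 1.47-fold (camera with estimated correlation, p = 0.0227, and fry, p = 0.023). Of the 200 genes, 190 were higher with 6S-A Ngn3 (95%), against 49.4% of other genes. Adjusted over the list alone, 6 genes differed between the proteins. Each biological replicate was given a target score, its mean log2 CPM of the listed genes minus that of all others, which was 2.27 ± 0.24 (SD, n = 3) for 6S-A and 1.66 ± 0.38 (SD, n = 3) for WT Ngn3. The score was higher for 6S-A Ngn3 in 3 of 3 pairs of same-numbered replicates, by 0.41 to 0.72, while an exact two-sided permutation test gave p = 0.2 (0.1 is the smallest that 3 against 3 replicates allow). With only the first technical repeat of each replicate, the shift was 0.16 (p = 0.338), the alternative that moved it most.

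The 200 potential targets of 8 days had a shift of 0.33 (p = 0.369) over the libraries behind Table S1, with each protein set against its own no-color cells. Over all retained libraries, and with 6S-A compared directly with WT Ngn3, the shift was 0.54 (camera p = 0.0725, fry p = 0.138), and 158 of the 200 genes were higher. The blocked fit gave 0.66 (p = 0.00532). Scores were 1.41 ± 0.23 (SD, n = 3) for 6S-A and 0.736 ± 0.5 (SD, n = 3) for WT Ngn3, higher in 3 of 3 pairs by 0.38 to 1.17 (exact two-sided permutation test, p = 0.1). For a list that does not rest on 6S-A Ngn3, the 200 genes with the largest fold change for WT Ngn3 alone, the shift was 0.33 (p = 0.076) at 2 days and -0.01 (p = 0.492) at 8 days. Choosing genes for being high in WT Ngn3 pulls this difference down, so these values do not test whether the shift is there.

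Whether the shift grew between 2 and 8 days was tested in a joint fit on 190 genes of the 2-day list. It was larger at 8 days by 0.30, which did not pass the test (camera p = 0.459, fry p = 0.563), and no single gene passed either (445 of 19589 genes had an unadjusted p under 0.05). Leaving out 1 replicate of 8 days moved the change most, to 1.36 without WT Ngn3 replicate 1, -0.09 without WT Ngn3 replicate 3 and -0.12 without 6S-A Ngn3 replicate 1 (camera p from 0.125 to 0.909).

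**Figure D2:**
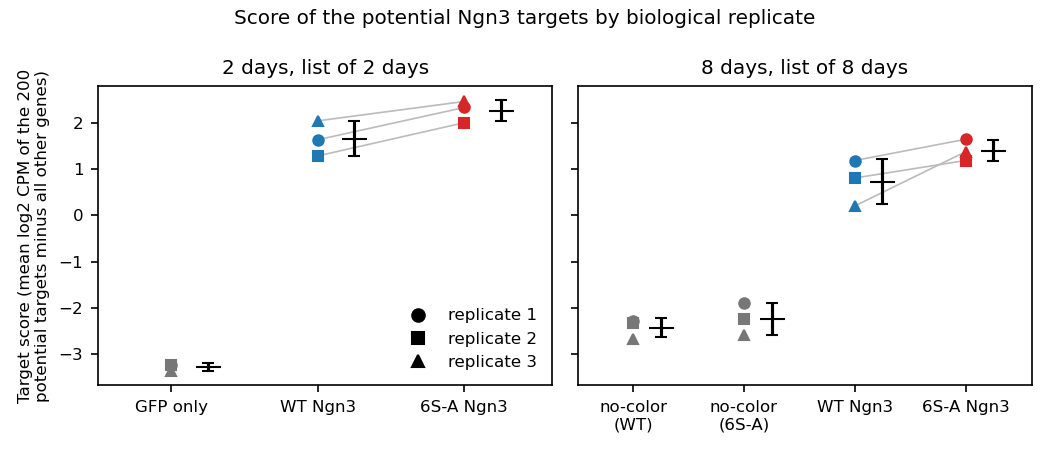
Target score of each biological replicate (mean log2 CPM of the 200 potential targets of that time point minus that of all other genes), with the mean and SD as black bars and gray lines joining same-numbered replicates of WT and 6S-A Ngn3. At 2 days, 6S-A Ngn3 replicates had scores of 2.34, 2.01 and 2.47 against 1.64, 1.29 and 2.05 for WT Ngn3, and every Ngn3 replicate lies above the control replicates at 2 and 8 days.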

Importantly, we see that 6S-A Ngn3 drives expression of the same genes as WT Ngn3, but it does so to a consistently higher level (p ≤ 0.005) (Figure 4D), an effect that is magnified between 2 and 8 days post-expression (Figures 4C, 4D, and S5). Thus, preventing Cdk-mediated phosphorylation of Ngn3 results in an enhancement of its ability to upregulate transcriptional targets that drive the endocrine differentiation program. 

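From the higher expression of the potential targets with 6S-A Ngn3 than with WT Ngn3, at a similar level of Ngn3 mRNA (Figures 4B and 4D), the paper concludes that blocking phosphorylation by Cdks makes Ngn3 better able to raise its targets in ductal organoids. Figure 4B is quantitative PCR, which was not analysed here. The sequencing behind this step covers 3 biological replicates of WT and of 6S-A Ngn3 at 2 days and at 8 days, and the 8-day values of Table S1 could be recomputed only with 2 of the 3 replicates of each no-color control. Per replicate pair at 2 days, Neurog3 in 6S-A against WT Ngn3 cells differed by -0.06, 0.37 and -0.07 on the log2 scale, where the mean log2 CPM of the potential targets other than Neurog3 differed by 0.71, 0.73 and 0.39. At 8 days, Neurog3 differed by 0.49, -1.83 and 0.06, and that mean for the 8-day list by 0.44, 0.55 and 0.99, while Neurog3 as a whole was at -0.83 (standard error 0.83).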

We next investigated the mechanistic basis for the enhanced activity of un(der)phosphorylated Ngn3.

### Phosphorylation of Ngn3 Regulates Protein Stability and Binding to Targets

Enhanced activity of 6S-A Ngn3 protein could reflect increased stability (Sancho et al., 2014) or enhanced association with the regulatory regions of downstream target genes, or both. Phosphorylation-dependent recruitment of E3 ubiquitin ligases to bHLH transcription factors has been shown to control protein degradation (Forget et al., 2014, Sancho et al., 2014). In insulinoma-derived MIN6 cells, we see that 6S-A Ngn3 is five times as stable as WT Ngn3 (half-life 52.3 ± 7.9 min compared with 11.7 ± 2.8 min) (Figures 5A, 5B, and 5D). Phosphorylation of two serines of Ngn3 (mutated here in 2S-A Ngn3) promotes Ngn3 degradation via recruitment of the E3 ubiquitin ligase Fbxw7 (Sancho et al., 2014), and one of these sites is also mutated in 6S-A Ngn3 (Figure 1B). Comparing the stability of these proteins, 2S-A Ngn3 is twice as stable as WT Ngn3 (half-life of 23.1 ± 2.8 min compared with 11.7 ± 2.8 min), but considerably less stable than 6S-A Ngn3 (half-life 52.3 ± 7.9 min) (Figures 5C and 5D), showing that sites additional to those mutated in 2S-A Ngn3 contribute to the phosphorylation-dependent regulation of Ngn3 protein stability.

To investigate whether enhanced transcription of targets by 6S-A Ngn3 is solely due to increased half-life, we expressed WT or 6S-A Ngn3 in mPAC cells and determined Ngn3 binding at key target genes by chromatin immunoprecipitation (ChIP), after normalizing for the amount of chromatin-bound Ngn3 protein (Figure S6A). Even when normalized for protein level, 6S-A Ngn3 binding is more than 2-fold greater than WT Ngn3 on promoters of *Insm1* and *NeuroD1*, and 5-fold greater at predicted target E boxes of the Delta1 promoter (Figure 5E). Hence, enhanced protein stability and increased binding to downstream regulatory elements both contribute to the increased transcriptional activity of 6S-A Ngn3.

The enhanced *NeuroD1* and *Insm1* expression in response to 6S-A Ngn3 might explain the increased generation of α cells observed during embryonic development, which would be consistent with an early entry into the differentiation program (Figures 3B–3E). However, in addition to more early-born α cells, 6S-A Ngn3 mice also show enhanced Sst expression despite the fact that δ cells arise later in development (Figures 3B–3E). Ngn3 expression alone is sufficient to reprogram acinar cells into δ cells (Li et al., 2014). We determined by ChIP that Ngn3 binds directly to two consecutive E boxes found in the 3′ genomic region of *Sst* (Figure S6B), and this binding is increased 6.9- ± 2.3-fold by 6S-A Ngn3 compared with WT Ngn3 (Figure S6C). Moreover, we also see that *Sst* mRNA is upregulated by Ngn3 in this cell line (Figure S6D), indicating that *Sst* is a bone fide direct target of Ngn3. Therefore, the increased expression of *Sst* in the 6S-A Ngn3 E16 pancreas is likely to reflect enhanced *Sst* promoter binding and activation of 6S-A Ngn3 compared with WT Ngn3.

### Un(der)phosphorylated Ngn3 Maintains Adult β Cell Mature Identity in the Presence of Elevated c-Myc

Ngn3 is expressed at high levels during development and its expression is maintained at low levels in adult β cells (Figure 6A), where it is still required to maintain efficient function (Wang et al., 2009). Following on from our results demonstrating the enhanced capacity of 6S-A Ngn3 to promote differentiation in development and in organoid culture, we next investigated whether Ngn3 phosphorylation influences adult endocrine cell differentiation in islets that have been stimulated to proliferate. C-Myc upregulation in adult islets in a mouse model of insulinoma has a potent pro-proliferative effect and also results in loss of insulin expression and a failure to maintain blood glucose homeostasis (Pelengaris et al., 2002).

In the Ins-cMycER^TAM^ model that we have used (Pelengaris et al., 2002), rapid c-Myc activation occurs in islets in response to tamoxifen and under the control of the insulin promoter; extensive β cell apoptosis results, but this can be counteracted by co-expression of the apoptotic inhibitor Bcl-xL. To determine whether the phospho-status of Ngn3 could influence adult islet cell function, we compared Ins-cMycER^TAM^ Bcl-xL mice that were also homozygous for WT or 6S-A Ngn3, using Bcl-xL only mice as a control (Figure 6B).

In this model, over a 7 day period Ins-cMycER^TAM^ Bcl-xL islet expansion is accompanied by reduced insulin expression in β cells with accompanying hyperglycemia (Pelengaris et al., 2002) (Figure 6D). We compared glucose homeostasis 0, 4, and 7 days after tamoxifen-induction of c-Myc in WT Ngn3- and 6S-A Ngn3-expressing mice. In control conditions (BclX-xL WT or 6S-A Ngn3), glycemic values vary within the normal range, between 9.5 and 13.1 mmol/L (Figure 6C), while c-Myc induction in Ins-cMycER^TAM^ Bcl-xL WT Ngn3 raises blood glucose levels after 4 and 7 days of tamoxifen treatment to 24.25 ± 5.2 and 30.7 ± 4.9 mmol/L, respectively. Strikingly however, Ins-cMycER^TAM^ Bcl-xL 6S-A Ngn3 mice maintain glucose levels within the normal range (10.6 ± 1.3 mmol/L at 4 days and 16 ± 3.3 mmol/L at 7 days post-induction) (Figure 6D). Perhaps surprisingly, we see that massive islet expansion occurs to an equal extent in Bcl-xL WT Ngn3 and Bcl-xL 6S-A Ngn3 animals treated with tamoxifen for 7 days (Figures S7A–S7C). Thus, islet expansion occurs in response to c-Myc in Ins-cMycER^TAM^ Bcl-xL 6S-A Ngn3 mice, demonstrating that β cells expressing 6S-A Ngn3 can still proliferate. However, even though c-Myc can drive β cell expansion in both WT and 6S-A Ngn3 mice, blood glucose control is only maintained in 6S-A Ngn3 mice. Therefore, blocking its phosphorylation allows Ngn3 to maintain differentiated function of β cells even while they are actively proliferating.

To investigate directly whether the expanded islets in 6S-A Ngn3 mice could maintain insulin expression even in the face of c-Myc overexpression, we used immunohistochemistry to detect insulin protein. After quantitation of hormone intensity in stained islets (see STAR Methods for details of analysis), we find that insulin and glucagon levels are very similar in the control Bcl-xL WT Ngn3 and Bcl-xL 6S-A Ngn3 animals after 7 days of tamoxifen (Figures 6E–6G). However, Ins-cMycER^TAM^ Bcl-xL 6S-A Ngn3 animals maintain insulin expression at twice the level of Ins-cMycERT Bcl-xL WT Ngn3 mice (a relative intensity of 40.5 ± 8.4 in Ins-cMycERT; Bcl-xL; 6S-A Ngn3 compared with 20 ± 1.7 in Ins-cMycERT; Bcl-xL; WT Ngn3) (Figures 6F–6H). No differences in glucagon expression are observed, consistent with the fact that Ngn3 is not known to be expressed in α cells. Thus, results from 6S-A Ngn3 mice suggest enhanced expression of insulin in proliferating islets compared with WT mice, while showing no differences in expression of glucagon, indicating a cell-autonomous effect. However, further experiments looking directly at insulin secretion would be needed to confirm that enhanced insulin production arising from dephosphorylation of Ngn3 is responsible for maintenance of glucose homeostasis in Ins-cMycERT; Bcl-xL; 6S-A Ngn3 mice.

To investigate more directly whether preventing Ngn3 phosphorylation limits c-Myc-mediated inhibition of Ngn3 activity in another context, we tested the ability of WT and 6S-A Ngn3 to activate *Insm1* and *Neurod1* in *Xenopus* embryos, with and without co-injected c-Myc. As we saw in mammalian cells, ectopic 6S-A Ngn3 resulted in greater expression of *Insm1* and *Neurod1* than WT Ngn3. C-Myc overexpression suppresses Ngn3-driven *Neurod1* and *Insm1* expression, but levels nevertheless remain higher with 6S-A Ngn3 compared with WT Ngn3 (Figure S7D). As Ngn3 and c-Myc are co-injected, this is likely to represent a cell-autonomous effect.

### Regulation of Cell-Cycle Exit by Ngn3 Phosphorylation

A recent study demonstrates that a low level of Ngn3 in pancreatic endocrine cell progenitors is compatible with continued proliferation and maintenance of a precursor state (Bechard et al., 2016). However, increasing Ngn3 expression drives endocrine commitment, cell-cycle exit, and finally endocrine cell differentiation (Bechard et al., 2016, Miyatsuka et al., 2011). As well as potentiating endocrine differentiation, we see that 6S-A Ngn3 drives cell-cycle exit more effectively than WT Ngn3 in mPAC cells (Figure 7A and 7B). Since Ngn3 is known to drive the cell cycle in endocrine progenitors by upregulating Cdkn1a expression (Miyatsuka et al., 2011), an inhibitor primarily of Cdk2, we investigated Cdkn1a regulation by WT and 6S-A Ngn3. 6S-A Ngn3 binds to the Cdkn1a distal regulatory region (Miyatsuka et al., 2011) (Figure 7C), and activates Cdkn1a expression to a greater extent than WT Ngn3 (Figure 7D), consistent with its enhanced ability to drive cell-cycle exit (Figures 7A–7D). Hence, Ngn3 both drives Cdk inhibition and cell-cycle exit as well as responding to it, because of an enhanced ability of un(der)phosphorylated Ngn3 to upregulate the endocrine differentiation program (Figure 7E).

## Discussion

The role of *Ngn3* in pancreatic endocrine cell fate specification and differentiation has been extensively studied, but surprisingly little is known about the activity and regulation of Ngn3 protein (Roark et al., 2012, Rukstalis and Habener, 2009, Sancho et al., 2014). Here we show that Ngn3 is phosphorylated on up to six sites by Cdks. Inhibition of Cdk-dependent phosphorylation enhances pancreatic endocrine differentiation both by stabilizing Ngn3 protein and additionally by enhancing its ability to bind to downstream targets. Importantly, we show that preventing phosphorylation of Ngn3 expressed at the endogenous level is sufficient to promote enhanced differentiation of glucagon- and somatostatin-expressing cells in the developing pancreas. Furthermore, even in the face of forced c-Myc expression and a significant drive toward decreased insulin production, 6S-A Ngn3 expressed from the endogenous promoter is sufficient to maintain β cell function.

Our data allow us to propose a model of Ngn3 post-translational regulation that can explain how endocrine precursors transition from proliferating progenitors to endocrine cells firmly committed to undergoing differentiation (Figure 7E). In proliferating progenitors, Ngn3 expression levels are low and Cdk levels are high, resulting in extensive Ngn3 phosphorylation. Low levels of phosphorylated Ngn3 are compatible with, and may be required for, endocrine progenitor maintenance (Bechard et al., 2016). Firm endocrine commitment coincides with a rise in Ngn3 transcripts (Bechard et al., 2016), and this rising Ngn3 results in increased expression of its direct target Cdkn1a (Figures 7C and 7D), which predominantly inhibits Cdk2. Cdk inhibition then results in both slowing of the cell cycle and in limiting the Cdk-dependent phosphorylation of Ngn3. Moreover, Ngn3 is directly stabilized by the Cdkn1a homolog p27Xic1 in *Xenopus* (Roark et al., 2012). Therefore, as cells pass through endocrine commitment with increasing Cdkn1a levels and falling Cdk activity, Ngn3 protein levels will rise through a combination of elevated expression (Bechard et al., 2016) and enhanced protein stability, while its association with regulatory regions of downstream targets driving differentiation will also increase. This rise in un(der)phosphorylated Ngn3 activity drives further increases in activation of downstream targets of Ngn3 such as *Cdkn1a*, *Insm1*, and *Neurod1*, ultimately leading to cell-cycle exit, endocrine commitment, and then differentiation in a feedforward loop.

Ngn3 expression is highest at endocrine commitment in development, with levels dropping dramatically after this point coinciding with terminal differentiation (Villasenor et al., 2008, Zhou et al., 2008). Our model of Ngn3 phosphoregulation coupling cell cycle and differentiation can help to explain the transition from proliferating progenitor to differentiating endocrine cell during development when Ngn3 is highly expressed. However, whether the same coupling mechanisms are maintained in adults in homeostasis or during tissue repair has been unclear.

Ngn3 is required for adult β cell function (Wang et al., 2009) and we see that phosphorylation of Ngn3 may play a regulatory role in maintaining β cell function in the presence of pathological pro-proliferative cues. In a model for the human islet cancer insulinoma, β cells can be driven to proliferate by c-Myc overexpression and this is usually accompanied by loss of insulin expression (Pelengaris et al., 2002). However, 6S-A Ngn3-expressing islets maintain insulin expression and support glucose homeostasis while still undergoing massive islet expansion (Figures 6 and S7). Interestingly, this demonstrates that expression of un(der)phosphorylated Ngn3 alone is not sufficient to counteract c-Myc-driven cell division and that even a high rate of β cell proliferation is not fundamentally incompatible with differentiated function (Dor et al., 2004).

Conditional ablation of Ngn3 in adult β cells results in mild glucose intolerance and decreased expression of classical β cell markers, thus pointing toward an essential role for Ngn3 in maintaining mature β cell identity (Wang et al., 2009). There is also increasing evidence that β cell de-differentiation and a concomitant increase in Ngn3 expression may significantly contribute to the pathogenesis of diabetes (Talchai et al., 2012). Moreover, a very recent study has showed that subjecting diabetic mice to a fasting/refeeding regime results in regeneration of new β cells, a phenomenon that can reverse the diabetic phenotype (Cheng et al., 2017). In this model, more β cells arise after refeeding via a proliferating population of cells newly expressing elevated Ngn3, which in many ways resemble Ngn3-expressing developmental endocrine precursors (Bechard et al., 2016). These cells subsequently differentiate into insulin-secreting mature β cells. We would predict that Ngn3 dephosphorylation plays a role in transitioning from a precursor-like state to a functional β cell on refeeding. This study also shows that applying a “fasting-mimicking” growth factor medium to human type 1 diabetic islets induces expression of Ngn3 and insulin, but when insulin growth factor 1 (IGF-1) was added, Ngn3 expression remained but insulin was lost, essentially indicating a block of islet differentiation. It would be very interesting to determine whether Ngn3 is phosphorylated in these IGF-1-treated type 1 diabetic islets; IGF-1 has been shown to enhance mouse β cell proliferation (Agudo et al., 2008), which potentiates Ngn3 phosphorylation by Cdks, thus inhibiting its ability to drive and maintain β cell differentiation. Moreover, as many β cell-generating protocols transit a Ngn3-positive phase (Melton, 2016), it will be interesting to see whether dephosphorylation of endogenously expressed Ngn3 protein will similarly enhance differentiation and maturation of β cells generated in vitro.

bHLH transcription factors play a central role in progenitor maintenance and differentiation in the nervous system, pancreas, gut, and many other tissues. In most cases, the levels of bHLH gene expression have been well documented (Bertrand et al., 2002), but protein level and activity is much less clear. The multi-site phosphoregulation of Ngn3 we describe here is highly reminiscent of that seen in other proneural proteins that are master regulators of neurogenesis in the central and peripheral nervous systems. For instance, ectopic overexpression of a nine SP site phosphomutant form of Ngn2 in *Xenopus* results in substantially enhanced reprogramming of the epidermis into neurons compared with the WT protein (Ali et al., 2011), while Ngn2 protein is stabilized by the Cdkn1a homolog p27Xic1 (Nguyen et al., 2006, Vernon et al., 2003). Similar multi-site phosphorylation is also seen to inhibit the activity of ectopically expressed Ascl1 and NeuroD4 proteins (Ali et al., 2014, Hardwick and Philpott, 2015, Wylie et al., 2015). It seems likely that post-translational regulation by Cdks is a common mechanism at work widely among members of the bHLH family (Philpott, 2015). In these cases, and in the case of Ngn3 (Figures 4 and 5), an enhanced ability of un(der)phosphorylated proneural proteins to bind to the regulatory elements of their downstream targets may underlie much of their increased transcriptional activity, over and above any additional protein-stabilizing effect of dephosphorylation in vivo (Ali et al., 2011, Ali et al., 2014, Hardwick and Philpott, 2015, Hindley et al., 2012; our unpublished data). Overall, Ngn3 regulation may serve as a paradigm for ensuring the coordination of fate commitment, cell-cycle exit, and differentiation by bHLH transcription factors in response to the cellular environment in multiple tissues.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Guinea pig anti-insulin	Abcam	ab7842; RRID: AB_306130
Mouse anti-glucagon	Abcam	ab10988; RRID: AB_297642
Rabbit anti-somatostatin	Dako	A0566; RRID: AB_10013726
Goat anti-PPY	Abcam	ab77192; RRID: AB_1524152
Goat anti-Ngn3	Santa Cruz Biotechnology	sc-13793; RRID: AB_650136
Mouse anti-Ngn3	DSHB	F25A1B3; RRID: AB_528401
Rabbit anti-Ngn3	Gift of Dr. Edlund (Selander and Edlund, 2002)	N/A
Rat anti-HA HRP conjugated	Roche	12013819001; RRID: AB_390917
Rabbit anti-HA	Abcam	ab9110 RRID: AB_307019
Chicken anti-GFP	Abcam	ab13970 RRID: AB_300798
Mouse anti-Epcam APC	eBioscience	17-5791-80; RRID: AB_1659714

**Chemicals, Peptides, and Recombinant Proteins**		

Tamoxifen	Sigma-Aldrich	T5648
Lambda Protein Phosphatase	New England Biolabs	P0753S
Palbociclib isethionate	selleckchem	PD0332991
Roscovitine	selleckchem	S1153
CDK2/ CYCLIN A	Thermo Fisher Scientific	PV3267
CDK1/ CYCLIN B	Thermo Fisher Scientific	PV3292
CDK4/ CYCLIN D1	Thermo Fisher Scientific	PV4400
CDK2/ CYCLIN E1	Abcam	ab85639
EGF (organoid growth)	Invitrogen	PMG8043
FGF10 (organoid growth)	Peprotech	100-26
Gastrin (organoid growth)	Sigma	G9145
Noggin (organoid growth)	R&D System	1967
R-Spondin (organoid growth)	In house (Huch et al., 2013)	N/A

**Critical Commercial Assays**		

Rnaesy Mini Kit	Qiagen	74104
High-Capacity cDNA RT Kit	Thermo Fisher Scientific	4368814
QuantiTect Reverse Transcription kit	Qiagen	205310
LenitiX concentrator	Clontech	631231
LentiX Titration Kit	Clontech	631235
Advanced DMEM (organoid growth)	Gibco	12634
Low Glucose DMEM (islet isolation)	Media Tech	10-014-CM
Nextera Kit	Illumina	FC-131-1096
Illumina index	Illumina	FC-131-1002
Superscript II	Life Technolgies	18064-014

**Deposited Data**		

Organoid RNAseq data	GEO	GSE96707

**Experimental Models: Cell Lines**		

mPAC L20	Douglas Winton laboratory (Yoshida and Hanahan, 1994)	N/A
MIN6	Douglas Melton laboratory (Ishihara et al., 1993)	N/A

**Experimental Models: Organisms/Strains**		

Mouse InsMycER^TAM^: Tg(Ins-MYC/Er)1Gev	Gerard Evan laboratory	RRID: MGI: 3821935
Mouse: Tg(Ins1-BCL2L1)1Ksp	Gerard Evan laboratory	MGI: 2384544
Mouse: WT-Ngn3^eYFP^	Generated in our laboratory	N/A
Mouse: 6S-A Ngn3^eYFP^	Generated in our laboratory	N/A

**Recombinant DNA**		

pLVX-CMV-Tet3G	Clontech	631358
pLVX-TREG	Clontech	631193
pLVX-PGK-Tet3G	This paper	N/A
pCS2-Ngn3-HA	This paper	N/A
pCS2-6S-A Ngn3-HA	This paper	N/A
pCS2-2S-A Ngn3-HA	This paper	N/A
pLVX-TREG-GFP-P2A-WT Ngn3-HA	This paper	N/A
pLVX-TREG-GFP-P2A-6S-A Ngn3-HA	This paper	N/A

**Sequence-Based Reagents**		

Primers for gene expression, see Table S2	This paper	N/A
Taqman probes for gene expression, see Table S2	This paper	N/A
Primers for Chip, see Table S2	This paper	N/A
Primers for Xenopus experiment, see Table S2	This paper	N/A

**Software and Algorithms**		

ZEN Imaging software	Carl Zeiss	https://www.zeiss.com
Scran	Bioconductor	http://bioconductor.org/packages/release/bioc/html/scran.html
DESeq2	Bioconductor	https://bioconductor.org/packages/release/bioc/html/DESeq2.html

### Contact for Reagent and Resource Sharing

Further information and requests for reagents may be directed to, and will be fulfilled by, the Lead Contact, Anna Philpott ().

### Experimental Model and Subject Details

#### Mice

Mice were housed, bred and treated according to the Home Office guidelines, under the Animal Scientific Procedure Act (ASPA) 1986. All animal experiments were approved by the Animal Welfare and Ethical Review Body (AWERB) at the University of Cambridge. InsMycER^TAM^; Bcl-xL animals have been previously described (Pelengaris et al., 2002). Generation of WT Ngn3^eYFP^ and 6S-A Ngn3^eYFP^ mice is described in Figure S2. Knock-in WT Ngn3^eYFP^ and 6S-A Ngn3^eYFP^ animals were generated by embryonic stem cell targeting of the endogenous Ngn3 locus. A PGK-driven puromycine resistance cassette has been used to select targeted ES clones and removed after initial crossing with Flpase mice (Farley et al., 2000) The newly generated WT Ngn3^eYFP^ and 6S-A Ngn3^eYFP^ alleles have been constitutively recombined into the endogenous Ngn3 locus by crossing with a PGK-Cre line (Lallemand et al., 1998).

#### Xenopus laevis

*Xenopus laevis* were housed, bred and treated according to the Home Office guidelines, under the Animal Scientific Procedure Act (ASPA) 1986. All animal experiments were approved by the Animal Welfare and Ethical Review Body (AWERB) at the University of Cambridge. *Xenopus laevis* eggs and early stage embryos were obtained by standard methods (Vernon et al., 2003, Vosper et al., 2009).

#### Cell Lines

Immortalized cell lines (HEK293, HEK293T, mPAC L20, MIN6) were grown in Dulbecco’s modified eagle medium (DMEM) supplemented with Glutamax, 10% foetal bovine serum (FBS) and penicillin/streptomycin (Pen/Strep)

#### Primary Cell Cultures

Primary islet cultures were grown in low glucose (1g/L) DMEM supplemented with FBS and Pen/Strep. Primary ductal organoid cultures were seeded in matrigel and grown in Advanced DMEM media supplemented with N2 and B27 (Lifesciences), 1.25 mM N-Acetylcysteine (Sigma), 10 nM gastrin (Sigma) and the following growth factors: 50 ng/ml EGF (Peprotech), 5% RSPO1-conditioned media, 25 ng/ml Noggin (R&D System), 100 ng/ml FGF10 (Peprotech) and 10 mM Nicotinamide (Sigma) (Huch et al., 2013).

### Method Details

#### Mouse Genotyping

Recombinant eYFP-containing alleles were amplified using the following primers: forward, Ngn3-Fw 5’-TACATCTGGGCACTGACTCAGA-3’ and reverse Ngn3-eYFP-Rv 5’-GTCGTCCTTGAAGAAGATGGTG-3’; un-recombined wild-type allele was identified using the same forward primer and the reverse primer Ngn3-Rv 5’-CTTGGAGCGAGAGTTTGATGTG-3’. PCR condition were 30 cycles of 94^o^C/10sec; 60^o^C/20sec; 72^o^C/30sec. Distinction between WT and 6SA Ngn3 has been performed by sequencing the amplified PCR product with the primer 5’-CATAGCGGACCACAGCTTCT-3’ or by cutting with restriction enzyme BglI.

#### Plasmid Constructs

Phosphomutant versions of Ngn3 were obtained by site-directed mutagenesis (QuickChange II Site-Directed Mutagenesis Kit, Stratagene) of a murine pCS2-Ngn3 expression plasmid. 6S-A Ngn3 carries mutations in positions S14, S38, S160, S174, S183 and S199. 2S-A Ngn3 exhibits mutations in S183 and S187. HA-tagged wild type and mutants Ngn3 have been cloned by introducing the following sequence at Ngn3 C-terminus: 5’-TACCCATACGATGTTCCAGATTACGCTTAA-3’. Lentiviral vectors have been obtained by subcloning Ngn3 coding sequence into pLVX-TREG (Clontech).

#### Protein Phosphorylation Analysis

In vitro translated (IVT) radiolabelled proteins were incubated with interphase (I) or mitotic (M) *Xenopus* egg extracts. HA-tagged WT and 6S-A Ngn3 proteins were collected 24 hours post transfection and analysed by SDS-PAGE, using rat anti-HA-Peroxidase (1:1000; Roche) and mouse anti-tubulin (1:1000, Sigma). CyclinB Δ90 was produce in E. Coli, purified and incubated with IVT Ngn3 at 21°C for 40 minutes. Endogenous Ngn3 from E14 mouse pancreas was detected with rabbit anti-Ngn3 antibody (1:600; kind gift from Dr Helena Edlund, Figures 1F and S1C) or mouse anti-Ngn3 (1:500, Developmental Studies Hybridoma Bank, Figure S2B). Phosphatase treatment was performed by 30-minute incubation at 30°C with 400 units of Lambda Protein Phosphatase (NEB). Pancreatic ductal mPAC cells expressing HA-tagged WT-Ngn3 were treated with Roscovitine (Selleckchem) and Palbociclib (Selleckchem) at different concentrations for 24 hours.

#### Protein Stability Assay

Mouse insulinoma MIN6 cells overexpressing WT, 2S-A and 6S-A Ngn3 were treated with cycloheximide (10μg/ml). Proteins were collected at different time points after treatment and lysed in RIPA-like lysis buffer (50mM Tris-HCl, pH 8; 150mM NaCl; 0.5% NP40 Igepal; 10% Glycerol; protease and phosphatase inhibitor cocktails (Roche; Calbiochem)). Proteins were separated on SDS-PAGE and immmunoblotted with rat anti-HA-Peroxidase (1:1000; Roche) and mouse anti-tubulin (1:1000, Sigma). Protein levels were quantified with ImageJ software (n=3). Half-lives were calculated using first-order kinetics (Prism).

#### *In Vitro* Kinase Assay

In vitro kinase assay has been performed by incubating in vitro translated HA-tagged WT and 6S-A Ngn3 proteins with human recombinant CDK/CYCLINs (0.5μM final concentration of CDK4/CYCLIND1, CDK2/CYCLINA, CDK1/CYCLINB from ThermoFisher; CDK2/CYCLINE1 from Abcam) in the presence of 10 μM ATP for 1 hour at 30°C. In vitro translation was performed in the presence of 800mM LiCl to reduce potential phosphorylation in reticulocyte lysate. Samples were resolved by SDS-PAGE and protein detected with anti-HA antibody.

#### Pancreatic Organoid Cell Culture

Pancreatic ducts were isolated from the pancreas of adult mice. Pancreatic digestion, duct isolation and organoid culture were performed as previously described (Huch et al., 2013). Briefly, chopped pancreas was incubated for 45-60 minutes at 37° C in collagenase/dispase dissociation Medium (1% in DMEM media (Gibco), supplemented with 1% FBS (Gibco) and Collagenase type XI 0.012% (w/v) (Sigma), dispase 0.012% (w/v) (Gibco)). Single ducts were manually picked, re-suspended with Matrigel (BD Bioscience) and seeded. Culture media is composed of AdDMEM/F12 (Invitrogen) supplemented with N2 and B27 (Lifesciences), 1.25mM N-Acetylcysteine (Sigma), 10nM gastrin (Sigma) and the following growth factors: 50 ng/ml EGF (Peprotech), 5% RSPO1-conditioned media, 25ng/ml Noggin (R&D System), 100 ng/ml FGF10 (Peprotech) and 10mM Nicotinamide (Sigma).

#### Infection of Pancreatic Organoids

Pancreatic organoids were infected with a two-vector lentivirus-based Tet-on system (Clontech). Coding sequences for HA-tagged WT and 6S-A Ngn3, fused with GFP-2A cleavage peptide sequence at their N-terminus, were cloned into the pLVX-TRE3G vector (Clontech). Viruses were generated in HEK293T cells, titrated with the LentiX titration kit (Clontech) and used at multiplicity of infection of 10 for the transgene, or 20 for the transctivator Tet3G. Organoids were dissociated to small clusters by TrypLE (Gibco) treatment for 10 min at 37^0^C. Dissociated organoids were incubated with the viruses and 8μg/ml polybrene (Sigma) in expansion media supplemented with 10μM ROCKI (Sigma) and spun for 1h at 300xG at room temperature. After spinoculation, infected organoids were incubated in a cell culture incubator at 37^0^C for 5-6 hours before plating in matrigel with fresh media supplemented with ROCKi.

#### RNA Sequencing of Pancreatic Organoids

Pancreatic organoids infected with GFP-Ngn3 (WT/6S-A) were dissociated to single cells by TrypLE treatment for 10 min at 37^0^C. Pools of 50 GFP+ cells were FACS sorted and collected into a 96 well plate containing lysis buffer. Library preparation for RNA sequencing used the protocol for single cell RNA sequencing described and optimized in (Picelli et al., 2014, Wilson et al., 2015). The Illumina Nextera XT DNA preparation kit was used to prepare libraries. Pooled libraries were sequenced using the Illumina HiSeq 4000 system (single-end 50 bp reads).

#### Islet Isolation

Mouse pancreatic islet isolation was performed as previously described (Li et al., 2009) with some modifications. Mice were euthanized in accordance with ASPA 1986 guidelines. The abdominal internal region was exposed and in situ pancreatic digestion was performed: a clamp was positioned on the top of the duodenal papilla to block the passage from the common bile and pancreatic duct into the intestine. Pancreatic digestion was carried out by injecting collagenase-containing media (Low glucose DMEM (Mediatech), 10mM Hepes buffer (Invitrogen), collagenase 0.8 mg/ml (Roche)) into the ductal trees. Inflated pancreata were then collected and incubated at 37^o^C for 15 minutes in the collagenase media. Islet purification was performed by sequential filtration through a 250μm filter and density gradient cell separation using a combination of Histopaque media (H-1077 and H-1119, Sigma). Single acinar cells and cell clusters smaller than 40μm were removed and pancreatic islets were manually handpicked. After O/N 37^o^C incubation in culture media, islets were lysed for RNA extraction.

#### Immunohistochemistry

Embryonic stage 16 pancreatic buds were fixed in 4% paraformaldehyde (PFA) for 10 minutes at 4C, embedded in OCT and sectioned at 10μm thickness using a cryostat (Leica). Primary antibodies: Insulin (guinea pig, 1:200, Abcam), Glucagon (mouse, 1:200, Abcam), Somatostatin (rabbit, 1:200, Dako), Ppy (goat, 1:200, Abcam), GFP (chicken, 1:600, Abcam), Ngn3 (goat, 1:100 Santa Cruz), Epcam (APC conjugated, 1:600, eBioscience). Adult pancreata were dissected from age-matched animals older than 6 weeks and fixed in 4% formalin (Sigma) O/N 4C. Pancreata were paraffin embedded and sectioned at 5μm thickness, 100μm apart.

#### Image Acquisition

Bright field and eGFP pictures of live cultures were taken with EVOS (LifeTechnologies) and ZOE (Biorad). Immunofluorescence pictures of embryonic buds and adult pancreata were imaged using an automated system (Axioscan, Zeiss).

#### Analysis of Insulinoma Mouse Model

Adult Ins-cMycER^TAM^; Bcl-xL and the control Bcl-xL mice were injected IP with 1mg of Tamoxifen (Sigma) in oil every day for 7 days. Blood glucose was measured after a nick in the tail vein using AlphaTRAK (Abbott). Pancreata were analysed as described in Quantification and Statistical analysis.

#### *Xenopus laevis* Gene Expression

*Xenopus laevis* eggs were obtained by standard hormone methods of induction, and subsequently fertilised in vitro. WT, 6S-A Ngn3 and c-Myc mRNAs were transcribed in vitro using the SP6 mMessage mMachine® kit (Ambion). Two-cell-stage embryos were injected into the animal pole with mRNA as indicated (0.75pg WT/6S-A Ngn3, 750pg c-Myc), with co-injection of 500 pg GFP to confirm successful targeting. Embryos were subsequently cultured at 16°C in Ficoll solution (4 % w/v Ficoll, 0.2x MBS, 50μg/ml Gentamycin in water) and staged according to the methods of Niewkoop and Faber. At stage 18, samples of four embryos were snap-frozen for qRT-PCR analysis. Primer list is provided in Table S2.

#### Real Time PCR

Gene expression in organoid cultures, isolated islets and *Xenopus laevis* embryos were performed by real-time semi-quantitative PCR. RNA was extracted with RNAesy mini kit (Qiagen) and retro-transcribed using QuantiTect Reverse Transcription kit (Qiagen; for islets and *Xenopus* embryos) or High-Capacity cDNA Reverse Transcription Kit (Applied Biosystem; for organoids). Real time PCR was performed with QuantiFast SYBR Green PCR kit (Qiagen; for islets and *Xenopus* embryos) or with Taqman probes (Applied Biosystem; for organoids). LightCycler (Roche) was used to run the PCR and analyse the data. EF1α or ActinB were used for endogenous reference gene control and the values were normalized to control levels. Relative quantification was determined according to the DDc(t) method. Data are presented as means ± s.e.m. of normalized values from three independent experiments, unless otherwise stated. The list of primers and Taqman probes is provided in Table S2.

#### Chromatin Immunoprecipitation (ChIP)

ChIP experiments were performed on mPAC cell extracts, 24 hours after transfection with either HA-tagged WT or 6S-A Ngn3. Chromatin-protein complexes were cross-linked with 1% formaldehyde. Five micrograms of rabbit anti-HA antibody (Abcam) or control anti-IgG (Abcam) were used per ChIP reaction and quantified using SYBR Green mix. The signal over background normalisation method was used to quantify immunoprecipitated DNA. Primer list is provided in Table S2.

### Quantification and Statistical Analysis

Figure Legends describe the statistical test and the associated parameters used to analyse the data. Asterisks indicate statistical significance as explained in each figure legend (^∗^, p < 0.05; ^∗∗^, p < 0.01; ^∗∗∗^, p < 0.001; ^∗∗∗∗^, p < 0.0001).

#### Analysis of Embryonic and Adult Pancreas

The percentage of hormone positive areas in the embryonic pancreatic buds was quantified using ZEN software (Zeiss). Values are shown as means ± s.e.m of 4 pancreatic buds from 3 different litters. Insulin and glucagon positive areas in the adult pancreas were calculated using ZEN software (Zeiss) and shown as a percentage over total DAPI area. Values are means ± s.e.m n=4 from 6-8 sections for each animal, 100μm apart. Total number of islets and islet size distribution were calculated using ZEN software (Zeiss). The optimized ZEN programme calculated islet size by creating a mask over insulin plus glucagon merged areas. Values are means ± s.e.m n=4 from 6-8 sections for each animal, 100μm apart.

#### Analysis of the Insulinoma Pancreata

Hormone intensity in the Ins-cMycER^TAM^; Bcl-xL and Bcl-xL animals was calculated using ZEN software (Zeiss) and normalized for the total islet area analyzed. At least 100 islets per condition were quantified, coming from 2-6 different sections (100μm apart) for each animal from at least 3 different animals. Values are means ± s.e.m n≥3 different animals for each genotype. Islet area was calculated using ZEN software (Zeiss) from H&E stained tissue sections. n≥3 different animals each genotype (2-11 sections each animal).

#### RNA Sequencing Analysis

Reads were aligned using G-SNAP 30 and the mapped reads were assigned to Ensembl genes (release 81) by HTSeq. To identify poor quality samples, three metrics were used: (1) the proportion of reads aligned to spike ins, (2) the number of endogenous reads, and (3) the number of features with more than 0 read. We filtered for cells with (1) less than 30% reads aligned to spike ins, (2) more than 1000000 endogenous reads, and (3) more than 10000 detected features. We only considered genes that were detected in at least 5 samples (including technical and biological repeats), with a variance greater than 0. Based on this, two samples were not considered for downstream analysis. 

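Of the 77 deposited libraries, 76 pass all 3 limits when they are recomputed from the deposited counts. The remaining one is technical repeat 1 of WT Ngn3 replicate 2 at 8 days, with 849278 reads on genes against a limit of 1000000. The highest share of spike-in reads in any library was 0.7025%, and the lowest number of detected genes was 14613. The 2-day values in Table S1 could be recomputed from all 54 libraries of that time point with DESeq2's prior on fold changes, with a Pearson correlation across genes of 0.99996 for WT and 0.99995 for 6S-A Ngn3. The 8-day values could be recomputed (0.99997 and 0.99996) only with each protein set against its own no-color control without that control's replicate 1, and with the library under the read limit kept, a choice of libraries found by comparing values with Table S1. All 200 genes of the 8-day list were then among the 200 highest. With all retained libraries and own no-color controls, the correlations were 0.77920 and 0.80895. The 6 libraries that are not used in this way are the 3 technical repeats of no-color replicate 1 of each protein. Their reads on genes were 6097673, 4726897 and 6343207 for WT and 6040272, 4709556 and 7169799 for 6S-A, and their detected genes ranged from 16269 to 17150, so each passes the limits. Summed by replicate, the target score of the 8-day list was -2.28 for no-color replicate 1 of WT and -1.90 for that of 6S-A, against -2.24 to -2.67 in the other no-color replicates. Counted as biological samples they are 2, the number that the paper reports as not considered after its limits. Whether they are those 2 samples is not stated.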

Reads were normalised using size factor normalisations as implemented in the scran package (Lun et al., 2016) (*scran: Methods for Single-Cell RNA-Seq Data Analysis*. R package version 1.2.0). Differential expression analysis was performed using the DESeq2 package, where technical repeats were merged (Love et al., 2014).

### Data and Software Availability

#### Deposited Data

The accession number for the sequencing data reported in this paper is GEO: GSE96707.

## Author Contributions

A.P. conceived the initial study. R.A. and A.P. designed the study with contributions from D.W., B.D.S., G.E., M.H., and B.G. R.A. and A.P. wrote the manuscript. R.A. performed phosphorylation and stability assays, Cdk inhibitor treatment, in vitro kinase assay, and adult pancreas, organoid, insulinoma, and cell-cycle exit experiments. C. Hurley, D.W., R.K., and K.J. developed the 6S-A Ngn3 mouse model. I.G. and F.M. contributed to Figures 6C and 6D. M.K.S. undertook embryonic analysis. L.M. contributed to Figure S3. F.A. performed ChIP. C. Hurley and L.H. performed *Xenopus* experiments. C. Hindley and M.H. contributed to organoid derivation. S.R. performed bioinformatic analysis. S.N contributed to library preparation for sequencing. All authors discussed the results and commented on the manuscript.

## Figures and Tables

**Figure 1:**
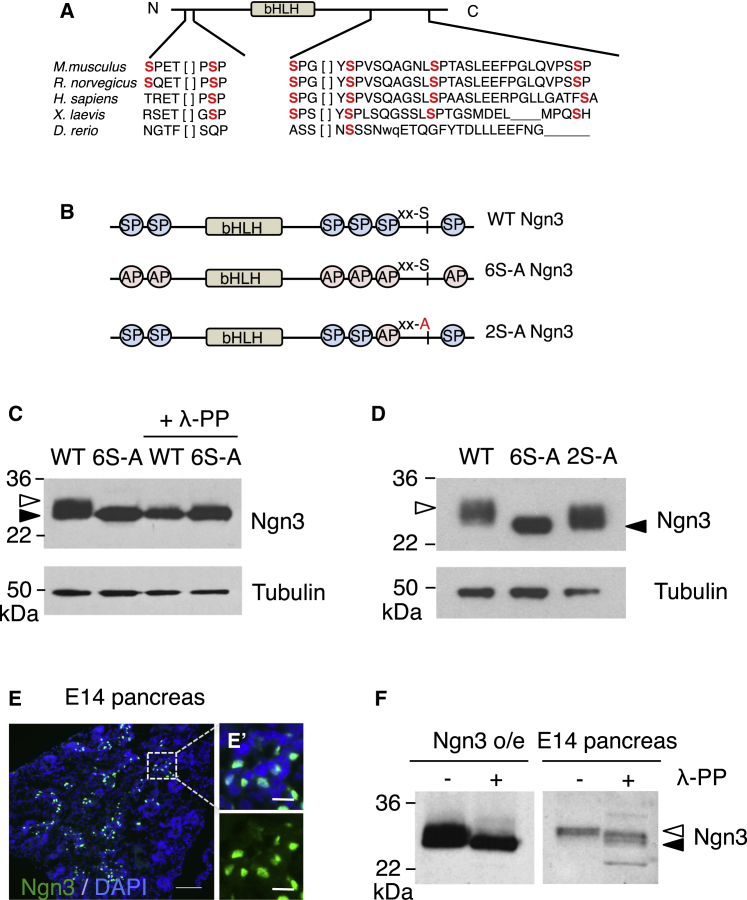
Ngn3 Is Phosphorylated on Multiple Sites (A) Six serine-proline (SP) sites in mouse Ngn3, showing conservation across species. (B) Schematic representation of the SP sites mutated in 6S-A Ngn3 and 2S-A Ngn3. (C) Western blot showing that Ngn3 is phosphorylated in mammalian HEK cells; treatment with and without phosphatase λ (λ-PP) is indicated. (D) Western blot showing that 6S-A and 2S-A Ngn3 are phosphorylated in insulinoma-derived MIN6 cells, with tubulin as a loading control. (E) Ngn3 immunostaining in E14.5 mouse embryonic pancreas; nuclei are counterstained with DAPI (blue). Scale bars, 50 μm (E) and 10 μm (E’). (F) Ngn3 expression and phosphorylation in HEK cells overexpressing Ngn3 (Ngn3 o/e) compared with E14.5 murine embryonic pancreas; λ-PP, phosphatase λ. Solid and open arrowheads in (C, D, and F) indicate un(der)phosphorylated and phosphorylated Ngn3, respectively. See also Figure S1.

**Figure 2:**
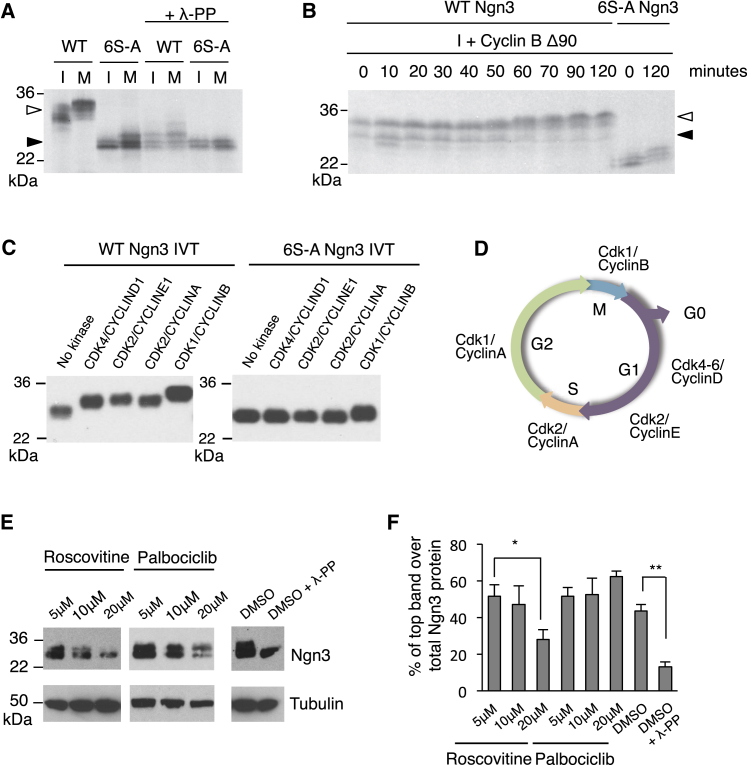
Ngn3 Is Phosphorylated by Cyclin-Dependent Kinases (A) SDS-PAGE separation of in vitro translated (IVT) radiolabeled WT Ngn3 or 6S-A Ngn3 incubated in interphase (I) or mitotic (M) *Xenopus* extracts, treated with phosphatase λ (λ-PP), as indicated, or (B) incubated in I extract plus cyclin B Δ90; samples removed at increasing times. Solid and open arrowheads indicate un(der)phosphorylated and phosphorylated Ngn3, respectively. (C) In vitro kinase assay showing IVT WT and 6S-A Ngn3 proteins after incubation with human recombinant CYCLIN/CDKs, as labeled. (D) Schematic of the activity of cyclin/Cdks in the different phases of cell cycle. (E) Western blot of HA-tagged Ngn3 expressed in ductal mPAC cells after treatment with Cdk inhibitors, treatment of Ngn3 with λ-PP as a positive control for protein dephosphorylation, tubulin as loading control. (F) Graphs showing the relative amount of the slowest migrating band of phosphorylated Ngn3, compared with the total amount of Ngn3 protein. n = 3 independent experiments, a representative blot is shown. Mean ± SEM. Student's t test, ^∗^p < 0.05, ^∗∗^p < 0.01.

**Figure 3:**
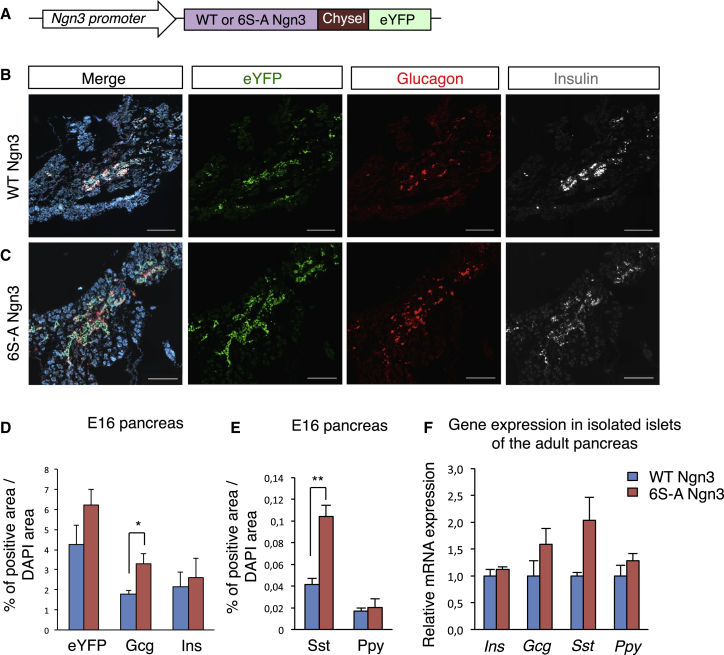
6S-A Ngn3 Enhances α and δ Cells in the Embryonic Pancreas (A) WT and 6S-A Ngn3 mouse model schematic. (B and C) Immunohistochemistry for eYFP (green), glucagon (red), and insulin (gray) in E16 embryonic pancreas from WT (B) and 6S-A (C) Ngn3 animals, nuclei counterstained with DAPI (blue). Scale bar, 200 μm. (D and E) Quantification of the percentage of areas that are eYFP+, insulin+, glucagon+ (D), somatostatin+ (Sst), and pancreatic polypeptide Y+ (Ppy) (E), in E16 embryonic pancreas. n = 4 mean ± SEM. Student's t test, ^∗^p < 0.05, ^∗∗^p < 0.01. (F) Relative hormone gene expression in adult pancreatic islets by qPCR, normalized to EF-1α expression. n = 3 mean ± SEM. See also Figures S2–S4.

**Figure 4:**
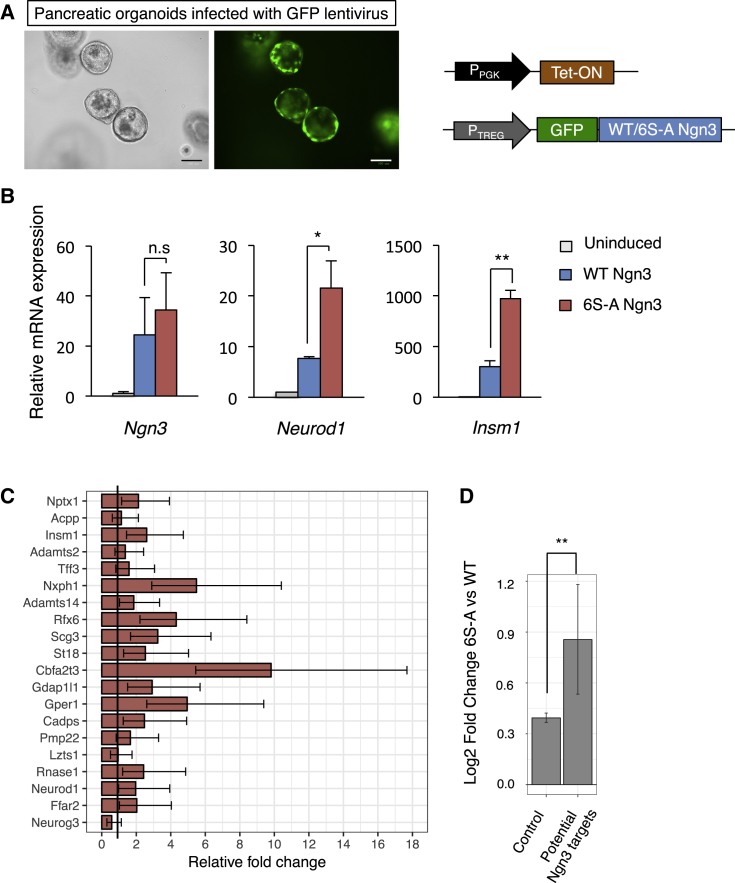
6S-A Ngn3 Shows Enhanced Target Gene Expression in Pancreatic Organoids (A) Inducible lentiviral vectors (illustrated) were used to infect ductal organoid cultures, images 2 days post-induction. Scale bars, 100 μm. (B) Relative mRNA expression of *Ngn3* and its downstream targets *Neurod1* and *Insm1* after 2 days of Ngn3 expression in organoids, normalized to β-actin. Data are mean ± SEM (n = 3). Student's t test, ^∗^p < 0.05, ^∗∗^p < 0.01. (C) Genome-wide transcriptomic analysis of pancreatic organoids expressing WT and 6S-A Ngn3. Graph showing the relative fold-change of expression in 6S-A Ngn3 organoids compared with WT Ngn3 fold-change (WT Ngn3 set as 1 unit) at 8 days after Ngn3 induction. Data represent mean fold change ± SEM (n = 3). (D) Average relative log2 fold-change of expression in potential Ngn3 targets compared with control (all genes excluding Ngn3 targets) at 8 days. Data represent average log2 fold change and error bars represent 95% confidence intervals of the mean (n = 3). ^∗∗^p < 0.01. See also Figure S5.

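Over the libraries behind Table S1 and with DESeq2's prior on fold changes, each protein was set against its own no-color cells. The ratio of 6S-A over WT Ngn3 was then 2.59-fold for Insm1, 1.96-fold for Neurod1, 4.22-fold for Rfx6, 9.47-fold for Cbfa2t3 and 0.58-fold for Neurog3. Compared directly by edgeR over all retained libraries, Cbfa2t3 was 1.78-fold. Over all retained libraries, with 6S-A and WT Ngn3 compared directly by edgeR, 16 of the 20 plotted genes were higher with 6S-A Ngn3, with a mean log2 fold change of 0.57. The values ran from -0.83 for Neurog3 to 1.75 for Rfx6. None of the 20 genes passed the threshold over all genes or adjusted over the list alone, where the smallest adjusted p was 0.578 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Only 1 of them had an unadjusted p under 0.05. In CPM, Rfx6 was at 65.8 ± 42 (SD, n = 3) with 6S-A and 19.3 ± 24.4 (SD, n = 3) with WT Ngn3, and Insm1 at 31.1 ± 17.7 (SD, n = 3) and 18 ± 3.93 (SD, n = 3). Among same-numbered replicates, Rfx6 was higher with 6S-A Ngn3 in 3 of 3 pairs and Insm1 in 2 of 3. The figure's 20 genes were also plotted from these libraries, so the list is not independent of them.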

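Over the libraries behind Table S1 and with DESeq2's prior, each protein was again set against its own no-color cells. The mean log2 fold change of 6S-A against WT Ngn3 at 8 days was 0.57 for the 200 potential targets and 0.08 for all other genes. Over all retained libraries, edgeR's direct comparison gave 0.57 for the 200 potential targets and 0.03 for the other 19496 genes, with medians of 0.50 and 0.02. A confidence interval taken across genes treats each gene as independent. The correlation between the listed genes within groups was estimated at 0.15, and with a preset correlation of 0.01 the same shift had p = 1.8e-11 in place of 0.0725. With the replicate number as a block, camera gave p = 0.00532. With the 2-day list at 8 days, the shift was 0.87 (p = 0.0726, and 0.0233 with the replicate number as a block), its score was higher in 3 of 3 pairs (exact two-sided permutation test, p = 0.3), and 158 of its 190 tested genes were higher with 6S-A Ngn3.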

**Figure 5:**
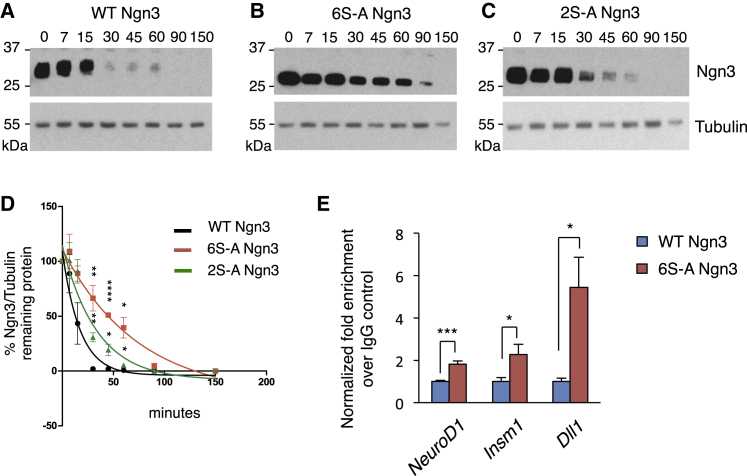
Ngn3 Phosphorylation Controls Protein Stability and Binding to Target Genes (A–C) HA-tagged WT Ngn3 (A), 6S-A (B), and 2S-A Ngn3 (C) protein expression following cycloheximide (CHX) addition (in min). (D) Graph showing degradation rate for different Ngn3 mutants, normalized to tubulin. n = 3 independent experiments, mean ± SEM. Student's t test, ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗∗^p < 0.0001. (E) Chromatin immunoprecipitation (ChIP) from ductal mPAC cell extracts containing normalized amounts of HA-tagged Ngn3 WT and 6S-A. Data represent mean ± SEM. (n ≥ 3) Student's t test, ^∗^p < 0.05, ^∗∗∗^p < 0.001. See also Figure S6.

**Figure 6:**
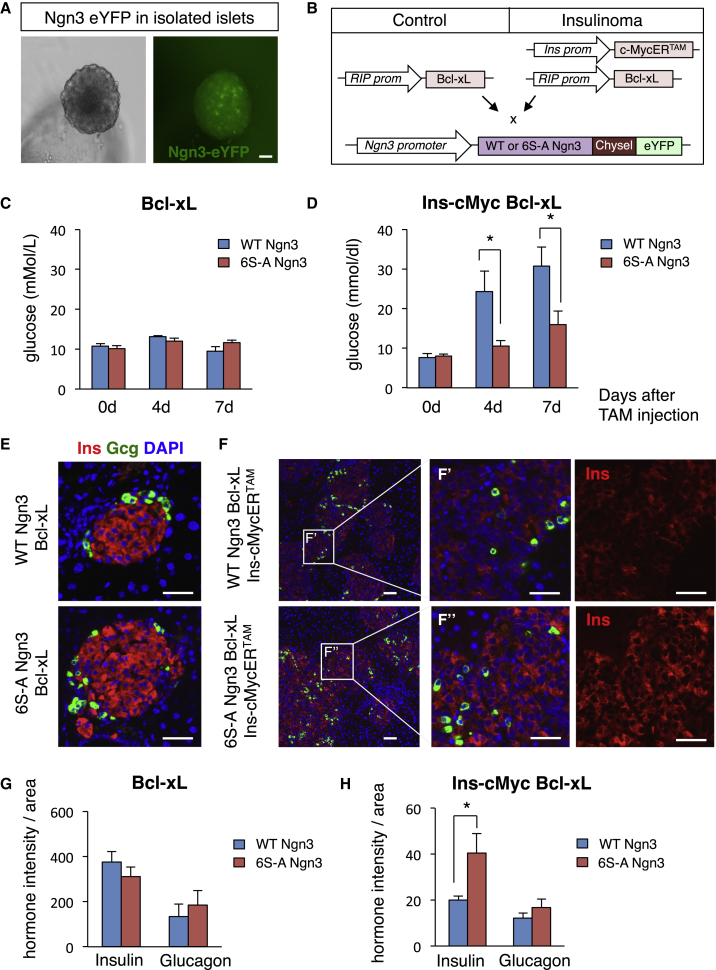
6S-A Ngn3 Maintains Insulin Expression in Adult β Cells Expressing c-Myc (A) eYFP expression in live culture of Ngn3-eYFP islets. Scale bar, 40 μm. (B) Schematic representation of animal models used for in vivo insulinoma analysis. (C and D) Quantification of blood glucose measurements (in mmol/L) in Bcl-xL (C) and Ins-cMycER^TAM^ Bcl-xL (D) mice at 0, 4, and 7 days of tamoxifen treatment. n ≥ 4 mean ± SEM. Student's t test, ^∗^p < 0.05. (E and F) Immunohistochemistry to detect insulin (red) and glucagon (green) in adult pancreatic sections from Bcl-xL only (E) or Ins-cMycER^TAM^ Bcl-xL (F) animals crossed with WT or 6S-A Ngn3 mice, as labeled, at 7 days of tamoxifen. Nuclei were counterstained with DAPI. Scale bar, 50 μm in (E, F, F′, and F’’). (G and H) Quantification of hormone intensity, divided by islet area in Bcl-xL (G) and Ins-cMycER^TAM^ Bcl-xL crossed with WT or 6S-A Ngn3 mice, as indicated (H) at 7 days of tamoxifen. Data represent mean ± SEM. n ≥ 3 different animals (islet analyses, 2–6 different sections for each animal for each condition, see STAR Methods for details). Student's t test, ^∗^p < 0.05. See also Figure S7.

**Figure 7:**
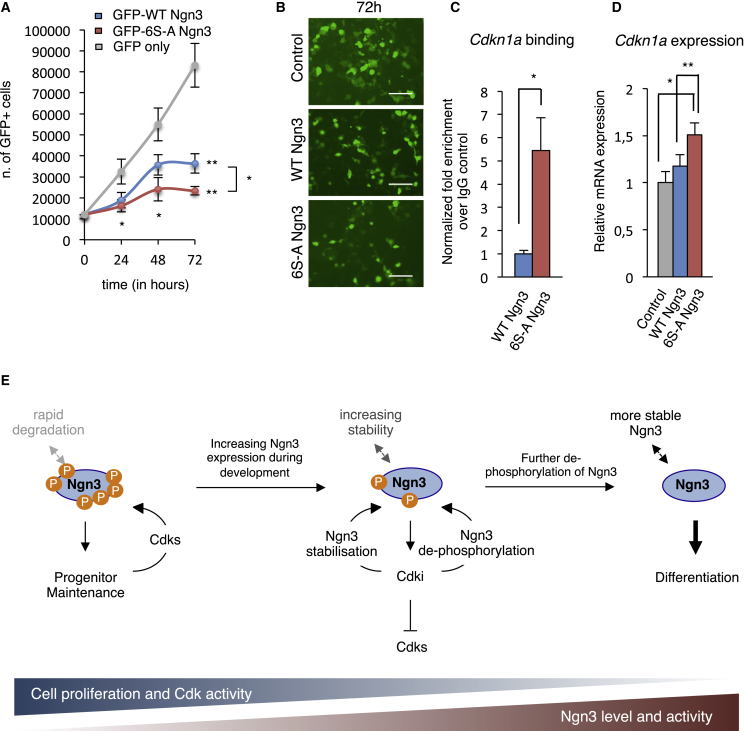
Ngn3 Dephosphorylation Enhances Cell-Cycle Exit in Pancreatic Ductal Cells (A) Graph showing the growth of pancreatic ductal mPAC cells at 24, 48, and 72 hr after transfection with WT and 6S-A Ngn3 and GFP or GFP only, counting GFP+ cells. Data are mean ± SEM of four independent experiments. Student's t test, ^∗^p < 0.05, ^∗∗^p < 0.01. (B) Representative images of mPAC cells 72 hr after transfection. Scale bar, 100 μm. (C) Chromatin immunoprecipitation (ChIP) from ductal mPAC cell extracts expressing HA-tagged WT and 6S-A Ngn3. Data represent mean ± SEM (n ≥ 3). Student's t test, ^∗^p < 0.05. (D) Relative mRNA expression of *Cdkn1a* after 2 days of Ngn3 expression in ductal PAC cells, normalized to β-actin. Data are mean ± SEM (n = 3). Student's t test, ^∗^p < 0.05, ^∗∗^p < 0.01. (E) Model illustrating how Ngn3 phosphorylation controls the balance between proliferation and differentiation during development of the endocrine pancreas. Cdk, cyclin-dependent kinase; Cdki, Cdk inhibitor; P, phosphorylation.

# Supplementary material for: Multi-site Neurogenin3 Phosphorylation Controls Pancreatic Endocrine Differentiation
**Source:** Dev Cell. 2017 May 8;41(3):274–286.e5. doi: 10.1016/j.devcel.2017.04.004
**Supplement:** Document S1. Figures S1–S7

**Supplemental Information**

**Multi-site Neurogenin3 Phosphorylation**

**Controls Pancreatic Endocrine Differentiation**

**Roberta Azzarelli, Christopher Hurley, Magdalena K. Sznurkowska, Steffen Rulands, Laura Hardwick, Ivonne Gamper, Fahad Ali, Laura McCracken, Christopher Hindley, Fiona McDuff, Sonia Nestorowa, Richard Kemp, Kenneth Jones, Berthold Göttgens, Meritxell Huch, Gerard Evan, Benjamin D. Simons, Douglas Winton, and Anna Philpott**

## INVENTORY OF SUPPLEMENTAL INFORMATION

### Supplemental Figures

**Figure S1** (related to Figure 1) Ngn3 expression and phosphorylation in the embryonic pancreas.

**Figure S2** (related to Figure 3) 6S-A Ngn3 phospho-mutant knock-in animals.

**Figure S3** (related to Figure 3) Embryonic analysis of 6S-A Ngn3 phospho-mutant animals.

**Figure S4** (related to Figure 3) Adult pancreas analysis of WT and 6S-A Ngn3 animals.

**Figure S5** (related to Figure 4) Genome-wide transcriptomic analysis of pancreatic organoids expressing WT and 6S-A Ngn3.

**Figure S6** (related to Figure 5) 6S-A Ngn3 shows enhanced binding to and activation of Sst.

**Figure S7** (related to Figure 6) Islet expansion in a c-Myc-driven insulinoma model.

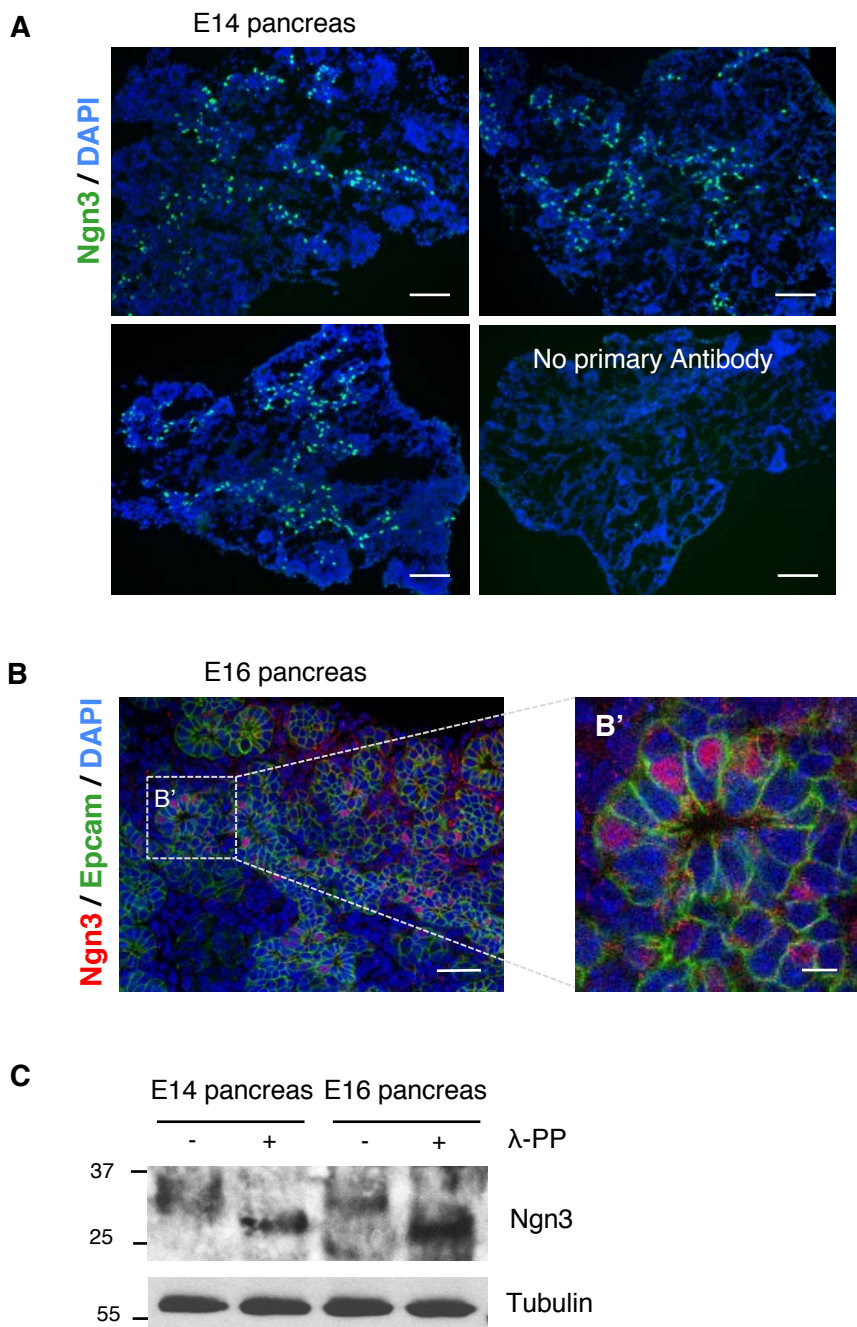

**Figure S1 (related to Figure 1) Ngn3 expression and phosphorylation in the embryonic pancreas.**

(A) Ngn3 immunostaining in E14.5 mouse embryonic pancreas. Section without primary antibody is shown in the bottom right panel; nuclei are counterstained with DAPI (blue). Scale bar: 50  $\mu$ m. (B) Co-staining of Ngn3 (red) and Epcam (green) in E16.5 mouse embryonic pancreas; nuclei are counterstained with DAPI (blue). Scale bars: 50  $\mu$ m (B) and 10  $\mu$ m (B'). (C) Additional representative pictures of Western blotting of endogenous Ngn3 protein expression and phosphorylation in the embryonic pancreas ( $\lambda$ -PP = phosphatase  $\lambda$ ).

## A Ngn3 endogenous locus

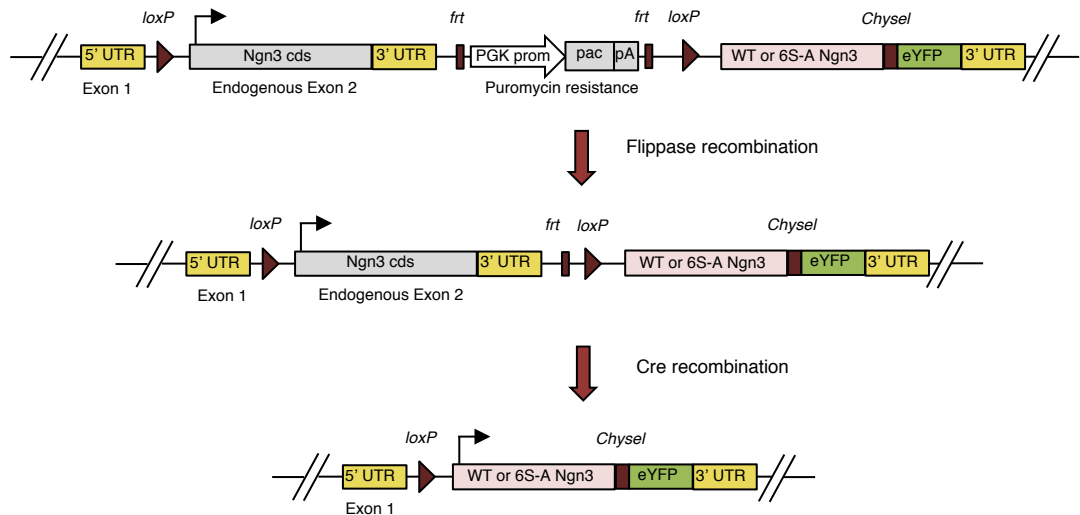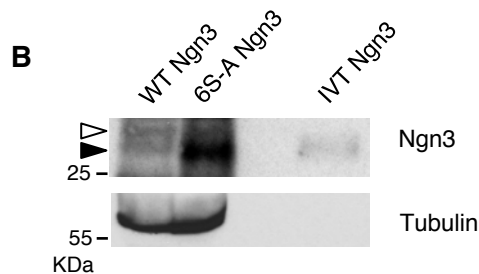

**Figure S2 (related to Figure 3) 6S-A Ngn3 phospho-mutant knock-in animals.**

(A) Schematic diagram of the generation of transgenic animals carrying phosphomutant 6S-A Ngn3 and eYFP or WT Ngn3 and eYFP in place of endogenous Ngn3. The endogenous Ngn3 locus followed by puromycin resistance cassette is flanked by loxP sites and the puromycin resistance cassette is flanked by frt sites. Following Flippase-mediated recombination, the puromycin resistance cassette is removed. Subsequent Cre-mediated recombination replaces endogenous Ngn3 coding sequence with WT Ngn3<sup>eYFP</sup> or 6S-A Ngn3<sup>eYFP</sup> alleles. (B) Western blot showing endogenous Ngn3 expression in WT and 6S-A mutant animals. This demonstrates that Ngn3 is not phosphorylated on 6 SP sites in 6S-A Ngn3 mutants. Tubulin is used as a loading control. Solid and open arrowheads indicate un(der)phosphorylated and phosphorylated Ngn3, respectively.

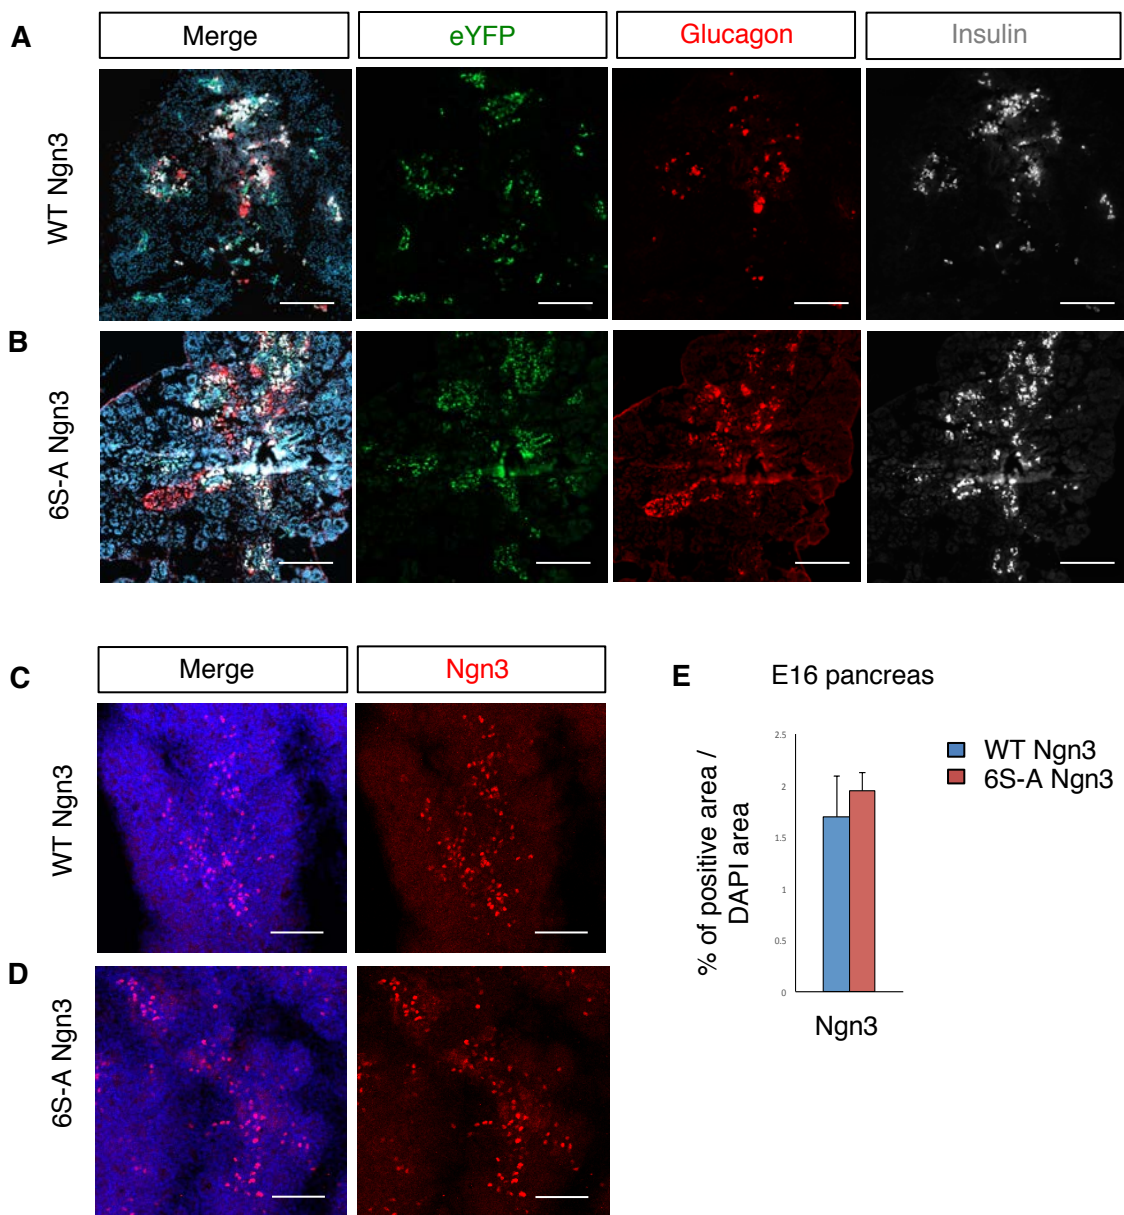

**Figure S3 (related to Figure 3) Embryonic analysis of 6S-A Ngn3 phospho-mutant animals.**

(A-B) Additional representative pictures of immunohistochemistry for eYFP (green), glucagon (red) and insulin (grey) in E16 embryonic pancreas from WT (A) and 6S-A (B) Ngn3 animals, nuclei counterstained with DAPI (blue). Scale bar: 200  $\mu$ m. (C-E) Immunostaining for Ngn3 (red) and quantification of the % of Ngn3+ cells in E16 embryonic pancreas; nuclei are counterstained with DAPI (blue). Scale bar: 100  $\mu$ m n=3 Mean  $\pm$  s.e.m.

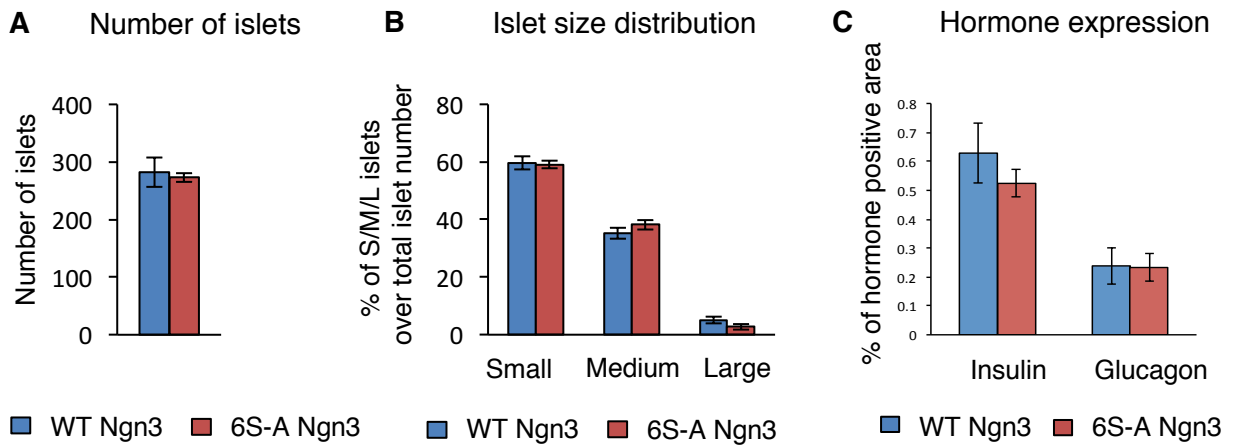

**Figure S4 (related to Figure 3) Adult pancreas analysis of WT and 6S-A Ngn3 animals.**

(A-B) Graphs showing the average total number of islets (A) and their size distribution (B) in WT and 6S-A adult mouse pancreata. Data represent mean  $\pm$  s.e.m.  $n=4$  from 6-8 sections for each animal, 100 $\mu$ m apart. (C) Quantification of the % of insulin-positive and glucagon-positive areas in WT Ngn3 and 6S-A Ngn3 adult pancreata. Data represent mean  $\pm$  s.e.m.  $n=4$  from 6-8 sections for each animal, 100 $\mu$ m apart.

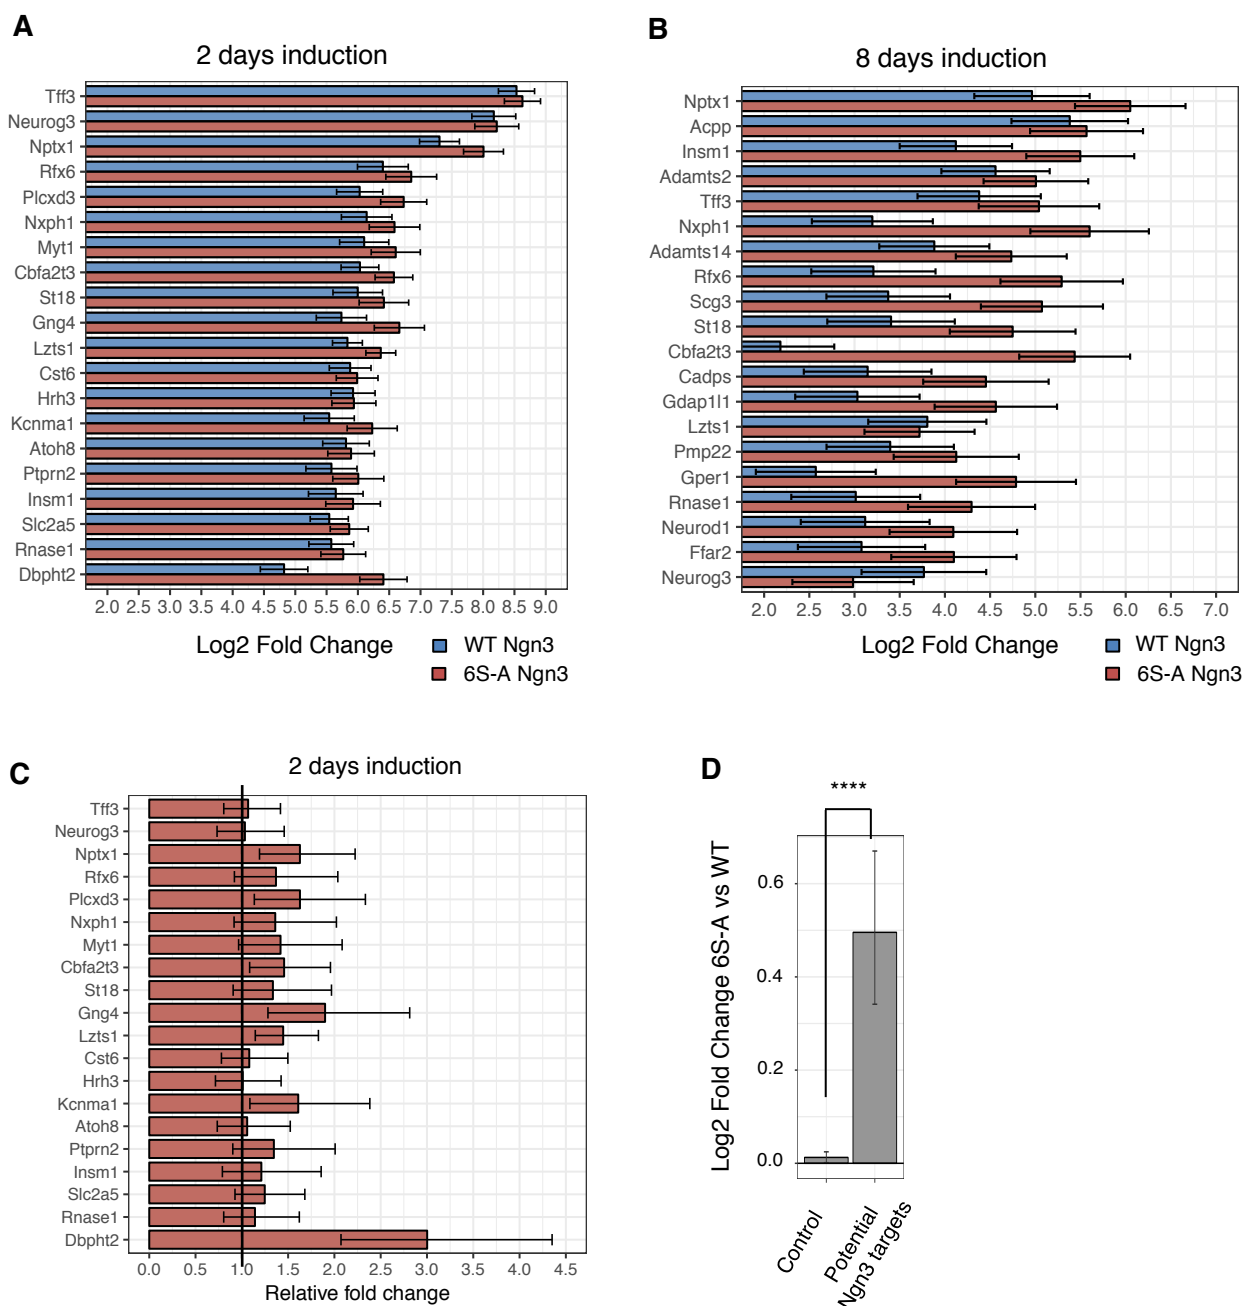

**Figure S5 (related to Figure 4) Genome-wide transcriptomic analysis of pancreatic organoids expressing WT and 6S-A Ngn3.**

(A-B) Graph showing the relative log2 fold change of expression of the top 20 genes upregulated in WT and 6S-A Ngn3 compared to control (GFP only) at 2 (B) and 8 (A) days. (C) Graph showing the relative fold change of gene expression in 6S-A Ngn3 organoids compared to WT Ngn3 fold change (WT Ngn3 set as 1 unit) at 2 days after Ngn3 induction. 

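At 2 days, all 20 plotted genes were higher with 6S-A than with WT Ngn3 when the groups were compared directly, with a mean log2 fold change of 0.49. The smallest was 0.0093 for Hrh3 and the largest 1.72 for Dbpht2, a long noncoding RNA gene on chromosome 12 from 74296668 to 74302008. Dbpht2 did not pass the threshold over all genes (adjusted p = 0.164 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and passed it adjusted over the list alone (adjusted p = 0.00156), the only one of the 20 to do so, on a list chosen from these samples. With DESeq2 its adjusted p over all genes was 0.000491. An unadjusted p under 0.05 was reached by 4 of the 20 genes.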

Data represent log2 fold change  $\pm$  SEM ( $n = 3$ ; A, B) and mean fold change  $\pm$  SEM ( $n = 3$ ; C). (D) Average relative log2 fold change of expression in potential Ngn3 targets compared to control (all genes excluding Ngn3 targets) at 2 days. \*\*\*\*  $p < 0.0001$ . 

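At 2 days, the mean log2 fold change of 6S-A against WT Ngn3 was 0.55 for the 200 potential targets and -0.0027 for the other 23644 genes, with medians of 0.52 and 0.00. The estimated correlation between listed genes was 0.17. With the correlation preset to 0.01, the p of this shift was 1.3e-24, and with the estimated value it was 0.0227. Of the 200 genes, 40 (20%) had every 6S-A Ngn3 replicate above or every one below all WT Ngn3 replicates, which chance gives for 10% of genes.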

Data represent average log2 fold change and error bars represent 95% confidence intervals of the mean ( $n = 3$ ).

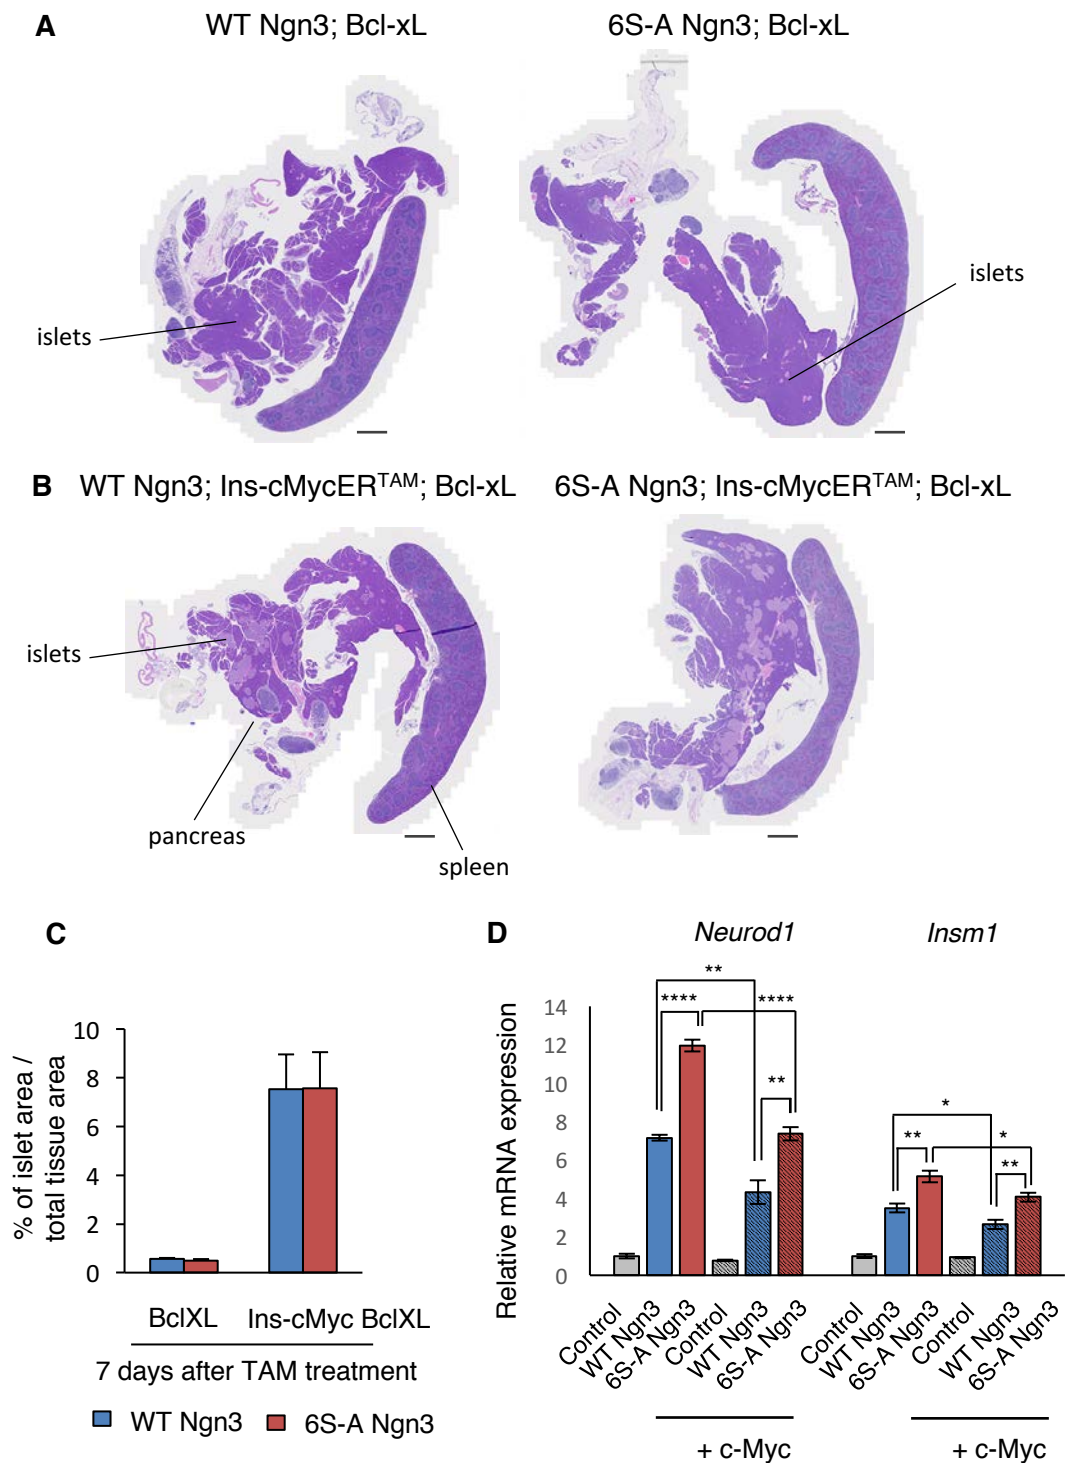

**Figure S7 (related to Figure 6) Islet expansion in a c-Myc-driven insulinoma model.**

(A-B) Haematoxylin and eosin staining of pancreata from WT and 6S-A Ngn3 animals crossed with Bcl-xL only (A) or Ins-cMycER<sup>TAM</sup>; Bcl-xL (B), 7 days after tamoxifen treatment. Scale bar: 1000µm (C) Quantification of the % of islet area in Bcl-xL and Ins-cMycER<sup>TAM</sup>; BclXL mice at 7 days post tamoxifen injection. Data is mean ± s.e.m. n≥3 different animals each genotype (2-11 sections each animal). (D) Relative mRNA expression of *Neurod1* and *Insm1* in Xenopus embryos expressing WT or 6S-A Ngn3 with or without c-Myc, as indicated. Data is mean ± s.e.m (n=4). Student's t-test, \* p<0.05, \*\* p<0.01, \*\*\*\* p<0.0001

# Supplementary material for: Multi-site Neurogenin3 Phosphorylation Controls Pancreatic Endocrine Differentiation
**Source:** Dev Cell. 2017 May 8;41(3):274–286.e5. doi: 10.1016/j.devcel.2017.04.004
**Supplement:** Document S2. Article plus Supplemental Information

# Developmental Cell

## Multi-site Neurogenin3 Phosphorylation Controls Pancreatic Endocrine Differentiation

### Graphical Abstract

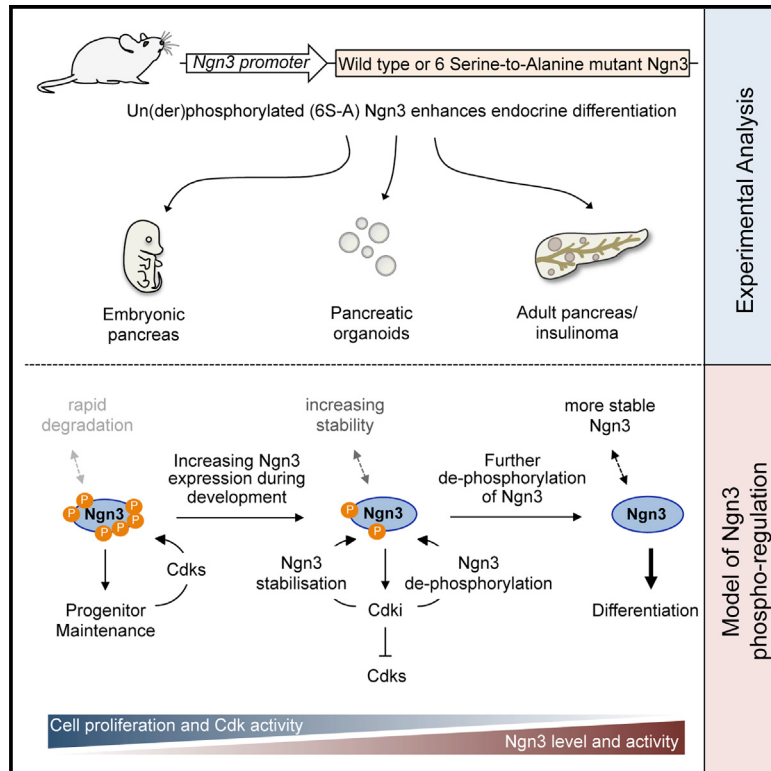

### Authors

Roberta Azzarelli, Christopher Hurley, Magdalena K. Sznurkowska, ..., Benjamin D. Simons, Douglas Winton, Anna Philpott

### In Brief

Azzarelli et al. show that multi-site phosphorylation of Neurogenin3 regulates pancreatic endocrine differentiation during development, and maintenance of adult  $\beta$  cell function in the presence of pathological pro-proliferative cues. The results suggest that dephosphorylation of Neurogenin3 may improve  $\beta$  cell generation in vitro and help maintain islet function in disease.

### Highlights

- *Ngn3* can be phosphorylated on multiple serine-proline sites
- Un(der)phosphorylated *Ngn3* is more stable and active than wild-type *Ngn3*
- *Ngn3* phosphorylation regulates pancreatic endocrine cell generation in vivo
- Un(der)phosphorylated *Ngn3* promotes endocrine cell reprogramming in organoids

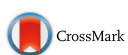

# Multi-site Neurogenin3 Phosphorylation Controls Pancreatic Endocrine Differentiation

Roberta Azzarelli,<sup>1,2</sup> Christopher Hurley,<sup>1,3</sup> Magdalena K. Sznurkowska,<sup>1,2</sup> Steffen Rulands,<sup>4,5</sup> Laura Hardwick,<sup>1,2</sup> Ivonne Gamper,<sup>6</sup> Fahad Ali,<sup>1,2</sup> Laura McCracken,<sup>1,2</sup> Christopher Hindley,<sup>7,8</sup> Fiona McDuff,<sup>6</sup> Sonia Nestorowa,<sup>2,9</sup> Richard Kemp,<sup>3</sup> Kenneth Jones,<sup>2</sup> Berthold Göttgens,<sup>2,9</sup> Meritxell Huch,<sup>7</sup> Gerard Evan,<sup>6</sup> Benjamin D. Simons,<sup>2,7,8</sup> Douglas Winton,<sup>3</sup> and Anna Philpott<sup>1,2,10,\*</sup>

<http://dx.doi.org/10.1016/j.devcel.2017.04.004>

## SUMMARY

The proneural transcription factor Neurogenin3 (Ngn3) plays a critical role in pancreatic endocrine cell differentiation, although regulation of Ngn3 protein is largely unexplored. Here we demonstrate that Ngn3 protein undergoes cyclin-dependent kinase (Cdk)-mediated phosphorylation on multiple serine-proline sites. Replacing wild-type protein with a phosphomutant form of Ngn3 increases  $\alpha$  cell generation, the earliest endocrine cell type to be formed in the developing pancreas. Moreover, un(der)phosphorylated Ngn3 maintains insulin expression in adult  $\beta$  cells in the presence of elevated c-Myc and enhances endocrine specification during ductal reprogramming. Mechanistically, preventing multi-site phosphorylation enhances both Ngn3 stability and DNA binding, promoting the increased expression of target genes that drive differentiation. Therefore, multi-site phosphorylation of Ngn3 controls its ability to promote pancreatic endocrine differentiation and to maintain  $\beta$  cell function in the presence of pro-proliferation cues and could be manipulated to promote and maintain endocrine differentiation in vitro and in vivo.

## INTRODUCTION

While endocrine cells represent only 1%–5% of the entire pancreas, they play a crucial role in physiological processes including glucose homeostasis; loss or dysfunction of  $\beta$  cells can lead to diabetes. In vitro differentiation and transplantation of bona-fide functional  $\beta$  cells can regulate blood sugar in dia-

betic mouse models (Pagliuca et al., 2014; Rezanian et al., 2014), while  $\beta$  cell protection or replacement in diabetic patients may improve long-term glycemic control. Moreover, a fasting and refeeding regime may lead to  $\beta$  cell regeneration, with improvement of blood sugar regulation (Cheng et al., 2017). However, further improvements in  $\beta$  cell replacement or regeneration require a comprehensive understanding of the generation and maintenance of pancreatic endocrine cells in development and adulthood.

During pancreatic development, endocrine cells originate from bipotent ductal-endocrine progenitors in the embryonic ductal epithelium that become specified to the endocrine lineage upon expression of the pro-endocrine basic-helix-loop-helix (bHLH) transcription factor Neurogenin3 (Ngn3 or Neurog3). Overexpression of Ngn3 from the early pancreatic Pdx1 promoter induces early and ectopic differentiation of islet cells (Schwitzgebel et al., 2000), while controlled Ngn3 overexpression at defined developmental stages results in sequential formation of the different endocrine cell types (Johansson et al., 2007; Schwitzgebel et al., 2000). Furthermore, Ngn3 is a central component of transcription factor reprogramming cocktails that can *trans*-differentiate adult exocrine acinar cells into functional  $\beta$  cells (Zhou et al., 2008), while cytokine-induced in vivo reprogramming of acinar cells into  $\beta$  cells also requires the transition through a Ngn3-positive stage, indicative of reversion back to a progenitor-like phase that re-instates developmental programs of endocrine differentiation (Baeyens et al., 2014). Ngn3 is also required for adult  $\beta$  cell function (Wang et al., 2009).

While in adult pancreatic homeostasis new  $\beta$  cells are generated by proliferation of pre-existing  $\beta$  cells (Dor et al., 2004),  $\beta$  cell regeneration upon specific types of injury and genetic manipulation may require the reactivation of a population of facultative stem cells expressing elevated functional Ngn3 (Al-Hasani et al., 2013; Van de Casteele et al., 2013; Xu et al., 2008). Ductal cells retain the capacity to differentiate to endocrine islet cells in vitro after ectopic expression of Ngn3

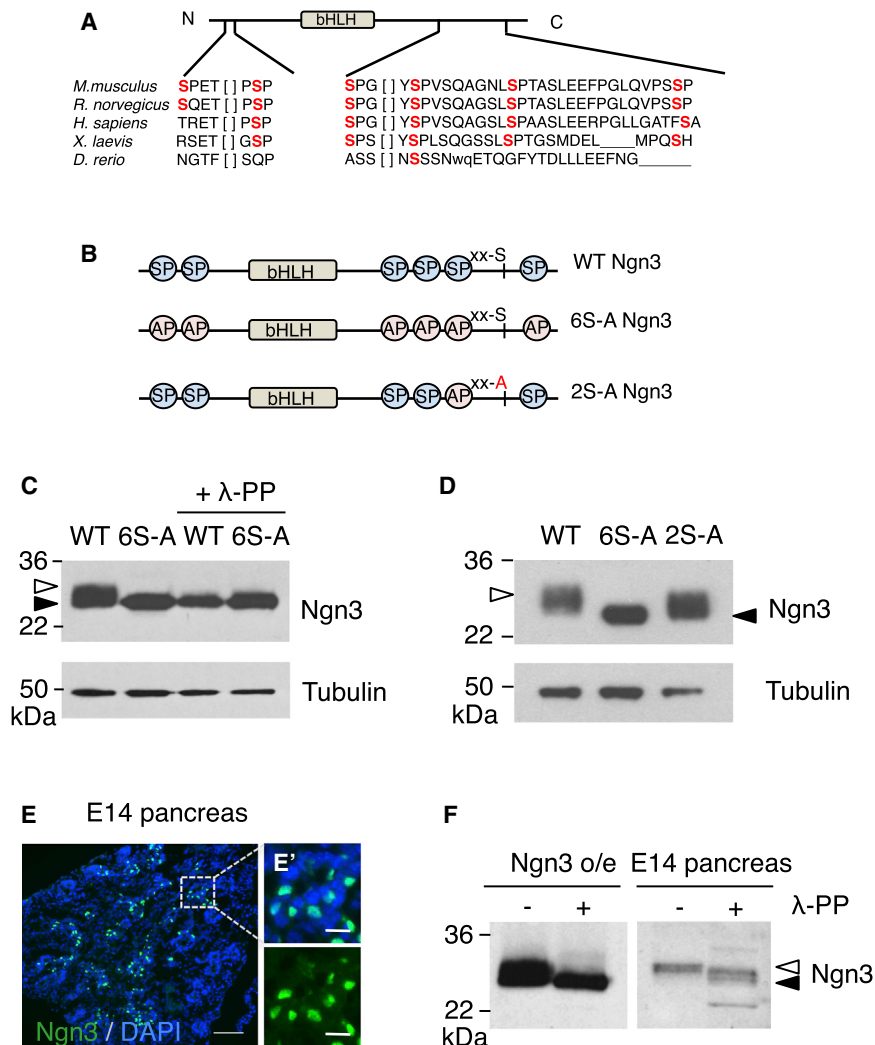

**Figure 1. Ngn3 Is Phosphorylated on Multiple Sites**

(A) Six serine-proline (SP) sites in mouse Ngn3, showing conservation across species. (B) Schematic representation of the SP sites mutated in 6S-A Ngn3 and 2S-A Ngn3. (C) Western blot showing that Ngn3 is phosphorylated in mammalian HEK cells; treatment with and without phosphatase λ (λ-PP) is indicated. (D) Western blot showing that 6S-A and 2S-A Ngn3 are phosphorylated in insulinoma-derived MIN6 cells, with tubulin as a loading control. (E) Ngn3 immunostaining in E14.5 mouse embryonic pancreas; nuclei are counterstained with DAPI (blue). Scale bars, 50 μm (E) and 10 μm (E'). (F) Ngn3 expression and phosphorylation in HEK cells overexpressing Ngn3 (Ngn3 o/e) compared with E14.5 murine embryonic pancreas; λ-PP, phosphatase λ. Solid and open arrowheads in (C, D, and F) indicate un(der)phosphorylated and phosphorylated Ngn3, respectively. See also Figure S1.

c-Myc driven pro-proliferative stimulus in vivo. We conclude that multi-site phosphorylation of Ngn3 controls its ability to promote and maintain endocrine differentiation in the embryonic and adult pancreas.

## RESULTS

### Ngn3 Is Phosphorylated on Multiple Sites by Cdk5

Ngn3 is closely related to other bHLH transcription factors, whose activity is regulated by phosphorylation on SP sites, e.g., Ngn2, Ascl1, Atoh1, and Olig2 (Ali et al., 2011, 2014; Forget et al., 2014).

(Heremans et al., 2002), in particular when co-expressed with other transcription factors (Lee et al., 2013). Moreover, pancreatic ductal cells can be expanded in vitro as 3D organoids for an extensive period of time, yet maintain the capacity to differentiate toward the endocrine lineage; a process that requires the passage through an Ngn3-positive phase (Huch et al., 2013). Overall, Ngn3 clearly plays a crucial role in endocrine cell generation, regeneration, and reprogramming, yet its regulation at the level of Ngn3 protein has barely been investigated (Roark et al., 2012; Sancho et al., 2014).

Focusing here on its post-translational modification, we show that Ngn3 is phosphorylated on multiple serine-proline (SP) sites by cyclin-dependent kinases (Cdks). A phosphomutant form of Ngn3 expressed in place of the wild-type (WT) protein results in perturbed regulation of endocrine cells in vivo. Mechanistically, we see that this phosphomutant Ngn3 is more stable than the WT protein and also shows increased binding at key downstream target genes. Compared with the WT protein, phosphomutant Ngn3 enhances expression of endocrine target genes in reprogrammed ductal cells, while also maintaining insulin expression and blood glucose homeostasis in the presence of a

Ngn3 contains six SP sites that can potentially be targeted by proline-directed kinases such as Cdks, MAPKs, and ERKs, and five of these sites are conserved across species (Figure 1A). To investigate phosphorylation on SP sites, we expressed WT Ngn3 or 6S-A Ngn3 (where all six SP sites had been mutated to alanine-proline) (Figure 1B) in HEK cells, then compared migration on SDS-PAGE. Ngn3 phosphorylation is demonstrated by slower migration of WT compared with 6S-A Ngn3, which is enhanced by phosphatase λ (λ-PP) treatment (Figure 1C). WT Ngn3 also migrates more slowly than 6S-A Ngn3 in MIN6 cells, derived from the islet cancer insulinoma (Ishihara et al., 1993), as well as in mPAC cells derived from pancreatic ductal adenocarcinoma (Yoshida and Hanahan, 1994) (Figure 1D). As reported previously (De Vas et al., 2015; Gradwohl et al., 2000; Smith et al., 2010; Zhou et al., 2007), Ngn3 is highly expressed in the developing embryonic pancreas in scattered endocrine precursor cells (Figures 1E, E', and S1A). Co-staining with an epithelial marker at embryonic day 16 (E16) shows that Ngn3 is expressed in cells of the ductal epithelium prior to delamination (Figures S1B and S1B') (Rukstalis and Habener, 2007). Endogenous Ngn3 from E14 embryonic pancreas also

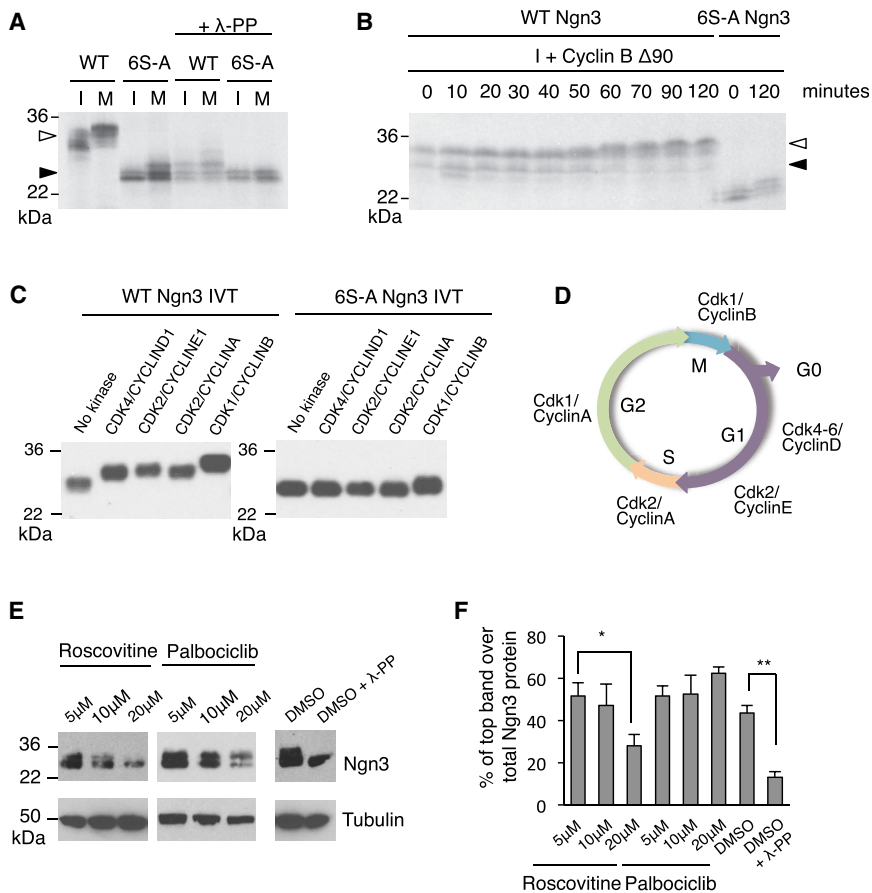

**Figure 2. Ngn3 Is Phosphorylated by Cyclin-Dependent Kinases**

(A) SDS-PAGE separation of in vitro translated (IVT) radiolabeled WT Ngn3 or 6S-A Ngn3 incubated in interphase (I) or mitotic (M) *Xenopus* extracts, treated with phosphatase λ (λ-PP), as indicated, or (B) incubated in I extract plus cyclin B Δ90; samples removed at increasing times. Solid and open arrowheads indicate un(der)phosphorylated and phosphorylated Ngn3, respectively. (C) In vitro kinase assay showing IVT WT and 6S-A Ngn3 proteins after incubation with human recombinant CYCLIN/CDKs, as labeled.

(D) Schematic of the activity of cyclin/CDKs in the different phases of cell cycle.

(E) Western blot of HA-tagged Ngn3 expressed in ductal mPAC cells after treatment with Cdk inhibitors, treatment of Ngn3 with λ-PP as a positive control for protein dephosphorylation, tubulin as loading control.

(F) Graphs showing the relative amount of the slowest migrating band of phosphorylated Ngn3, compared with the total amount of Ngn3 protein.  $n = 3$  independent experiments, a representative blot is shown. Mean  $\pm$  SEM. Student's  $t$  test, \* $p < 0.05$ , \*\* $p < 0.01$ .

shows SDS-PAGE retardation compared with samples treated with phosphatase (Figures 1F and S1C), demonstrating phosphorylation of endogenously expressed Ngn3 protein.

Phosphorylation of Ngn3 on two C-terminal serines, one of which is an SP site, has previously been reported to regulate Ngn3 protein stability (Sancho et al., 2014). To determine whether the phosphorylation of Ngn3 we observe is solely due to phosphorylation on these two sites (mutated in 2S-A Ngn3, Figures 1B and 1D), we compared SDS-PAGE migration of WT Ngn3, 6S-A Ngn3, and a 2S-A Ngn3. 2S-A Ngn3 migrates faster than WT Ngn3 (Figure 1D, open arrowhead), but more slowly than 6S-A Ngn3 (Figure 1D, black arrowhead), indicating phosphorylation on more than two serines.

Ngn2 and Ascl1, homologs of Ngn3, are phosphorylated by Cdk1 in a cell-cycle-dependent manner on multiple sites in the N and C termini (Ali et al., 2011, 2014; Forget et al., 2014) (Figure 2D). To investigate whether Ngn3 phosphorylation is affected by changing levels of Cdk1, we turned to *Xenopus* egg extracts that recapitulate an interphase (I) or mitotic (M) environment (Figure 2A) and have long been used to investigate Cdk-dependent phosphorylation (Philpott and Yew, 2008). Compared with phosphomutant 6S-A Ngn3, WT Ngn3 migration on SDS-PAGE is slowed in I and even more so in M extract, a retardation reversed by phosphatase treatment (Figure 2A). Addition of non-degradable cyclin B to I extract directly activates Cdk1 and induces its entry into M phase after 30–40 min. This is paralleled by progressive retardation of WT Ngn3 migration (Figure 2B).

Cdks are capable of phosphorylating Ngn3, we undertook in vitro kinase assays using human recombinant Cdk/cyclin pairs. Slowed migration on SDS-PAGE reveals that Ngn3 can be phosphorylated by all the Cdk1 tested, but to differing extents. Retardation of SDS-PAGE migration indicates that Cdk1 is the most potent kinase for Ngn3, supporting our findings in *Xenopus* egg extracts (Figure 2C), while Cdk4 phosphorylation results in the smallest migration change (Figure 2C). 6S-A Ngn3 migration is unaffected by incubation with Cdk2 or Cdk4, indicating that these kinases phosphorylate on SP sites (Figure 2C). A small retardation of 6S-A Ngn3 is observed with Cdk1, as well as after incubation in M extract (Figures 2B and 2C); we note that 6S-A Ngn3 has one threonine-proline site that remains a potential target site for Cdk1.

To further explore the identity of Cdk1 phosphorylating Ngn3 in mammalian cells, we treated Ngn3-expressing cells with Roscovitine, an inhibitor with selectivity for Cdk1/2 (and 5), alongside Palbociclib, an inhibitor of Cdk4/6 (Asghar et al., 2015; Meijer and Kim, 1997). Only the faster migrating form of Ngn3 remained after Roscovitine treatment, while the Ngn3 doublet was clearly still visible in Palbociclib (Figure 2E). We noted that Roscovitine and Palbociclib suppressed overall Ngn3 levels, consistent with off-target effects suppressing the transcriptional Cdk1, Cdk7, and Cdk9 (Asghar et al., 2015). Therefore, to mitigate against any effects of loss of overall Ngn3 protein, we quantitatively compared the amount of the slower-migrating form of Ngn3 with total Ngn3 protein in three independent

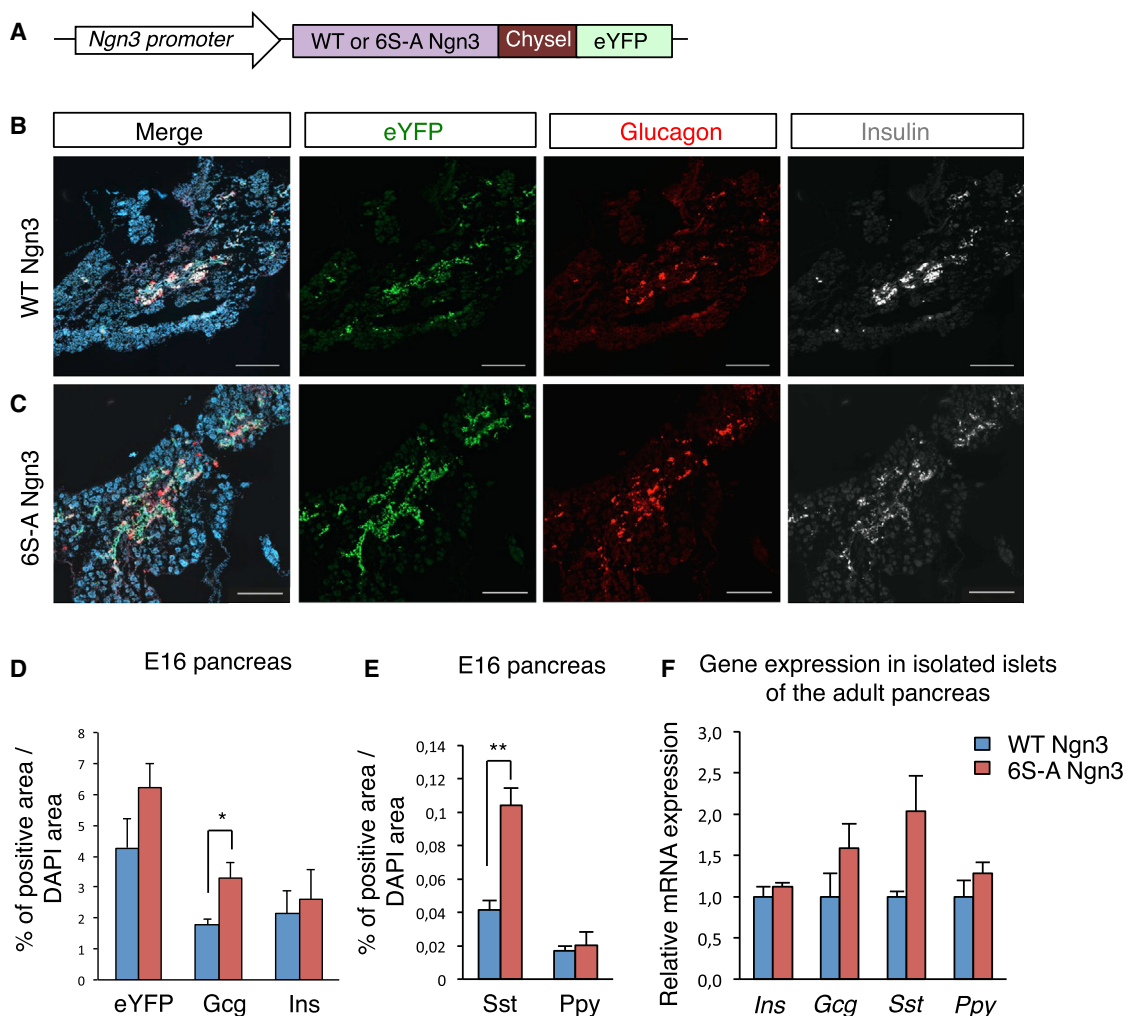

**Figure 3. 6S-A Ngn3 Enhances  $\alpha$  and  $\delta$  Cells in the Embryonic Pancreas**

(A) WT and 6S-A Ngn3 mouse model schematic.

(B and C) Immunohistochemistry for eYFP (green), glucagon (red), and insulin (gray) in E16 embryonic pancreas from WT (B) and 6S-A (C) Ngn3 animals, nuclei counterstained with DAPI (blue). Scale bar, 200  $\mu$ m.

(D and E) Quantification of the percentage of areas that are eYFP+, insulin+, glucagon+ (D), somatostatin+ (Sst), and pancreatic polypeptide Y+ (Ppy) (E), in E16 embryonic pancreas. n = 4 mean  $\pm$  SEM. Student's t test, \*p < 0.05, \*\*p < 0.01.

(F) Relative hormone gene expression in adult pancreatic islets by qPCR, normalized to EF-1 $\alpha$  expression. n = 3 mean  $\pm$  SEM. See also Figures S2–S4.

experiments, with and without kinase inhibitors (Figures 2E and 2F). Roscovitine treatment resulted in a relative accumulation of faster-migrating un(der)phosphorylated Ngn3 forms, while Palbociclib has no detectable effect on Ngn3 phosphorylation (Figures 2E and 2F).

Thus, we see that Ngn3 is directly phosphorylated by Cdks, and in particular Cdk1 and Cdk2. Ngn3 can be phosphorylated by high levels of Cdk4 in vitro, but failure to observe Ngn3 dephosphorylation in response to Palbociclib indicates that Cdk4 is not a major kinase for Ngn3 in mPAC cells. Instead, our evidence is consistent with a more prominent role for Cdk1 and Cdk2 compared with Cdk4 in the phosphoregulation of Ngn3 in pancreatic cells. We next investigated the functional consequences of preventing Cdk-dependent Ngn3 phosphorylation during pancreas formation.

### Ngn3 Phosphorylation Controls the Number of Endocrine Cells in the Embryonic Pancreas

Ngn3 plays a major role in endocrine specification and differentiation during development (Gradwohl et al., 2000; Rukstalis and Habener, 2009). To determine whether phosphorylation status of Ngn3, expressed at the normal time and at endogenous levels, can influence endocrine cell fate, we generated a knockin mouse that carries 6S-A Ngn3 separated from eYFP by 2A peptide, and transcribed homozygously from the Ngn3 locus, with a matched control WT Ngn3 eYFP mouse line (Figures 3A and S2A). As expected, in the embryonic pancreas, 6SA Ngn3 is dephosphorylated, running as a single, faster-migrating form compared with the WT protein (Figure S2B). To determine the developmental effects of preventing phosphorylation of Ngn3, we then quantified the relative amount of the distinct endocrine cell types in

WT Ngn3 and 6S-A Ngn3 mice (percentage of hormone-positive area normalized to total DAPI area) at embryonic stage E16 (Johansson et al., 2007; Rukstalis and Habener, 2009), when endocrine cells will be largely specified (Figures 3B–3E, S3A, and S3B). Glucagon-positive cells are the first cell type to arise during pancreatic endocrine differentiation and numbers approximately double in 6S-A Ngn3 animals compared with controls ( $3.3\% \pm 0.5\%$  versus  $1.8\% \pm 0.2\%$ ,  $n = 4$ ) (Figure 3D). Insulin or Ppy-positive cells are very similar in WT and 6S-A Ngn3 animals. Somatostatin (Sst)-positive cells also significantly increase ( $0.1\% \pm 0.01\%$  in 6S-A Ngn3 compared with  $0.04\% \pm 0.006\%$  in Ngn3 WT,  $n = 3$ ) (Figure 3E). We also observed a trend toward more eYFP+ cells (marking Ngn3 expression) in 6S-A embryonic pancreata (Figures 3B–3D), which did not reach statistical significance and this result was consistent with our quantification of Ngn3 protein staining (Figures S3C–S3E).

We then investigated the composition of the adult endocrine compartment in 6S-A Ngn3 mice, when Ngn3 levels have substantially dropped (Rukstalis and Habener, 2009). Firstly, we quantified the total number of islets and the islet size distribution in WT and 6S-A mouse adult pancreata and we found no major differences (Figures S4A and S4B). We then measured the insulin- and glucagon-positive regions of the pancreas (as a percentage of total pancreas) and also found no significant differences (Figure S4C). We note that qPCR to detect hormone transcripts in isolated adult islets demonstrates a trend toward higher glucagon and Sst in the 6S-A Ngn3-expressing pancreata, yet neither reach statistical significance ( $p > 0.05$ ) (Figure 3F). Thus, perturbation of the balance of endocrine subtypes brought about by preventing phosphorylation of Ngn3 can be at least partially compensated in the normal adult pancreas, which may reflect the previously described post-natal compensatory mechanisms that rebalance  $\alpha$  and  $\beta$  cells (Collombat et al., 2009; Thorel et al., 2010).

### Ngn3 Phosphorylation Regulates Transcription of Endocrine Genes in Pancreatic Organoids

Cell proliferation, and the Cdk activity that drives it, is generally associated with maintenance of progenitors, while cell-cycle lengthening and exit with a corresponding reduction of Cdk activity, accompanies differentiation (Hardwick et al., 2015; Hardwick and Philpott, 2014). We see that 6S-A Ngn3 causes an increase in glucagon-expressing  $\alpha$  cells when expressed from the endogenous locus (Figures 3B–3D). As  $\alpha$  cells are the first endocrine cell type to be generated during pancreatic development, the increase in  $\alpha$  cells would be consistent with an accelerated differentiation activity of 6S-A Ngn3. We therefore wanted to investigate whether preventing Cdk-dependent phosphorylation of Ngn3 might enhance expression of downstream targets of Ngn3 that potentiate the differentiation program. To this end, we tested the relative ability of WT and 6S-A Ngn3 to activate endocrine differentiation targets in 3D pancreatic ductal organoids, which exhibit characteristics typical of in vivo pancreatic progenitors such as extensive growth and endocrine differentiation potential (Huch et al., 2013). Induction of lentivirally transduced Ngn3 results in similar expression of WT Ngn3 and 6S-A Ngn3 mRNAs (Figures 4A and 4B). However, expression of *NeuroD1* and *Insm1*, downstream targets of Ngn3 that are

key regulators of endocrine differentiation (Huang et al., 2000; Mellitzer et al., 2006), is 2- to 3-fold higher in 6S-A Ngn3-transduced organoids (Figure 4B).

To further characterize the Ngn3-driven transcriptional program that can be upregulated in ductal organoids, we sorted pools of 50 Ngn3-expressing cells and undertook genome-wide transcriptional profiling, determining gene expression at 2 and 8 days after upregulation of WT or 6S-A Ngn3. Ngn3 is a transcriptional activator, so we focused our analysis on the top 200 upregulated genes as potential Ngn3 targets. We found many genes that were previously described to play important roles in endocrine differentiation such as *NeuroD1*, *Insm1*, *Atoh8*, and *Rfx6* (Figures 4C and S5; Table S1) (Smith et al., 2010). Activation of a pro-endocrine differentiation program is also confirmed by gene ontology analysis (Table S1), while other terms indicate upregulation of genes involved in neuronal differentiation, reflecting the close parallels between Neurogenin-driven differentiation in the two tissues (Otter and Lammert, 2016; van Arensbergen et al., 2010). Importantly, we see that 6S-A Ngn3 drives expression of the same genes as WT Ngn3, but it does so to a consistently higher level ( $p \leq 0.005$ ) (Figure 4D), an effect that is magnified between 2 and 8 days post-expression (Figures 4C, 4D, and S5). Thus, preventing Cdk-mediated phosphorylation of Ngn3 results in an enhancement of its ability to upregulate transcriptional targets that drive the endocrine differentiation program. We next investigated the mechanistic basis for the enhanced activity of un(der)phosphorylated Ngn3.

### Phosphorylation of Ngn3 Regulates Protein Stability and Binding to Targets

Enhanced activity of 6S-A Ngn3 protein could reflect increased stability (Sancho et al., 2014) or enhanced association with the regulatory regions of downstream target genes, or both. Phosphorylation-dependent recruitment of E3 ubiquitin ligases to bHLH transcription factors has been shown to control protein degradation (Forget et al., 2014; Sancho et al., 2014). In insulinoma-derived MIN6 cells, we see that 6S-A Ngn3 is five times as stable as WT Ngn3 (half-life  $52.3 \pm 7.9$  min compared with  $11.7 \pm 2.8$  min) (Figures 5A, 5B, and 5D). Phosphorylation of two serines of Ngn3 (mutated here in 2S-A Ngn3) promotes Ngn3 degradation via recruitment of the E3 ubiquitin ligase Fbxw7 (Sancho et al., 2014), and one of these sites is also mutated in 6S-A Ngn3 (Figure 1B). Comparing the stability of these proteins, 2S-A Ngn3 is twice as stable as WT Ngn3 (half-life of  $23.1 \pm 2.8$  min compared with  $11.7 \pm 2.8$  min), but considerably less stable than 6S-A Ngn3 (half-life  $52.3 \pm 7.9$  min) (Figures 5C and 5D), showing that sites additional to those mutated in 2S-A Ngn3 contribute to the phosphorylation-dependent regulation of Ngn3 protein stability.

To investigate whether enhanced transcription of targets by 6S-A Ngn3 is solely due to increased half-life, we expressed WT or 6S-A Ngn3 in mPAC cells and determined Ngn3 binding at key target genes by chromatin immunoprecipitation (ChIP), after normalizing for the amount of chromatin-bound Ngn3 protein (Figure S6A). Even when normalized for protein level, 6S-A Ngn3 binding is more than 2-fold greater than WT Ngn3 on promoters of *Insm1* and *NeuroD1*, and 5-fold greater at predicted

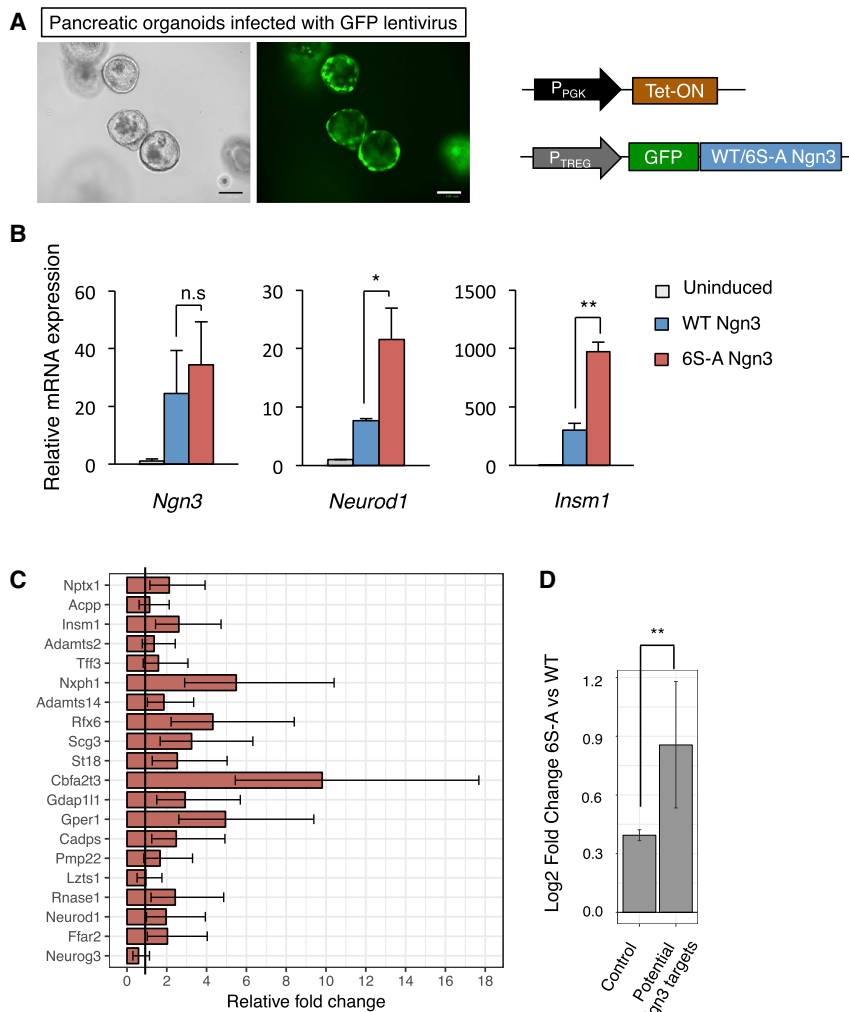

**Figure 4. 6S-A Ngn3 Shows Enhanced Target Gene Expression in Pancreatic Organoids**

(A) Inducible lentiviral vectors (illustrated) were used to infect ductal organoid cultures, images 2 days post-induction. Scale bars, 100  $\mu$ m.

(B) Relative mRNA expression of *Ngn3* and its downstream targets *Neurod1* and *Insm1* after 2 days of Ngn3 expression in organoids, normalized to  $\beta$ -actin. Data are mean  $\pm$  SEM (n = 3). Student's t test, \*p < 0.05, \*\*p < 0.01.

(C) Genome-wide transcriptomic analysis of pancreatic organoids expressing WT and 6S-A Ngn3. Graph showing the relative fold-change of expression in 6S-A Ngn3 organoids compared with WT Ngn3 fold-change (WT Ngn3 set as 1 unit) at 8 days after Ngn3 induction. Data represent mean fold change  $\pm$  SEM (n = 3).

(D) Average relative log2 fold-change of expression in potential Ngn3 targets compared with control (all genes excluding Ngn3 targets) at 8 days. Data represent average log2 fold change and error bars represent 95% confidence intervals of the mean (n = 3). \*\*p < 0.01. See also Figure S5.

### Un(der)phosphorylated Ngn3 Maintains Adult $\beta$ Cell Mature Identity in the Presence of Elevated c-Myc

Ngn3 is expressed at high levels during development and its expression is maintained at low levels in adult  $\beta$  cells (Figure 6A), where it is still required to maintain efficient function (Wang et al., 2009). Following on from our results demonstrating the enhanced capacity of 6S-A Ngn3 to promote differentiation in development and in organoid culture, we next

target E boxes of the Delta1 promoter (Figure 5E). Hence, enhanced protein stability and increased binding to downstream regulatory elements both contribute to the increased transcriptional activity of 6S-A Ngn3.

The enhanced *NeuroD1* and *Insm1* expression in response to 6S-A Ngn3 might explain the increased generation of  $\alpha$  cells observed during embryonic development, which would be consistent with an early entry into the differentiation program (Figures 3B–3E). However, in addition to more early-born  $\alpha$  cells, 6S-A Ngn3 mice also show enhanced *Sst* expression despite the fact that  $\delta$  cells arise later in development (Figures 3B–3E). Ngn3 expression alone is sufficient to reprogram acinar cells into  $\delta$  cells (Li et al., 2014). We determined by ChIP that Ngn3 binds directly to two consecutive E boxes found in the 3' genomic region of *Sst* (Figure S6B), and this binding is increased  $6.9 \pm 2.3$ -fold by 6S-A Ngn3 compared with WT Ngn3 (Figure S6C). Moreover, we also see that *Sst* mRNA is upregulated by Ngn3 in this cell line (Figure S6D), indicating that *Sst* is a bona fide direct target of Ngn3. Therefore, the increased expression of *Sst* in the 6S-A Ngn3 E16 pancreas is likely to reflect enhanced *Sst* promoter binding and activation of 6S-A Ngn3 compared with WT Ngn3.

investigated whether Ngn3 phosphorylation influences adult endocrine cell differentiation in islets that have been stimulated to proliferate. C-Myc upregulation in adult islets in a mouse model of insulinoma has a potent pro-proliferative effect and also results in loss of insulin expression and a failure to maintain blood glucose homeostasis (Pelengaris et al., 2002).

In the Ins-cMycER<sup>TAM</sup> model that we have used (Pelengaris et al., 2002), rapid c-Myc activation occurs in islets in response to tamoxifen and under the control of the insulin promoter; extensive  $\beta$  cell apoptosis results, but this can be counteracted by co-expression of the apoptotic inhibitor Bcl-xL. To determine whether the phospho-status of Ngn3 could influence adult islet cell function, we compared Ins-cMycER<sup>TAM</sup> Bcl-xL mice that were also homozygous for WT or 6S-A Ngn3, using Bcl-xL only mice as a control (Figure 6B).

In this model, over a 7 day period Ins-cMycER<sup>TAM</sup> Bcl-xL islet expansion is accompanied by reduced insulin expression in  $\beta$  cells with accompanying hyperglycemia (Pelengaris et al., 2002) (Figure 6D). We compared glucose homeostasis 0, 4, and 7 days after tamoxifen-induction of c-Myc in WT Ngn3- and 6S-A Ngn3-expressing mice. In control conditions (Bcl-xL WT or 6S-A Ngn3), glycemic values vary within the normal

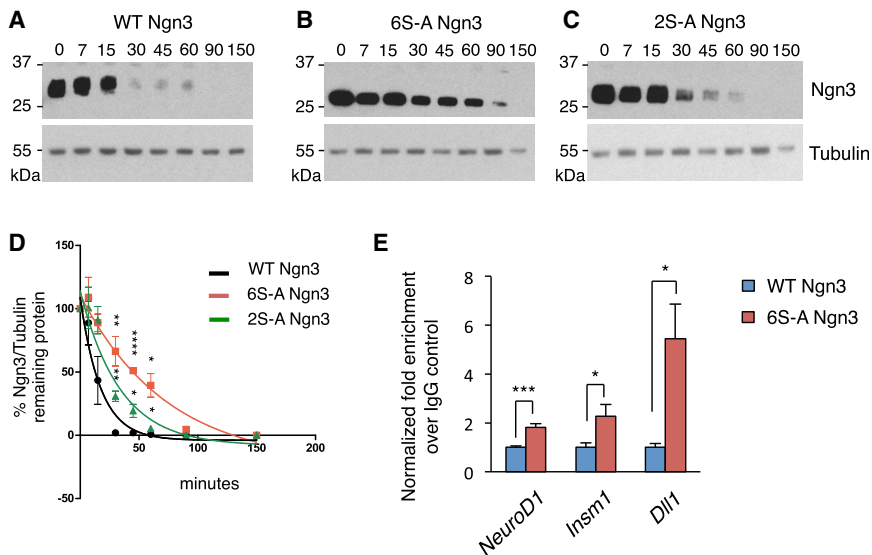

**Figure 5. Ngn3 Phosphorylation Controls Protein Stability and Binding to Target Genes**

(A–C) HA-tagged WT Ngn3 (A), 6S-A (B), and 2S-A Ngn3 (C) protein expression following cycloheximide (CHX) addition (in min). (D) Graph showing degradation rate for different Ngn3 mutants, normalized to tubulin.  $n = 3$  independent experiments, mean  $\pm$  SEM. Student's  $t$  test, \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\*\* $p < 0.0001$ .

(E) Chromatin immunoprecipitation (ChIP) from ductal mPAC cell extracts containing normalized amounts of HA-tagged Ngn3 WT and 6S-A. Data represent mean  $\pm$  SEM. ( $n \geq 3$ ) Student's  $t$  test, \* $p < 0.05$ , \*\*\* $p < 0.001$ . See also Figure S6.

range, between 9.5 and 13.1 mmol/L (Figure 6C), while c-Myc induction in Ins-cMycERT<sup>TAM</sup> Bcl-xL WT Ngn3 raises blood glucose levels after 4 and 7 days of tamoxifen treatment to  $24.25 \pm 5.2$  and  $30.7 \pm 4.9$  mmol/L, respectively. Strikingly however, Ins-cMycERT<sup>TAM</sup> Bcl-xL 6S-A Ngn3 mice maintain glucose levels within the normal range ( $10.6 \pm 1.3$  mmol/L at 4 days and  $16 \pm 3.3$  mmol/L at 7 days post-induction) (Figure 6D). Perhaps surprisingly, we see that massive islet expansion occurs to an equal extent in Bcl-xL WT Ngn3 and Bcl-xL 6S-A Ngn3 animals treated with tamoxifen for 7 days (Figures S7A–S7C). Thus, islet expansion occurs in response to c-Myc in Ins-cMycERT<sup>TAM</sup> Bcl-xL 6S-A Ngn3 mice, demonstrating that  $\beta$  cells expressing 6S-A Ngn3 can still proliferate. However, even though c-Myc can drive  $\beta$  cell expansion in both WT and 6S-A Ngn3 mice, blood glucose control is only maintained in 6S-A Ngn3 mice. Therefore, blocking its phosphorylation allows Ngn3 to maintain differentiated function of  $\beta$  cells even while they are actively proliferating.

To investigate directly whether the expanded islets in 6S-A Ngn3 mice could maintain insulin expression even in the face of c-Myc overexpression, we used immunohistochemistry to detect insulin protein. After quantitation of hormone intensity in stained islets (see STAR Methods for details of analysis), we find that insulin and glucagon levels are very similar in the control Bcl-xL WT Ngn3 and Bcl-xL 6S-A Ngn3 animals after 7 days of tamoxifen (Figures 6E–6G). However, Ins-cMycERT<sup>TAM</sup> Bcl-xL 6S-A Ngn3 animals maintain insulin expression at twice the level of Ins-cMycERT<sup>TAM</sup> Bcl-xL WT Ngn3 mice (a relative intensity of  $40.5 \pm 8.4$  in Ins-cMycERT<sup>TAM</sup> Bcl-xL; 6S-A Ngn3 compared with  $20 \pm 1.7$  in Ins-cMycERT<sup>TAM</sup> Bcl-xL; WT Ngn3) (Figures 6F–6H). No differences in glucagon expression are observed, consistent with the fact that Ngn3 is not known to be expressed in  $\alpha$  cells. Thus, results from 6S-A Ngn3 mice suggest enhanced expression of insulin in proliferating islets compared with WT mice, while showing no differences in expression of glucagon, indicating a cell-autonomous effect. However, further experiments looking directly at insulin secretion would be needed to confirm that enhanced insulin production arising from dephosphorylation of Ngn3 is responsible for

maintenance of glucose homeostasis in Ins-cMycERT<sup>TAM</sup> Bcl-xL; 6S-A Ngn3 mice.

To investigate more directly whether preventing Ngn3 phosphorylation limits c-Myc-mediated inhibition of Ngn3 activ-

ity in another context, we tested the ability of WT and 6S-A Ngn3 to activate *Insm1* and *Neurod1* in *Xenopus* embryos, with and without co-injected c-Myc. As we saw in mammalian cells, ectopic 6S-A Ngn3 resulted in greater expression of *Insm1* and *Neurod1* than WT Ngn3. C-Myc overexpression suppresses Ngn3-driven *Neurod1* and *Insm1* expression, but levels nevertheless remain higher with 6S-A Ngn3 compared with WT Ngn3 (Figure S7D). As Ngn3 and c-Myc are co-injected, this is likely to represent a cell-autonomous effect.

### Regulation of Cell-Cycle Exit by Ngn3 Phosphorylation

A recent study demonstrates that a low level of Ngn3 in pancreatic endocrine cell progenitors is compatible with continued proliferation and maintenance of a precursor state (Bechard et al., 2016). However, increasing Ngn3 expression drives endocrine commitment, cell-cycle exit, and finally endocrine cell differentiation (Bechard et al., 2016; Miyatsuka et al., 2011). As well as potentiating endocrine differentiation, we see that 6S-A Ngn3 drives cell-cycle exit more effectively than WT Ngn3 in mPAC cells (Figure 7A and 7B). Since Ngn3 is known to drive the cell cycle in endocrine progenitors by upregulating Cdkn1a expression (Miyatsuka et al., 2011), an inhibitor primarily of Cdk2, we investigated Cdkn1a regulation by WT and 6S-A Ngn3. 6S-A Ngn3 binds to the Cdkn1a distal regulatory region (Miyatsuka et al., 2011) (Figure 7C), and activates Cdkn1a expression to a greater extent than WT Ngn3 (Figure 7D), consistent with its enhanced ability to drive cell-cycle exit (Figures 7A–7D). Hence, Ngn3 both drives Cdk inhibition and cell-cycle exit as well as responding to it, because of an enhanced ability of un(der)phosphorylated Ngn3 to upregulate the endocrine differentiation program (Figure 7E).

### DISCUSSION

The role of *Ngn3* in pancreatic endocrine cell fate specification and differentiation has been extensively studied, but surprisingly little is known about the activity and regulation of Ngn3 protein (Roark et al., 2012; Rukstalis and Habener, 2009; Sancho

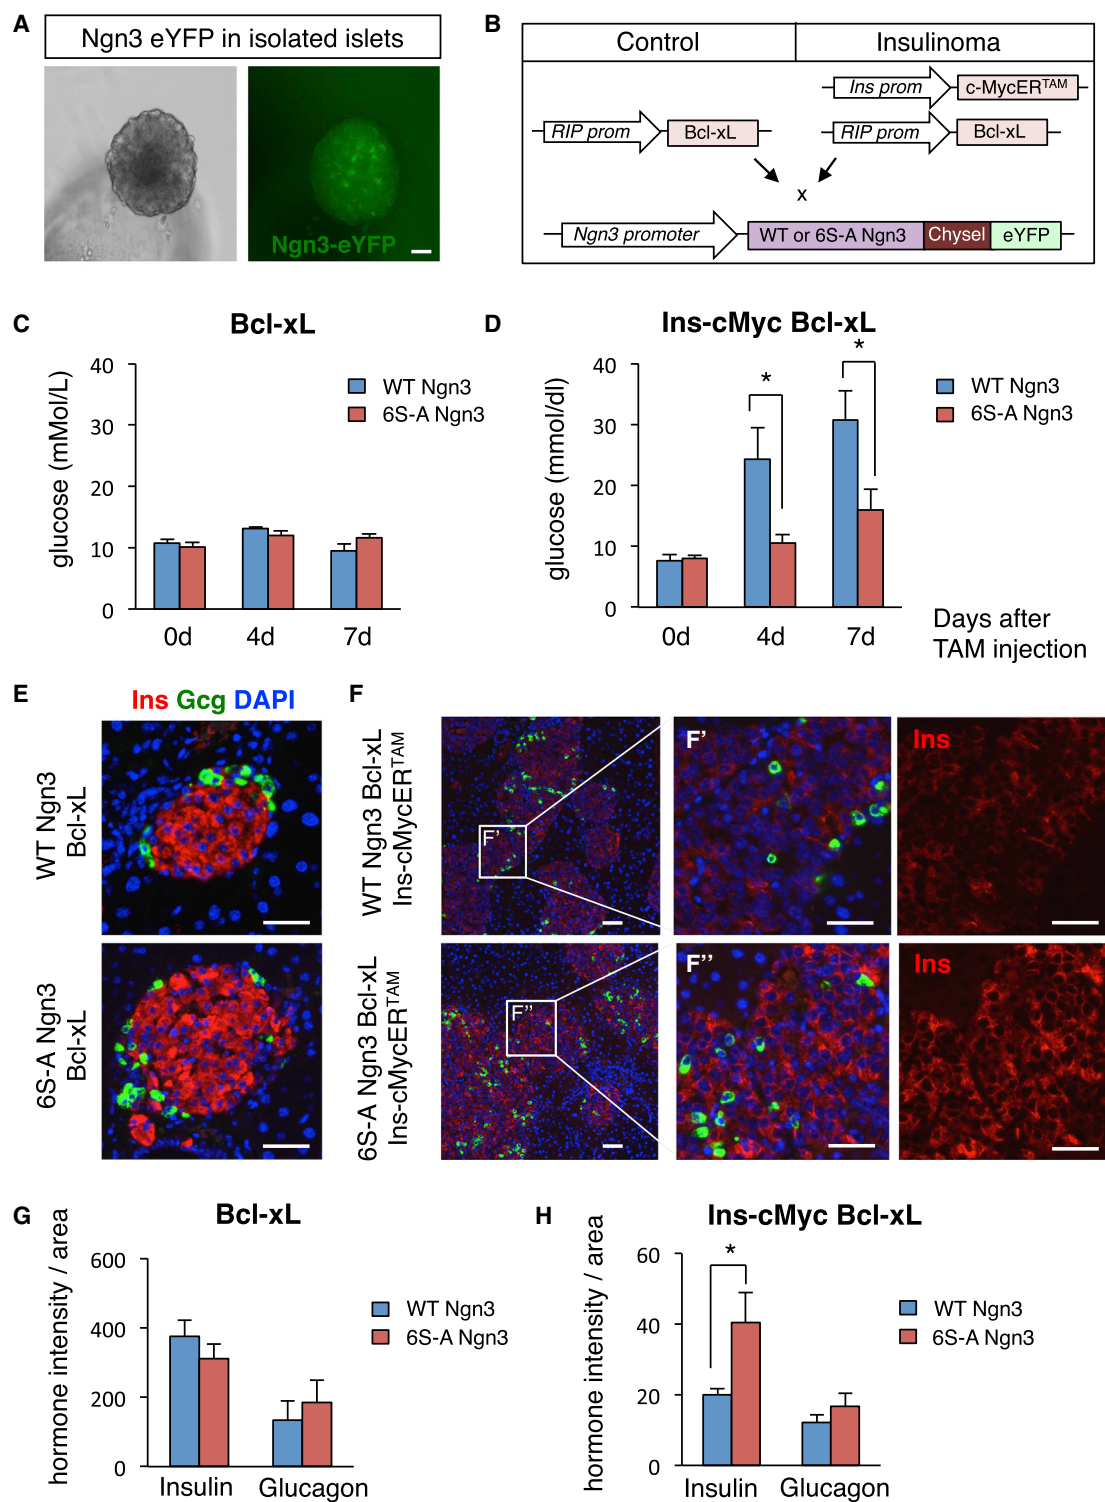

**Figure 6. 6S-A Ngn3 Maintains Insulin Expression in Adult  $\beta$  Cells Expressing c-Myc**

(A) eYFP expression in live culture of Ngn3-eYFP islets. Scale bar, 40  $\mu$ m.

(B) Schematic representation of animal models used for in vivo insulinoma analysis.

(C and D) Quantification of blood glucose measurements (in mmol/L) in Bcl-xL (C) and Ins-cMycER<sup>TAM</sup> Bcl-xL (D) mice at 0, 4, and 7 days of tamoxifen treatment.  $n \geq 4$  mean  $\pm$  SEM. Student's t test, \* $p < 0.05$ .

(legend continued on next page)

et al., 2014). Here we show that Ngn3 is phosphorylated on up to six sites by Cdk. Inhibition of Cdk-dependent phosphorylation enhances pancreatic endocrine differentiation both by stabilizing Ngn3 protein and additionally by enhancing its ability to bind to downstream targets. Importantly, we show that preventing phosphorylation of Ngn3 expressed at the endogenous level is sufficient to promote enhanced differentiation of glucagon- and somatostatin-expressing cells in the developing pancreas. Furthermore, even in the face of forced c-Myc expression and a significant drive toward decreased insulin production, 6S-A Ngn3 expressed from the endogenous promoter is sufficient to maintain  $\beta$  cell function.

Our data allow us to propose a model of Ngn3 post-translational regulation that can explain how endocrine precursors transition from proliferating progenitors to endocrine cells firmly committed to undergoing differentiation (Figure 7E). In proliferating progenitors, Ngn3 expression levels are low and Cdk levels are high, resulting in extensive Ngn3 phosphorylation. Low levels of phosphorylated Ngn3 are compatible with, and may be required for, endocrine progenitor maintenance (Bechard et al., 2016). Firm endocrine commitment coincides with a rise in Ngn3 transcripts (Bechard et al., 2016), and this rising Ngn3 results in increased expression of its direct target *Cdkn1a* (Figures 7C and 7D), which predominantly inhibits Cdk2. Cdk inhibition then results in both slowing of the cell cycle and in limiting the Cdk-dependent phosphorylation of Ngn3. Moreover, Ngn3 is directly stabilized by the *Cdkn1a* homolog p27Xic1 in *Xenopus* (Roark et al., 2012). Therefore, as cells pass through endocrine commitment with increasing *Cdkn1a* levels and falling Cdk activity, Ngn3 protein levels will rise through a combination of elevated expression (Bechard et al., 2016) and enhanced protein stability, while its association with regulatory regions of downstream targets driving differentiation will also increase. This rise in un(der)phosphorylated Ngn3 activity drives further increases in activation of downstream targets of Ngn3 such as *Cdkn1a*, *Insm1*, and *Neurod1*, ultimately leading to cell-cycle exit, endocrine commitment, and then differentiation in a feed-forward loop.

Ngn3 expression is highest at endocrine commitment in development, with levels dropping dramatically after this point coinciding with terminal differentiation (Villasenor et al., 2008; Zhou et al., 2008). Our model of Ngn3 phosphoregulation coupling cell cycle and differentiation can help to explain the transition from proliferating progenitor to differentiating endocrine cell during development when Ngn3 is highly expressed. However, whether the same coupling mechanisms are maintained in adults in homeostasis or during tissue repair has been unclear.

Ngn3 is required for adult  $\beta$  cell function (Wang et al., 2009) and we see that phosphorylation of Ngn3 may play a regulatory role in maintaining  $\beta$  cell function in the presence of pathological pro-proliferative cues. In a model for the human islet cancer insulinoma,  $\beta$  cells can be driven to proliferate by c-Myc overexpression and this is usually accompanied by loss of insulin

expression (Pelengaris et al., 2002). However, 6S-A Ngn3-expressing islets maintain insulin expression and support glucose homeostasis while still undergoing massive islet expansion (Figures 6 and S7). Interestingly, this demonstrates that expression of un(der)phosphorylated Ngn3 alone is not sufficient to counteract c-Myc-driven cell division and that even a high rate of  $\beta$  cell proliferation is not fundamentally incompatible with differentiated function (Dor et al., 2004).

Conditional ablation of Ngn3 in adult  $\beta$  cells results in mild glucose intolerance and decreased expression of classical  $\beta$  cell markers, thus pointing toward an essential role for Ngn3 in maintaining mature  $\beta$  cell identity (Wang et al., 2009). There is also increasing evidence that  $\beta$  cell de-differentiation and a concomitant increase in Ngn3 expression may significantly contribute to the pathogenesis of diabetes (Talchai et al., 2012). Moreover, a very recent study has showed that subjecting diabetic mice to a fasting/refeeding regime results in regeneration of new  $\beta$  cells, a phenomenon that can reverse the diabetic phenotype (Cheng et al., 2017). In this model, more  $\beta$  cells arise after refeeding via a proliferating population of cells newly expressing elevated Ngn3, which in many ways resemble Ngn3-expressing developmental endocrine precursors (Bechard et al., 2016). These cells subsequently differentiate into insulin-secreting mature  $\beta$  cells. We would predict that Ngn3 dephosphorylation plays a role in transitioning from a precursor-like state to a functional  $\beta$  cell on refeeding. This study also shows that applying a “fasting-mimicking” growth factor medium to human type 1 diabetic islets induces expression of Ngn3 and insulin, but when insulin growth factor 1 (IGF-1) was added, Ngn3 expression remained but insulin was lost, essentially indicating a block of islet differentiation. It would be very interesting to determine whether Ngn3 is phosphorylated in these IGF-1-treated type 1 diabetic islets; IGF-1 has been shown to enhance mouse  $\beta$  cell proliferation (Agudo et al., 2008), which potentiates Ngn3 phosphorylation by Cdk, thus inhibiting its ability to drive and maintain  $\beta$  cell differentiation. Moreover, as many  $\beta$  cell-generating protocols transit a Ngn3-positive phase (Melton, 2016), it will be interesting to see whether dephosphorylation of endogenously expressed Ngn3 protein will similarly enhance differentiation and maturation of  $\beta$  cells generated in vitro.

bHLH transcription factors play a central role in progenitor maintenance and differentiation in the nervous system, pancreas, gut, and many other tissues. In most cases, the levels of bHLH gene expression have been well documented (Bertrand et al., 2002), but protein level and activity is much less clear. The multi-site phosphoregulation of Ngn3 we describe here is highly reminiscent of that seen in other proneural proteins that are master regulators of neurogenesis in the central and peripheral nervous systems. For instance, ectopic overexpression of a nine SP site phosphomutant form of Ngn2 in *Xenopus* results in substantially enhanced reprogramming of the epidermis into neurons compared with the WT protein (Ali et al., 2011), while Ngn2 protein is stabilized by the *Cdkn1a* homolog p27Xic1

(E and F) Immunohistochemistry to detect insulin (red) and glucagon (green) in adult pancreatic sections from Bcl-xL only (E) or Ins-cMycER<sup>TAM</sup> Bcl-xL (F) animals crossed with WT or 6S-A Ngn3 mice, as labeled, at 7 days of tamoxifen. Nuclei were counterstained with DAPI. Scale bar, 50  $\mu$ m in (E, F, F', and F'').

(G and H) Quantification of hormone intensity, divided by islet area in Bcl-xL (G) and Ins-cMycER<sup>TAM</sup> Bcl-xL crossed with WT or 6S-A Ngn3 mice, as indicated (H) at 7 days of tamoxifen. Data represent mean  $\pm$  SEM.  $n \geq 3$  different animals (islet analyses, 2–6 different sections for each animal for each condition, see STAR Methods for details). Student's t test, \* $p < 0.05$ . See also Figure S7.

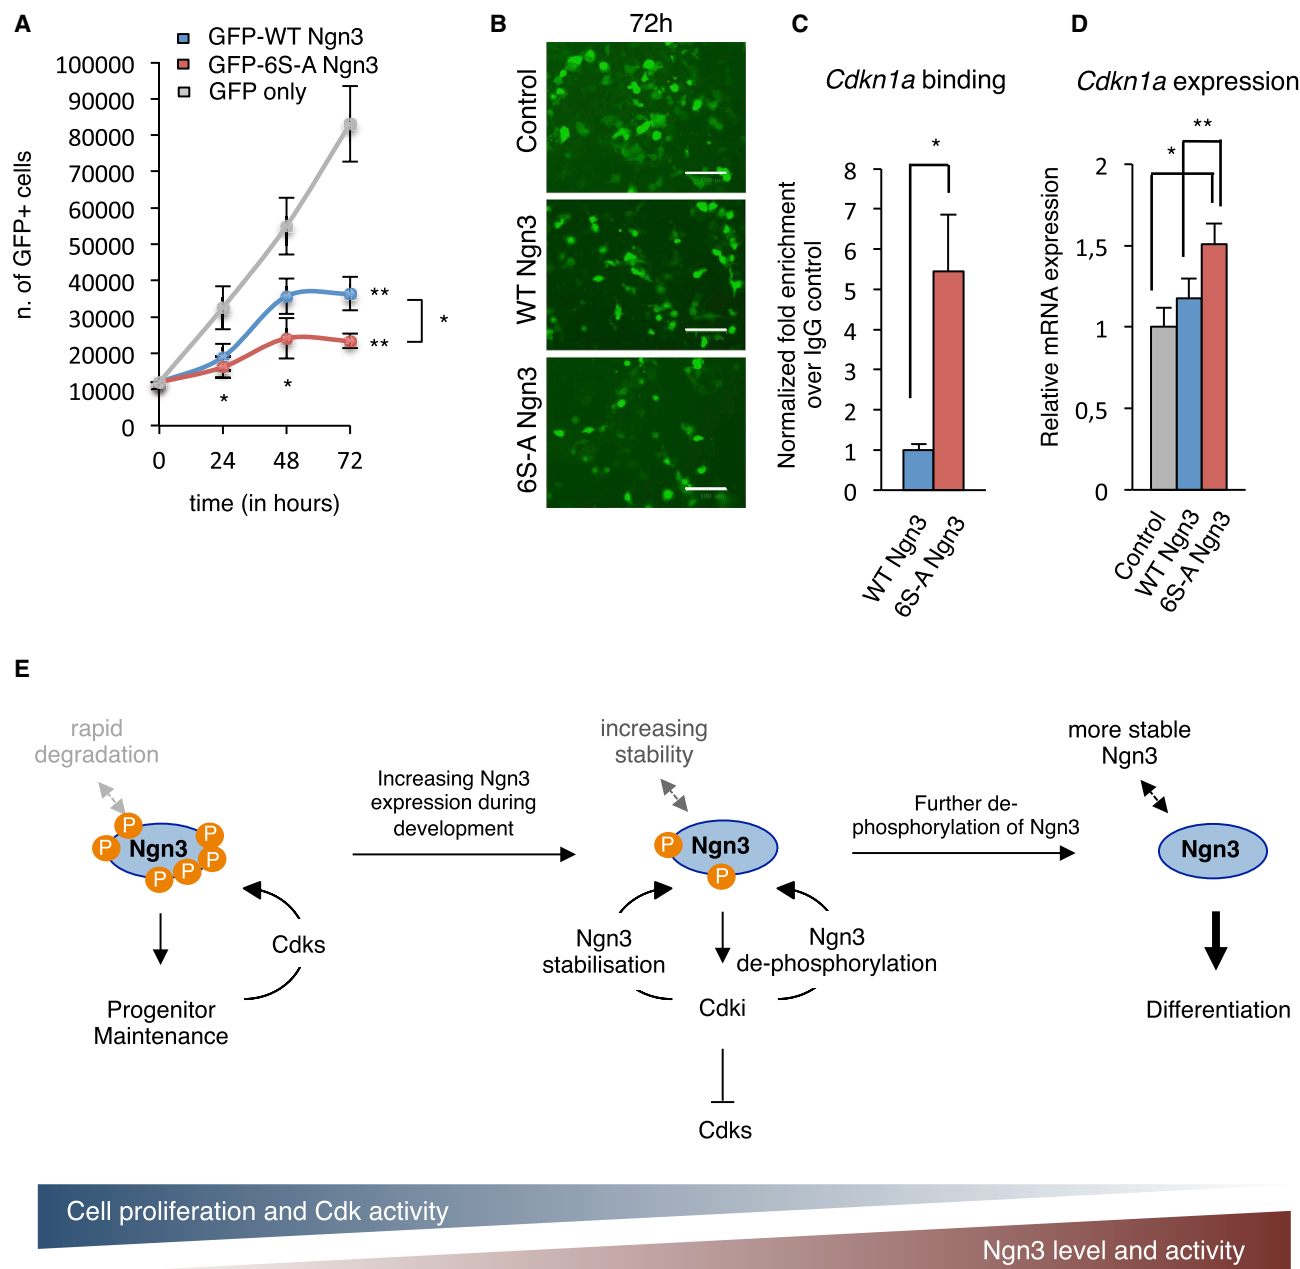

**Figure 7. Ngn3 Dephosphorylation Enhances Cell-Cycle Exit in Pancreatic Ductal Cells**

(A) Graph showing the growth of pancreatic ductal mPAC cells at 24, 48, and 72 hr after transfection with WT and 6S-A Ngn3 and GFP or GFP only, counting GFP+ cells. Data are mean  $\pm$  SEM of four independent experiments. Student's t test, \* $p < 0.05$ , \*\* $p < 0.01$ .

(B) Representative images of mPAC cells 72 hr after transfection. Scale bar, 100  $\mu$ m.

(C) Chromatin immunoprecipitation (ChIP) from ductal mPAC cell extracts expressing HA-tagged WT and 6S-A Ngn3. Data represent mean  $\pm$  SEM ( $n \geq 3$ ). Student's t test, \* $p < 0.05$ .

(D) Relative mRNA expression of *Cdkn1a* after 2 days of Ngn3 expression in ductal PAC cells, normalized to  $\beta$ -actin. Data are mean  $\pm$  SEM ( $n = 3$ ). Student's t test, \* $p < 0.05$ , \*\* $p < 0.01$ .

(E) Model illustrating how Ngn3 phosphorylation controls the balance between proliferation and differentiation during development of the endocrine pancreas. Cdk, cyclin-dependent kinase; Cdki, Cdk inhibitor; P, phosphorylation.

(Nguyen et al., 2006; Vernon et al., 2003). Similar multi-site phosphorylation is also seen to inhibit the activity of ectopically expressed Ascl1 and NeuroD4 proteins (Ali et al., 2014; Hardwick and Philpott, 2015; Wylie et al., 2015). It seems likely that post-

translational regulation by Cdks is a common mechanism at work widely among members of the bHLH family (Philpott, 2015). In these cases, and in the case of Ngn3 (Figures 4 and 5), an enhanced ability of un(der)phosphorylated proneural

proteins to bind to the regulatory elements of their downstream targets may underlie much of their increased transcriptional activity, over and above any additional protein-stabilizing effect of dephosphorylation in vivo (Ali et al., 2011, 2014; Hardwick and Philpott, 2015; Hindley et al., 2012; our unpublished data). Overall, Ngn3 regulation may serve as a paradigm for ensuring the coordination of fate commitment, cell-cycle exit, and differentiation by bHLH transcription factors in response to the cellular environment in multiple tissues.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- **KEY RESOURCES TABLE**
- **CONTACT FOR REAGENT AND RESOURCE SHARING**
- **EXPERIMENTAL MODEL AND SUBJECT DETAILS**
  - Mice
  - *Xenopus laevis*
  - Cell Lines
  - Primary Cell Cultures
- **METHOD DETAILS**
  - Mouse Genotyping
  - Plasmid Constructs
  - Protein Phosphorylation Analysis
  - Protein Stability Assay
  - *In Vitro* Kinase Assay
  - Pancreatic Organoid Cell Culture
  - Infection of Pancreatic Organoids
  - RNA Sequencing of Pancreatic Organoids
  - Islet Isolation
  - Immunohistochemistry
  - Image Acquisition
  - Analysis of Insulinoma Mouse Model
  - *Xenopus laevis* Gene Expression
  - Real Time PCR
  - Chromatin Immunoprecipitation (ChIP)
- **QUANTIFICATION AND STATISTICAL ANALYSIS**
  - Analysis of Embryonic and Adult Pancreas
  - Analysis of the Insulinoma Pancreata
  - RNA Sequencing Analysis
- **DATA AND SOFTWARE AVAILABILITY**
  - Deposited Data

## SUPPLEMENTAL INFORMATION

Supplemental Information includes seven figures and two tables and can be found with this article online at <http://dx.doi.org/10.1016/j.devcel.2017.04.004>.

## AUTHOR CONTRIBUTIONS

A.P. conceived the initial study. R.A. and A.P. designed the study with contributions from D.W., B.D.S., G.E., M.H., and B.G. R.A. and A.P. wrote the manuscript. R.A. performed phosphorylation and stability assays, Cdk inhibitor treatment, in vitro kinase assay, and adult pancreas, organoid, insulinoma, and cell-cycle exit experiments. C. Hurley, D.W., R.K., and K.J. developed the 6S-A Ngn3 mouse model. I.G. and F.M. contributed to Figures 6C and 6D. M.K.S. undertook embryonic analysis. L.M. contributed to Figure S3. F.A. performed ChIP. C. Hurley and L.H. performed *Xenopus* experiments.

C. Hindley and M.H. contributed to organoid derivation. S.R. performed bioinformatic analysis. S.N. contributed to library preparation for sequencing. All authors discussed the results and commented on the manuscript.

## ACKNOWLEDGMENTS

We gratefully acknowledge Douglas Melton, Jenny Nichols, and François Guillemot for stimulating discussions. We thank Helena Edlund for the gift of Ngn3 antibody; Evangelia Diamanti for mapping sequencing data; Maike Paramor and Joaquin Martinez Herrera for RNA sequencing sample submission and advice; Chiara Cossetti and Reiner Schulte for FACS sorting; Alan Kidger, Benjamin Hall, and Sue Penrhyn-Lowe for ZEN software analysis assistance; Barak Blum for discussions; Adam Roose, Daniel Marcos Corchado, and John Davies for technical advice; Sebastien Gillotin for pLVX-Tet3G sub-cloning; and Julie Soffe, Alessandra Perfetto, Debbie Burkhart, and animal facility staff for help with animal work. This work was supported by the MRC Research Grant MR/K018329/1; the Rosetrees Trust (to A.P. and R.A.); the MRC Research Grant MR/L021129/1 and core support from the Wellcome Trust and the MRC Cambridge Stem Cell Institute (to A.P. and F.A.); the MRC Doctoral Training Awards (to L.M., L.H., and M.S.); the CRUK studentship (to C. Hurley); the Wellcome Trust 098357/Z/12/Z (to B.D.S. and R.A.); and the Wellcome Trust 097922/Z/11/Z and the Clinical Research Infrastructure Single-Cell Facility (MR/M008975/1) (to B.G.). D.W. and R.K. are CRUK funded; G.E. is CRUK A12077 funded. M.H. is a Sir Henry Dale fellow and is supported by the Wellcome Trust 104151/Z/14/A and the Royal Society.

Received: July 18, 2016

Revised: March 10, 2017

Accepted: April 4, 2017

Published: April 27, 2017

## REFERENCES

- Agudo, J., Ayuso, E., Jimenez, V., Salavert, A., Casellas, A., Tafuro, S., Haurigot, V., Ruberte, J., Segovia, J.C., Bueren, J., et al. (2008). IGF-I mediates regeneration of endocrine pancreas by increasing beta cell replication through cell cycle protein modulation in mice. *Diabetologia* 51, 1862–1872.
- Al-Hasani, K., Pfeifer, A., Courtney, M., Ben-Othman, N., Gjernes, E., Vieira, A., Druelle, N., Avolio, F., Ravassard, P., Leuckx, G., et al. (2013). Adult duct-lining cells can reprogram into beta-like cells able to counter repeated cycles of toxin-induced diabetes. *Dev. Cell* 26, 86–100.
- Ali, F., Hindley, C., McDowell, G., Deibler, R., Jones, A., Kirschner, M., Guillemot, F., and Philpott, A. (2011). Cell cycle-regulated multi-site phosphorylation of Neurogenin 2 coordinates cell cycling with differentiation during neurogenesis. *Development* 138, 4267–4277.
- Ali, F.R., Cheng, K., Kirwan, P., Metcalfe, S., Livesey, F.J., Barker, R.A., and Philpott, A. (2014). The phosphorylation status of Ascl1 is a key determinant of neuronal differentiation and maturation in vivo and in vitro. *Development* 141, 2216–2224.
- Asghar, U., Witkiewicz, A.K., Turner, N.C., and Knudsen, E.S. (2015). The history and future of targeting cyclin-dependent kinases in cancer therapy. *Nat. Rev. Drug Discov.* 14, 130–146.
- Baeyens, L., Lemper, M., Leuckx, G., De Groef, S., Bonfanti, P., Stange, G., Shemer, R., Nord, C., Scheel, D.W., Pan, F.C., et al. (2014). Transient cytokine treatment induces acinar cell reprogramming and regenerates functional beta cell mass in diabetic mice. *Nat. Biotechnol.* 32, 76–83.
- Bechard, M.E., Bankaitis, E.D., Hipkens, S.B., Ustione, A., Piston, D.W., Yang, Y.P., Magnuson, M.A., and Wright, C.V. (2016). Precommitment low-level Neurog3 expression defines a long-lived mitotic endocrine-biased progenitor pool that drives production of endocrine-committed cells. *Genes Dev.* 30, 1852–1865.
- Bertrand, N., Castro, D.S., and Guillemot, F. (2002). Proneural genes and the specification of neural cell types. *Nat. Rev. Neurosci.* 3, 517–530.
- Cheng, C.W., Villani, V., Buono, R., Wei, M., Kumar, S., Yilmaz, O.H., Cohen, P., Sneddon, J.B., Perin, L., and Longo, V.D. (2017). Fasting-mimicking diet

How the deposited data were processed for this re-analysis (not part of the article)

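Pancreatic ductal organoids expressing GFP only, WT Ngn3 or 6S-A Ngn3 were sampled at 2 days, and organoids expressing WT or 6S-A Ngn3, with cells lacking the reporter color as controls, at 8 days after induction. Each library came from a pool of 50 sorted cells, and 77 libraries in 7 groups were deposited, with 3 biological replicates per group. As deposited, the table holds counts of reads per gene. The authors had aligned the reads with G-SNAP and assigned them to genes of Ensembl release 81 with HTSeq, without normalization, and the table includes 46078 genes and 92 spike-ins. Of the reads in the table, 22.5% were listed as not aligned, 14.4% as overlapping no gene and 8.06% as ambiguous. The line for reads with more than 1 alignment is 0 in every library, so the table does not show how such reads were handled. The paper and the deposited labels name different HiSeq models. Figure S5 describes GFP only as the control at both time points, while the labels list GFP-only samples at 2 days and no-color controls at 8 days, and the labels were followed. Coordinates are those of GENCODE M21 on GRCm38. Gene symbols were available for 45143 of the 46078 identifiers.

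The paper's library limits were recomputed from the counts (under 30% spike-in reads, over 1000000 reads on genes, over 10000 detected genes). The 76 libraries that pass were used, and technical repeats were summed within each biological replicate. After summing, the groups of 2 days held between 17754209 and 26624325 reads per replicate, and those of 8 days between 2396221 and 17914799. Genes were tested at a time point if detected in at least 5 of its retained libraries with a variance above 0. The paper gives the same limits and does not state a split by time point. A count of 3 reads was taken as the limit below which a gene counts as not detected, and folds against groups at or below that limit are given as lower bounds, except where fitted values are set beside the paper's or averaged over a list.

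Groups were compared with edgeR 4.0.16 in R 4.3.3 (TMM normalization, robust dispersion estimates, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05). All groups of a time point were fitted together. The standard errors printed are the absolute log2 fold change divided by the square root of the test's F statistic. In genes with almost no control reads they depend on the prior count, as the fitted fold change does. WT and 6S-A Ngn3 were each compared with their control and with each other, and a joint fit of both time points on 19589 genes tested whether the difference between WT and 6S-A Ngn3 changed. Sets of genes were tested with camera and fry of limma 3.58.1 on log2 CPM with a prior count of 2, with the correlation between genes estimated from the data. The preset correlation of 0.01 was run beside it. Under fry, the shift of the potential targets at 2 days also passed at 0.05, while that at 8 days did not (p = 0.138). The sets were the 200 genes of each sheet of Table S1 and 8 lists of marker genes: endocrine transcription factors, hormones and secretory granules, pan-neuronal genes, Notch ligands and targets, ductal, acinar, cell cycle and interferon response genes. Scores per replicate were compared with exact permutation tests.

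On simulated data with 200 changed genes, edgeR recovered 92.5% of them at 2 days, with 5.13% of its calls false, and 53% at 8 days, with 13.8% false. DESeq2 recovered 95.5% and 65.5%, with 18.4% and 30.3% of calls false. A simulated shift of 0.5 in a set of 200 genes was measured as 0.49 and 0.48.

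The replicate numbers are shared between groups in the labels. Whether they pair the samples was checked from the correlation of deviations from the group means. Replicates with the same number had correlations of 0.145 to 0.559 at 2 days (median 0.426, 9 pairs) and 0.117 to 0.674 at 8 days (median 0.354, 18 pairs), while those with different numbers had medians of -0.14 and -0.262, so the numbers were treated as pairing the samples. The paper's text does not say what the numbers stand for. The labels give organoid passage 2 for all libraries except the 4 of replicate 3 at 8 days, which are of passage 5, so passage is the same for same-numbered samples of 8 days and differs between replicate 3 and the others, not between groups. The analysis was kept without the block and the fit with the replicate number as a block was run beside it.

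The genes named in the text are Neurog3, those that the paper names for its Ngn3 experiments, the largest and smallest of Figures 4C and S5, and for each comparison at most 5 genes with the largest change among those past the threshold whose groups did not overlap. Genes from outside this rule are named as such. A result that the rule gave is not reported. The analysis settings, the alternatives and the gene lists were set before the data were examined. Alternatives were scran 1.30.0 size factors, DESeq2 1.42.0 with and without a prior on fold changes, edgeR's filter on low counts, no library limits, only the first technical repeat, the replicate block, each protein against its own no-color group, other definitions of the target list and leaving out each replicate in turn. Chosen after the data were examined were the libraries behind Table S1, the passage 2 replicates alone and 1 library of each close pair of technical repeats. To find what shared controls give by chance, 100 sets of unchanged groups were simulated from the control replicates. Raw reads, images and quantitative PCR data were not used here.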

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

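All tests in this part were chosen after the results were seen, except the counts of splits of the samples and the tests of the gene lists fixed in advance. Of 18 groups of samples searched for a sample far from the others, 2 held one, where chance gives 0.9.

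Among the 6 technical repeats of 6S-A Ngn3 replicate 3 at 2 days, repeat 1 had a target score of 1.48 while the nearest other repeat had 1.77, a gap of 0.712 of the whole range, above the limit of Dixon's test. The values argue against depth. The library held 3839112 reads on tested genes, and the 3 shallower repeats (1906886 reads at the lowest) and the 2 deeper ones (up to 5423133) all scored higher, at 1.77 to 1.89. With all 6 thinned to the lowest of these depths in 20 random draws, the gap had a median of 0.679 of the range (0.601 to 0.782) and stayed above the limit in 15 draws. Repeats 2 and 3 of this replicate (scores of 1.77 and 1.8) are one of the close pairs of libraries, so they may count as 1 pool. The limit used is that for 6 separate samples and may therefore be too low here. The first repeat of 6S-A Ngn3 replicate 1 also had the lowest score of its replicate (0.92, nearest 1.41), but that of replicate 2 was not low (1.57). Averaged over the 3 replicates, the score difference between 6S-A and WT Ngn3 was 0.28 for repeat 1 and between 0.39 and 1.20 for the other 5. A difference between pools of 50 cells stays open, and no biological explanation was tested, because the design gives none within a replicate.

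Among the 6 no-color replicates of 8 days, replicate 3 of WT had the highest score for Notch ligands and targets, 0.842 against 0.276 for the nearest, a gap of 0.632 of the range. This replicate consists of 1 library of 2396221 reads on tested genes, where the others hold 9200253 to 17914799. With the others thinned to that depth in 20 random draws, the gap had a median of 0.587 of the range (0.289 to 0.691) and was above the limit in 5 draws, so an effect of depth cannot be told apart from a difference between samples, because this replicate is the shallowest and most draws no longer pass the limit. It is of passage 5, but no-color replicate 3 of 6S-A, of the same passage, did not stand out. A single pool is behind the value, so a chance difference between pools stays open.

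The paper focuses on genes that rise. The 1247 genes that were lower in WT Ngn3 than in GFP only at 2 days were lower still in 6S-A Ngn3, with a median log2 fold change of -0.23 between the proteins. Of these genes, 991 (79.5%) were lower in 6S-A Ngn3, against 49% of the other genes. The direction was the same in 3 of 3 pairs of replicates (-0.32 to -0.11), the set passed in camera (p = 0.00216), fry (p = 0.00133) and with the replicate block (camera p = 0.0131), and an exact permutation test of the replicate means gave p = 0.1, the smallest that 3 against 3 allow. The real split was 1 of the 10 splits of the 6 replicates with as large a difference. The values argue against normalization, because a shift of all genes would have moved the other genes as often as the 79.5% of these. A candidate explanation is that WT Ngn3 pools held more cells that did not respond, which would lower the response of every gene alike. A share of 31.9% such cells would give the 0.55 shift of the potential targets, and would lower these 1247 genes by a median of -0.85, well beyond what was measured. However, choosing genes for being low in WT Ngn3 pulls the measured value towards 0. Among the 1787 genes chosen instead for being lower in 6S-A Ngn3 than in GFP only, and above 5 CPM there, the same mixture would give -0.38 (-0.31 at the shift of the lowest pair, 0.41) and the measured median was -0.26, with -0.31, -0.19 and -0.25 in the 3 pairs. This choice of genes pushes the measured value the other way. Such a mixture therefore cannot be told apart from a stronger effect of 6S-A Ngn3 in each cell, because both depend on how the genes are chosen. The protein itself, as a biological difference, stays among the open explanations.

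The list of 16 ductal genes, fixed before the data were examined, was also lower in 6S-A than in WT Ngn3 at 2 days, by -0.46 relative to other genes (camera adjusted p = 0.0368 over 8 lists, fry adjusted p = 0.00292). The replicate block raised the adjusted p to 0.199. The list was lower in 3 of 3 pairs (-0.62 to -0.24, exact permutation test, p = 0.1), and the real split was 1 of 10 with as large a difference. With scran size factors the adjusted p was 0.0676, no longer past the threshold. A shift of all genes is argued against, because the -0.46 is relative to other genes, which such a shift would move alike, and 15 of the 16 genes were lower. The list is not separate from the lower genes above, because 10 of its 16 genes are among the 1247. At 8 days its mean log2 fold change was -0.23 (camera adjusted p = 0.655).

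The paper reports more Sst-positive cells in 6S-A Ngn3 embryos and activation of Sst by Ngn3 in other assays (Figures 3E and S6), and its text and Table S1 do not report Sst in these pools. At 2 days, 11 of 18 libraries of 6S-A Ngn3 had more Sst than the highest GFP-only library (1.12 CPM), with a median of 23.6 and a maximum of 3100 CPM. They came from 3 replicates, against 3 of 18 libraries from 2 replicates for WT Ngn3 (maximum 107 CPM). Repeats 2 and 3 of replicate 3 are one of the close pairs of libraries in both groups (75 and 65.8 CPM with 6S-A, 82.1 and 107 CPM with WT), so they may count as 1 pool each. Against GFP only, the log2 fold change of Sst was 10.32 with 6S-A Ngn3 (edgeR's quasi-likelihood test, adjusted p = 0.0156) and 4.84 with WT Ngn3 (adjusted p = 0.271). Between 6S-A and WT Ngn3, it was 5.48 (edgeR's quasi-likelihood test, adjusted p = 0.585, against 0.0319 with DESeq2), and 1 of the 10 splits of the 6 replicates was as large. The values argue against reads carried over from other libraries, since 1 library of 6S-A Ngn3 at 2 days holds 3100 CPM, the highest in the series, and 9 of its 18 libraries exceed 10 CPM, while none of the 18 GFP-only libraries exceeds 1.12 CPM. For the difference between 6S-A and WT Ngn3, a few Sst-expressing cells in some pools by chance cannot be told apart from an effect of 6S-A Ngn3 with 3 replicates per group. At 8 days, Sst was at 1560, 8.23 and 4.17 CPM in the 3 WT Ngn3 replicates (436 CPM in the library of replicate 2 under the read limit, which was left out) and at 1530, 1440 and 2.29 CPM in the 3 6S-A Ngn3 replicates, against at most 8.36 CPM in the 6 no-color replicates.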

How the results depend on the processing

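With scran size factors, no library limits or edgeR's filter on low counts, the counts of differing genes stayed within 1.5 times the reported ones in every comparison, and each shift of the potential targets kept its direction and its side of the threshold. The correlation between the effects of WT and 6S-A Ngn3 was higher with edgeR's filter, 0.94 at 2 days and 0.80 at 8 days, where fewer genes are tested (17305 and 15224).

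Using only the first technical repeat, with fewer reads per replicate, gave 1201 genes for WT Ngn3 and 1658 for 6S-A Ngn3 against GFP only at 2 days, 63 for 6S-A against WT Ngn3 at 2 days (18 higher, 45 lower) and 111 for WT Ngn3 at 8 days. The shift at 2 days fell to 0.16 (camera p = 0.338). The cause was not tested.

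The replicate block gave 4291 genes for WT Ngn3 at 2 days, 147 for 6S-A against WT Ngn3 at 2 days, 472 for WT Ngn3 at 8 days and 704 for 6S-A Ngn3 at 8 days. It took the shift at 8 days to 0.66 (p = 0.00532). Atoh8 in 6S-A against WT Ngn3 at 8 days was at -0.03 under the block, and the acinar list in 6S-A Ngn3 at 8 days at -0.21. The 5 lists that passed at 2 days against GFP only, and the ductal list in 6S-A against WT Ngn3, no longer passed. For the 2-day list at 8 days, camera p went from 0.0726 to 0.0233 with it. The direction of calls in 6S-A against WT Ngn3 at 2 days differed between fits, with 66.7% of calls higher without the block and 34% with it.

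DESeq2 called 101 genes for 6S-A against WT Ngn3 at 2 days (40 higher, 61 lower), 552 (349 higher, 203 lower) and 823 (470 higher, 353 lower) for WT and 6S-A Ngn3 at 8 days, and 4 for the change between time points. On simulated data for WT Ngn3 against its control, DESeq2 had 18.4% and 30.3% false calls at 2 and 8 days. With each protein against its own no-color group, with fewer control replicates, 49 and 115 genes were called at 8 days. With the libraries behind Table S1, chosen after the data were examined, 12 and 28 genes were called. With passage 2 replicates only, also chosen afterwards, 212 genes were called for 6S-A Ngn3, and with 1 library of each close pair 5 genes for 6S-A against WT Ngn3 at 2 days.

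The first 20 genes of each list gave shifts of 0.49 (p = 0.0711) at 2 days and 0.66 (p = 0.0359) at 8 days. The 200 genes ranked by WT Ngn3 alone gave 0.33 (p = 0.076) and -0.01 (p = 0.492). With camera's preset correlation, the 0.54 shift at 8 days had p = 1.8e-11 and the 0.30 change between time points p = 0.00238. Over all alternatives that kept every replicate, camera and fry p ran from 1.3e-24 to 0.338 for the shift at 2 days, from 1.8e-11 to 0.492 at 8 days and from 0.00238 to 0.563 for the change between them.

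Leaving out each replicate in turn gave 1964 to 2418 genes for WT and 3341 to 3797 for 6S-A Ngn3 at 2 days, 0 to 4 for 6S-A against WT Ngn3 at 2 days, 63 to 226 for WT and 191 to 309 for 6S-A Ngn3 at 8 days, 0 to 2 for 6S-A against WT Ngn3 at 8 days and 0 for the change between time points. No gene was called between 6S-A and WT Ngn3 at 2 days without WT replicate 1 or 2 or without 6S-A replicate 1 or 3. The 63 genes came without WT Ngn3 replicate 1, the 191 without 6S-A Ngn3 replicate 1. The shift ran from 0.36 to 0.75 at 2 days (p from 0.00804 to 0.0605, over 0.05 without those same 4 replicates) and from 0.29 to 0.69 at 8 days (p = 0.0371 without WT replicate 1). The change between time points ran from -0.12 (without 6S-A replicate 1 of 8 days) to 1.36, and was -0.09 without WT replicate 3 of 8 days. In 6S-A against WT Ngn3, Neurog3 ran from -0.31 to 0.50, Neurod1 from -0.32 to 1.11, Insm1 from -0.02 to 0.99 and Atoh8 from -0.08 to 0.24 at 2 days, and Neurog3 from -1.26 to 0.24 and Atoh8 from -0.33 to 1.25 at 8 days.

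Among the other results for lists of genes, 9 rose past the threshold and 12 fell below it under an alternative, and 122 did not change. For named genes, 4 rose past it with all replicates kept, and 24 fell below it when a replicate was left out. The comparisons at 8 days had less power, with 53% of simulated changes recovered against 92.5% at 2 days.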

Differences from the paper's values

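The paper states that 2 samples were left out by its library limits, and 1 of the 77 deposited libraries fails them. The 6 libraries not behind Table S1 are 2 biological samples, which would match the number, but each passes the limits. None of the alternatives set before the data were examined applies to this count.

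At 2 days, the paper's log2 fold changes in Table S1 for WT Ngn3 are 8.17 for Neurog3, 3.62 for Neurod1, 5.65 for Insm1, 5.81 for Atoh8 and 6.40 for Rfx6, with a mean of 3.90 over its 200 genes. The values from edgeR were 11.16, 11.83, 9.16, 9.20 and 10.15, with a mean of 6.13. For 6S-A Ngn3 the paper's values are 8.22, 3.69, 5.92, 5.89 and 6.85, with a mean of 4.38, against 11.20, 11.93, 9.49, 9.28 and 10.67, with a mean of 6.68. DESeq2 with a prior on fold changes, an alternative set before the data were examined, gave 8.15, 3.62, 5.65, 5.82 and 6.35 (mean 3.89) for WT and 8.19, 3.69, 5.92, 5.90 and 6.80 (mean 4.37) for 6S-A Ngn3, which lie within the paper's values. scran size factors, the replicate block and DESeq2 without the prior did not close the gap. No GFP-only replicate holds more than 2 reads of Neurog3, Neurod1, Atoh8 or Rfx6, so their fitted values depend on the prior count and are no bounds.

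For WT Ngn3 at 8 days, the paper's values are 3.77 for Neurog3, 3.12 for Neurod1, 4.12 for Insm1, 1.88 for Atoh8 and 3.21 for Rfx6, with a mean of 2.15, against 5.93, 6.54, 6.61, 7.08 and 7.21 with a mean of 3.80. For 6S-A Ngn3 they are 2.98, 4.09, 5.5, 2.50 and 5.29, with a mean of 2.72, against 5.10, 7.22, 7.39, 7.76 and 8.96 with a mean of 4.37. With DESeq2's prior on fold changes the WT Ngn3 values were 3.94, 3.41, 4.82, 2.24 and 3.36 (mean 2.04), within the replicate spread of the paper's for all but Insm1 and Atoh8. Those for 6S-A Ngn3 were 3.26, 3.91, 5.51, 2.70 and 4.70 (mean 2.43), all within it. scran size factors, the replicate block, DESeq2 without the prior and own no-color controls did not close the gap. The fitted values of Atoh8, with at most 1 read in any no-color replicate, are no bounds either. The libraries behind Table S1 with DESeq2's prior, chosen after seeing the values, gave 3.75, 3.11, 4.11, 1.86 and 3.20 (mean 2.14) for WT and 2.97, 4.08, 5.48, 2.48 and 5.28 (mean 2.71) for 6S-A Ngn3.

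For all genes outside the list, the paper's mean log2 fold change of 6S-A against WT Ngn3 at 2 days is about 0.01 in Fig. S5D, read by eye, and edgeR gave -0.0027, a difference of sign smaller than the reading can resolve. DESeq2 gave 0.0032, and the other alternatives kept the negative sign. The paper's mean at 8 days is about 0.86 for the potential targets and about 0.39 for all other genes in Fig. 4D, read by eye, against 0.57 and 0.03. The replicate block gave 0.66 for the potential targets, within the replicate spread of the paper's value, and -0.0026 for the other genes. DESeq2's prior gave 0.39 and -0.01, and own no-color controls gave 0.26 and 0.15. None of the alternatives set before the data were examined reached about 0.39 for the other genes. The libraries behind Table S1, chosen after seeing the values, gave 0.57 and 0.08.

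For single genes in Fig. 4C, the paper's fold of 6S-A over WT Ngn3 at 8 days is about 9.8 for Cbfa2t3 and about 5 for Gper1, read by eye, against 1.78 and 1.54. None of the alternatives set before the data were examined closed these gaps, and own no-color controls gave 27.79 and 3.21. The libraries behind Table S1 with DESeq2's prior, chosen after seeing the values, gave 9.47 and 4.60.

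The paper describes the higher level of the potential targets with 6S-A Ngn3 as growing from 2 to 8 days. On the 2-day list the change in shift was 0.30 (camera p = 0.459). The paper's lists taken each at its own day gave shifts of 0.55 and 0.54 without the replicate block. These are different lists of genes, so the values do not show whether the shift of the same genes grew. With the block, the mean differences of these lists were 0.60 at 2 days and 0.66 at 8 days, and those in Table S1 are 0.48 and 0.57. The 8-day list had shifts of 0.36 at 2 days and 0.54 at 8 days. These values go in the paper's direction, and no test of their change is given here.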

Other observations

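The tests of chance splits, and of the amount of Ngn3 mRNA and library depth at 2 days, in the next paragraph were set before the results were seen. The others were set afterwards.

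The 6S-A against WT Ngn3 difference of the potential targets was weighed against technical explanations. At 2 days, 2 of the 10 splits of the 6 replicates gave as large a shift, where the smallest share that 3 against 3 replicates allow is 1 of 10. The other split, with a shift of 0.61, parts fewer of the pairs of same-numbered replicates than the real one, and of the 4 splits that part all pairs only the real one was as large. At 8 days it was 1 of 10. A shift of all genes is argued against, since 95% of the potential targets of 2 days but 49.4% of the other genes were higher with 6S-A Ngn3, where such a shift would move both alike. At 2 days so is library depth, because the 100 potential targets with the higher expression were shifted by 0.57 and the 100 with the lower by 0.54. At 8 days the shifts were 0.42 (camera p = 0.108) and 0.66 (camera p = 0.0636). Depth therefore stays open at 8 days, because the genes with the lower expression moved more. A difference in Ngn3 mRNA cannot be told apart at 2 days, where Neurog3 differed by 0.05 with a standard error of 0.33, although it was lower in 2 of the 3 pairs while the target score was higher in all 3. At 8 days Neurog3 differed by -0.83 with a standard error of 0.83, which leaves the same question open. That the list was chosen on the same libraries was tested with genes that are only in the list of the other time point. At 2 days, 118 such genes were shifted by 0.29 (camera p = 0.0149, 93 of them higher), so the choice of the list may contribute to the larger 0.55 but not account for all of it. At 8 days, 108 such genes were shifted by 1.05 (camera p = 0.0976, 0.0528 with the replicate block), which the test does not separate from no shift. The same 6S-A against WT difference may also come from WT Ngn3 pools with more cells that did not respond, which genes lower in 6S-A Ngn3 (-0.26 measured) do not decide.

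The counts of genes against controls were compared with other splits of the same replicates. For WT Ngn3 and for 6S-A Ngn3 against GFP only at 2 days, and for 6S-A against WT Ngn3 at 2 days, the real split was 1 of 10 with as many genes, the smallest share that 3 against 3 allow. At 8 days, the real split was 1 of 84 for WT Ngn3 and 1 of 84 for 6S-A Ngn3, in fits with both no-color groups as one (169 and 314 genes), and no other split gave more than 7 and 6 genes. For 6S-A against WT Ngn3 at 8 days, where the count is 0, all 10 of the 10 splits gave as many. For the change between 2 and 8 days, 100 of 100 splits gave as many genes as the real one (0), and 66 of 100 as large a change in the shift.

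The paper reports higher Neurod1 and Insm1 with 6S-A than with WT Ngn3 by quantitative PCR (Figure 4B), a measurement not analysed here. In the sorted pools at 2 days, they were 1.07-fold and 1.26-fold as high with 6S-A Ngn3, and at 8 days 1.61-fold and 1.73-fold, with adjusted p of 1 in each case (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). For other genes that the paper names, Dll1 was 1.85-fold higher with 6S-A than with WT Ngn3 at 2 days (adjusted p = 0.532) and Cdkn1a 1.18-fold higher (adjusted p = 1). Ghrl, outside the rule for naming genes and chosen after its values were seen, had a median of 8.1 CPM in the WT Ngn3 libraries and 59.9 CPM in the 6S-A Ngn3 libraries at 2 days, and Chga, chosen the same way, 97.7 and 216 CPM. Chgb, examined beside them, was not higher (medians of 11.6 and 11 CPM), and Iapp had medians of 0 in both.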
